# Glutaminase as a metabolic target of choice to counter acquired resistance to Palbociclib by colorectal cancer cells

**DOI:** 10.1038/s41388-025-03495-w

**Published:** 2025-07-22

**Authors:** Míriam Tarrado-Castellarnau, Carles Foguet, Josep Tarragó-Celada, Marc Palobart, Claudia Hernández-Carro, Jordi Perarnau, Erika Zodda, Ibrahim H. Polat, Silvia Marin, Alejandro Suarez-Bonnet, Juan José Lozano, Mariia Yuneva, Timothy M. Thomson, Marta Cascante

**Keywords:** Cancer therapeutic resistance, Target validation, Cancer metabolism

## Abstract

Several mechanisms of resistance of cancer cells to cyclin-dependent kinase inhibitors (CDKi) have been identified, including the upregulation of metabolic regulators such as glutaminase. However, whether such resistance mechanisms represent optimal targets has not been determined. Here, we have systematically analyzed metabolic reprogramming in colorectal cancer cells exposed to Palbociclib, a CDKi selectively targeting CDK4/6, or Telaglenastat, a selective glutaminase inhibitor. Through multiple approaches, we show that Palbociclib and Telaglenastat elicit complementary metabolic responses and are thus uniquely suited to counter the metabolic reprogramming induced by the reciprocal drug. As such, while Palbociclib induced reduced tumor growth in vivo, and Telaglenastat did not show a significant effect, the drug combination displayed a strong synergistic effect on tumor growth. Likewise, initial responses to Palbociclib were followed by signs of adaptation and resistance, which were prevented by combining Palbociclib with Telaglenastat. In conclusion, combination with Telaglenastat optimally forestalls acquired resistance to Palbociclib in cancer cells.

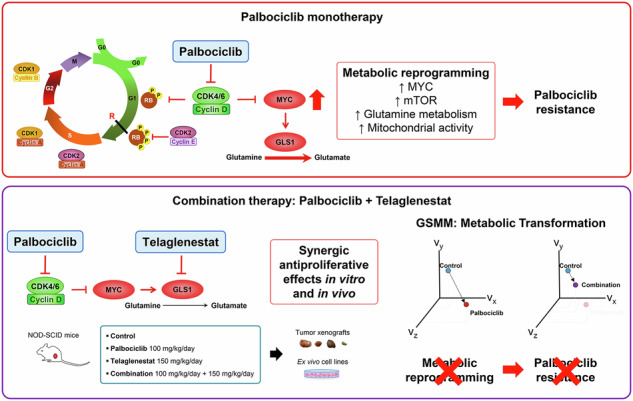

## Introduction

Cell cycle control is frequently dysregulated in cancer cells leading to unscheduled proliferation [1]. Cyclin-dependent kinases CDK4 and CDK6 (CDK4/6) are effective targets in cancer therapy since their overexpression and dysregulation are implicated in a wide range of human cancers [2, 3]. Three selective pharmacologic CDK4/6 inhibitors have received approval from the US Food and Drug Administration (FDA) and the European Medicines Agency (EMA) for the treatment of estrogen receptor (ER)-positive, human epidermal growth factor receptor 2 (HER2)-negative locally advanced or metastatic breast cancer [4]. Among these, Palbociclib (PD0332991) was the first-in-class drug to show promising results in phase III studies [5–7]. More recently, Palbociclib and other CDK4/6 inhibitors (CDK4/6i), in a variety of combinations, have shown efficacy in other cancer types, including colorectal carcinoma [8–24], particularly in tumors bearing genetic or epigenetic alterations underlying an upregulated G1-S cell cycle transition [22, 24]. In addition to a direct effect on cancer cell survival, CDK4/6i have been shown to promote anti-tumor immune responses [23, 25]. However, as single agents, CDK4/6i have shown limited efficacy outside of ER+ breast cancers [26, 27] and, like with most targeted therapies, tumor cells eventually acquire resistance to CDK4/6 inhibition [28–31]. Experimentally tested mechanisms of CDK4/6i resistance include gain-of-function changes impacting cell-cycle transitions [32–35], MYC dependency [29, 32, 36, 37], metabolic reprogramming [36, 38, 39], or other signaling and regulatory pathway adaptations [29, 40–43].

Our previous work characterized the metabolic reprogramming associated with CDK4/6 pharmacological inhibition or genetic depletion, uncovering the upregulation of MYC, glutaminolysis, and mTOR signaling as major adaptations of colorectal cancer cells to restore their fitness in response to such perturbations [36]. Our results demonstrated that these adaptations render cancer cells that survive CDK4/6 inhibition highly sensitive to MYC, glutaminase (GLS1), or mTOR inhibitors and hypoxic conditions. These observations warranted a deeper exploration of the mechanisms explaining the observed synergism between CDK4/6 and glutaminase inhibition.

Herein, we have approached this by analyzing transcriptomic and metabolomic responses elicited in colon cancer cells that persist after exposure either to the CDK4/6i Palbociclib or the glutaminase inhibitor Telaglenastat (CB-839), or their combination, in vitro and in vivo. The underlying hypothesis is that the observed responses may reflect resistance mechanisms that at least partly explain the emergence of persister cells. Cross-analysis of such responses revealed that upregulation of glutaminolysis is the most relevant metabolic response to Palbociclib treatment. Conversely, Telaglenastat elicits a prominent downregulation of the metabolic flux through oxidative phosphorylation (OXPHOS), glycolysis, and pentose phosphate pathway (PPP). Therefore, these two drugs elicit complementary responses in persister cells. These adaptive responses represent drug-specific emerging vulnerabilities, as demonstrated by the observation that Palbociclib-resistant cells become sensitive to Telaglenastat. Remarkably, we have found that residual cancer cells from tumors treated in vivo with the combined therapy remain sensitive to the dual treatment ex vivo, long after chemotherapeutic exposure, and exhibit a downregulated metabolism. Together, our results validate the combination of Palbociclib and Telaglenastat as an effective strategy to prevent pharmacologic resistance and potentiate the antiproliferative effects of single-agent treatments. A Catalan translation of the abstract and the graphical summary of this article can be found at 10.5281/zenodo.15876814.

## Methods

### Compounds and reagents

Palbociclib (PD0332991) and Telaglenastat (CB-839) were purchased from Selleckchem (Houston, TX, USA). The glutaminase inhibitor bis-2-(5-phenylacetamido-1,2,4-thiadiazol-2-yl)ethyl sulfide (BPTES) was kindly provided by Dr. Mariia Yuneva (The Francis Crick Institute, London, UK). The glutamine analog 6-Diazo-5-oxo-L-nor-Leucine (DON), the GAC inhibitor Compound 968, N-acetyl cysteine (NAC), and dimethyl α-ketoglutarate (DM-αKG) were obtained from Merck (Darmstadt, Deuchland). The KGA inhibitor Glutaminase-IN-1 was purchased from MedChem Express (Monmouth Junction, NJ, USA). The inhibitor of type I PRMTs GSK3368715 was purchased from Cayman Chemical (Ann Arbor, MI, USA). Stock solutions of 10 mM were prepared with water or dimethyl sulfoxide according to the manufacturer’s instructions. Antibiotics (10,000 U/ml penicillin, 10 mg/ml streptomycin), PBS, and Trypsin EDTA solution C (0.05% trypsin—0.02% EDTA) were obtained from Biological Industries (Kibbutz Beit Haemet, Israel), and fetal bovine serum (FBS) from Invitrogen (Carlsbad, CA, USA).

### Cell culture

The human colorectal carcinoma cell lines HCT116, SW403, HT29, and SW620, human breast adenocarcinoma cell lines MCF-7, SK-BR-3, and MDA-MB-231, and the human embryonic kidney 293T (HEK293T) cells were obtained through the American Type Culture Collection (ATCC, Manassas, VA, USA). The HCT116 derivative HCT116^Luciferase-GFP^ cells were obtained through lentiviral transfection and transduction. Twelve HCT116 derivative cell lines were obtained from tumors from mice that had been treated daily with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat for 23 days (three independent cell lines per condition). All cell lines were grown in the absence of chemotherapeutics. Palbociclib long-term resistant cell line was established by culturing HCT116 cells in gradient concentrations of Palbociclib for 4 months. HCT116 and SK-BR-3 cells and all the derivative cell lines were cultured in Dulbecco’s modified Eagle medium (Gibco, Thermo Fisher Scientific Inc., Waltham, MA, USA)/Nutrient mixture HAM F12 (Biological Industries) (DMEM/F12, 1:1 mixture) with 2.5 mM L-glutamine and 12.5 mM D-glucose. SW403, HT29, SW620, MDA-MB-231, and HEK293T cells were cultured in DMEM culture medium. MCF-7 cells were cultured in MEM culture medium without phenol red (Gibco) and supplemented with 10 mM D-glucose, 2 mM L-glutamine, 1 mM pyruvate (Biological Industries), 0.01 mg/ml insulin and 1% non-essential amino acids (Biological Industries). Media were supplemented with 10% FBS, penicillin (50 U/ml), and streptomycin (50 µg/ml). Cells were incubated at 37 °C in a humidified atmosphere with 5% CO_2_. All cell lines were regularly tested for mycoplasma contamination and cultivated for less than 3 months after receipt, generation, or thawing.

### Lentiviral transfection and transduction

HEK293T cells were transiently transfected using Fugene reagent (Roche, Indianapolis, IN, USA) with pCMV-GFP/Luc plasmid for the constitutive co-expression of the firefly luciferase gene and GFP. Viral supernatants were harvested 48 h after transfection, filtered through 0.45 μm and 0.22 μm methylcellulose filters (Merck Millipore, Billerica, MA, USA), and used to transduce HCT116 recipient cells. 5 × 10^5^ HCT116 cells were cultured in the presence of the viral supernatant and 8 μg/ml polybrene for 24 h. GFP-positive transduced cells were selected by fluorescence-activated cell sorting (MoFlo, Beckman Coulter). Luminescence levels yielded by cell lysates were measured using the Luciferase Assay System kit (Promega, Madison, WI, USA) in a Mithras LB 940 plate reader (Berthold Technologies, Bad Wildbad, Germany).

### Cell proliferation assays

Having optimized the seeding density, 2 × 10^3^ cells per well were seeded in 96-well plates, and media were replaced at 24 h with fresh media containing different concentrations of each drug, drug combination, or vehicle. Plates were placed in an IncuCyte® S3 (Sartorius, Göttingen, Germany) live-cell analysis system or in an Olympus CM30 Incubation Monitoring System (Evident Corporation, Tokyo, Japan) to monitor cell confluence. At 96 h, cells were washed with PBS and lysed with 0.01% SDS, and plates were stored frozen at −20 °C overnight. Then, plates were thawed at 37 °C and incubated in darkness with 4 µg/ml Hoechst (HO33342; 2’-[4-ethoxyphenyl]-5-[4-methyl-1-piperazinyl]-2,5′-bi-1H-benzimidazole trihydrochloride trihydrate, Sigma-Aldrich, St Louis, MO, USA) DNA stain in solution buffer (1 M NaCl, 1 mM EDTA, 10 mM Tris-HCl pH 7.4) on a shaker at 37 °C for 1 h. Finally, fluorescence was measured in a FLUOstar OPTIMA microplate reader (BMG LABTECH GmbH, Ortenberg, Germany) at 355 nm excitation and 460 nm emission. Cell proliferation was represented as a percentage relative to untreated control cells. Concentrations that caused 50% inhibition of cell proliferation (IC_50_) were calculated using GraphPad Prism 7 software (GraphPad Software, San Diego, CA, USA). Cell size and volume values were obtained using a Scepter^TM^ Handheld Automated Cell Counter (EMD Millipore Corporation, Billerica, MA), which employs the Coulter principle of impedance-based particle detection.

### Dose-response assays and combination index determination

Drug synergies were evaluated with the CompuSyn software (ComboSyn, Inc., Paramus, NJ, USA). The effectiveness of the combined drug treatments was quantified by determining the combination index (CI), where CI < 1, CI = 1, and CI > 1 indicate synergism, additivity, and antagonism, respectively [44].

### Colony formation assays

Single-cell suspensions of 1 × 10^3^ cells per well were seeded in 6-well plates and treated after 24 h with either vehicle, single drugs, or their combination. Colonies were allowed to grow for 10 days and then fixed and stained with 0.5% (w/v) Crystal Violet (Sigma-Aldrich) in 20% methanol. Image acquisition with ImageJ software (public domain National Institutes of Health, USA, http://rsbweb.nih.gov/ij/) was used to score the number of colonies.

### Spheroid assays

A total of 1 × 10^4^ cells were seeded in 24-well ultra-low attachment culture plates (Corning, NY, USA) in the presence of the specified inhibitor(s) in serum-free media supplemented with 20 ng/ml EGF (Gibco), 20 ng/ml bFGF (Gibco), 10 µg/ml heparin (Sigma-Aldrich), 1:50 (v/v) B-27 supplement 50x (Gibco), 5 µg/ml human insulin (Sigma-Aldrich) and 0.5 µg/ml hydrocortisone (Sigma-Aldrich). At the end of the experiment, spheroids were incubated with 0.5 mg/ml 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT, Sigma-Aldrich) for 2–3 h until fully stained. Plates were scanned, spheroids were scored, and spheroid area and volume were quantified by image acquisition with ImageJ software.

### Cell cycle analysis

Cells were collected by centrifugation after trypsinization, resuspended in PBS, and fixed dropwise with 70% (v/v) cold ethanol for at least 2 h. Then, cells were centrifuged, washed twice with PBS, resuspended in PBS containing 0.2 mg/ml DNAse free RNAse A (Roche, Basel, Switzerland), and incubated for 1 h at 37 °C. Prior to analysis, 50 µg/ml propidium iodide (PI) was added. Samples were analyzed using a Gallios multi-color flow cytometer instrument (Beckman Coulter, Brea, CA, USA) set up with the 3 lasers 10 colors standard configuration. Excitation was done with a blue (488 nm) laser. Forward scatter (FS), side scatter (SS), red (620/30 nm) fluorescence emitted by PI were collected. Red fluorescence from PI was projected on a 1024-channel monoparametric histogram. Aggregates were excluded by gating single cells by their area vs. peak fluorescence signal. DNA analysis (ploidy analysis) from 10^4^ cells on single fluorescence histograms was done using the MultiCycle software (Phoenix Flow Systems, San Diego, CA, USA).

### Western blot analysis

Cells were washed twice with ice-cold PBS and incubated for 30 min on ice with RIPA buffer containing 50 mM Tris (pH 8.0), 150 mM sodium chloride, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS), 1% protease inhibitor cocktail set III and 1% phosphatase inhibitor cocktail set IV (EMD Millipore Corporation). Cells were scraped, sonicated, and centrifuged at 12,000 × *g* for 20 min at 4 °C. Supernatants were recovered, and the protein content was quantified with the BCA kit (Pierce Biotechnology).

Equal amounts of protein per sample were size-separated by electrophoresis on SDS-polyacrylamide gels and electroblotted onto 0.45 µm pore size Immobilon^®^-P polyvinylidene fluoride (PVDF) transfer membranes (Merck Millipore Ltd., Cork, IRL). After 1 h of blocking at room temperature with 5% skim milk in PBS 0.1% Tween, blots were incubated with specific primary antibodies overnight at 4 °C. Then, membranes were treated with the appropriate horseradish peroxidase (HRP)-labeled secondary antibody for 1 h at room temperature. All blots were treated with Immobilon^®^ Western Chemiluminescent HRP Substrate (EMD Millipore Corporation, Burlington, MA, USA) and developed after exposure to an autoradiography film (VWR International, Radnor, PA, USA). The primary antibodies used were Phospho-Akt (Ser473) (#9271), mTOR (#2972), and Phospho-mTOR (Ser2448) (#5536) from Cell Signaling (Beverly, MA, USA); GLS1 (ab93434), GLDH (ab166618) and MYC (ab32072) from Abcam (Cambridge, UK); GAC (19958-1-AP) and KGA (20170-1-AP) from Proteintech (Chicago, IL, USA); HIF1α (sc-13515) from Santa Cruz Biotechnology; and β-actin (#69100) form MP Biomedicals (Santa Ana, CA, USA). The secondary antibodies used were anti-mouse (ab6728) and anti-rabbit (ab6721) from Abcam.

### Measurement of extracellular metabolites

Media samples were collected at the beginning and the end of the incubation and frozen until analyzed. At the same time points, cell number was determined for normalization purposes. All the biochemical assays were carried out under exponential growth conditions. Glucose, lactate, glutamate, and glutamine concentrations from cell culture media were determined using a COBAS Mira Plus spectrophotometer (HORIBA ABX Diagnostics, Kyoto, Japan) to monitor the production of NAD(P)H in specific reactions for each metabolite at 340 nm wavelength. Glucose concentration was measured using hexokinase and glucose-6-phosphate dehydrogenase coupled enzymatic reactions (ABX Pentra Glucose HK CP, HORIBA ABX, Montpellier, France). Lactate concentration was determined at 37 °C with 2.35 mg/ml NAD^+^ (Roche) in 0.15 M hydrazine 10.9 mM EDTA pH 9 buffer and 80 U/ml lactate dehydrogenase (Roche) in 51 mM ammonium sulfate pH 6.5 buffer. Glutamate concentration was assessed at 37 °C with 2.08 mM ADP, 3.35 mM NAD^+^, and 16 U/ml of glutamate dehydrogenase (Roche) in 0.28 M glycine/0.35 M hydrazine/1.12 mM EDTA pH 9 buffer. Glutamine concentration was calculated through its conversion to glutamate at 37 °C for 30 min with 100 mU/ml glutaminase in 0.1 M acetate pH 5 buffer and subsequently quantifying glutamate concentration as described above.

### Estimation of metabolite consumption and production rates

Net fluxes per cell of uptake and release of different metabolites (*J*_*met*_) were estimated from the experimentally measured variations of metabolite concentration in medium and cell number for 24 h. The estimation was performed by assuming exponential growth and constant uptake or release per cell, which corresponds to a simple model of cell growth and metabolite consumption/production:

1 $$\frac{d{N}_{t}}{{dt}}\,=\,{N}_{t}\times \mu$$

2 $$\,\frac{d{M}_{t}}{{dt}}={N}_{t}\times {J}_{{met}}$$

Where *N* is cell number, *M* is the quantity of metabolite, and *µ* growth rate.

### Metabolite extraction and determination by HPLC-MS analysis

Cells were seeded in 6-well plates, incubated for 96 h with the treatments, and metabolites were extracted immediately after the endpoint. Cells were first washed twice with 1 ml ice-cold PBS, added 150 μl of methanol and 150 μl of water (containing 3 nmol [U-^13^C,^15^N] valine per sample as internal standard). Then, cells were scraped and transferred to a chilled 2 ml Eppendorf tube containing 300 μl of chloroform. After vortexing (3 pulses of 5 s each), and sonicating (3 times for 8 min), the tubes were incubated for 1 h at 4 °C, and finally centrifuged at 21,000 × *g*, 4 °C for 10 min. Supernatants containing the polar metabolite extract phase were collected and submitted for HPLC-MS analysis.

Polar metabolite HPLC-MS analysis was performed on a Q Exactive Plus mass spectrometer (Thermo Fisher Scientific Inc.). The chromatographic separation was performed on a SeQuant® Zic®-pHILIC (Merck Millipore) column (5 μm particle size, polymeric, 150 × 4.6 mm). The injection volume was 10 μl, and chromatographic separation was performed with a 300 μl/min flow rate, over a total time of 25 min. Mobile phases were ammonium carbonate 20 mM in water (A) and acetonitrile (B). The elution gradient was a decreasing percentage of B from 80 to 4% during 17 min, holding at 5% of B for 3 min, and finally re-equilibrating the column at 80% of B for 4 min. The mass resolving power was set to 70,000 for both analyses, and both negative and positive ion polarities were used for maximal metabolite coverage, and it was run in SCAN mode.

LC-MS data were analyzed using the Xcalibur software (Thermo Fisher Scientific Inc.) for validating metabolites and retention times, TraceFinder 4.1 (Thermo Fisher Scientific Inc.) for automatic detection and quantification of peaks. For each metabolite, the area under the curve was normalized to the area under the curve of the internal standard [U-^13^C,^15^N] valine and by protein.

### Determination of intracellular reactive oxygen species (ROS) levels

Cells were grown in dark, clear bottom 96-well microplates and treated for 96 h with the desired conditions. At the end of the treatments, cells were washed once with warm PBS, and incubated with 20 µM 2′-7′-dichlorodihydrofluorescein diacetate (H_2_DCFDA, Invitrogen) in PBS supplemented with 5.5 mM glucose. After 45 min at 37 °C and 5% CO_2_, the solution was replaced with PBS supplemented with 5.5 mM glucose for another 2 h at 37 °C and 5% CO_2_. Plates were measured in a FLUOstar OPTIMA microplate reader (BMG LABTECH GmbH, Ortenberg, Germany) at 485 nm excitation and 535 nm emission in end-point mode. Results were normalized by cell number.

### Total glutathione quantification

Fresh cells were lysed with 5% 5-sulfosalicylic acid solution, vortexed, and disrupted by two freezing/thawing cycles in liquid nitrogen and a 37 °C water bath. Cell extracts were incubated at 4 °C for 10 min and centrifuged at 10,000 × *g* for 10 min. The reaction was initiated by mixing 150 µl of working solution (15 U/ml glutathione reductase and 40 µg/ml 5,5′-Dithiobis(2-nitrobenzoic acid) in 100 mM K_2_HPO_4_/KH_2_PO_4_ 1 mM EDTA pH 7.0 buffer) with 10 µl of cell extract (diluted 1:5 or 1:10) or oxidized glutathione standards (from 0 to 12.5 µM). Then, 50 µl of 0.16 mg/ml NADPH solution were added to the samples, and the increase in absorbance with time was measured at 340 nm wavelength. Total glutathione concentration was normalized by protein content.

### Mouse xenografts and in vivo drug studies

Animal experiments were carried out at the Parc Científic de Barcelona—Parc de Recerca Biomèdica de Barcelona (PCB-PRBB) Animal Facility Alliance, in compliance with current regulations (RD 53/2013; Directive 2010/63/UE; Decree 214/1997/GC, Order ECC/566/2015), to ensure that animal experiments are conducted in a humane and ethical manner. The protocol for this study was approved by the PCB’s Animal Experimentation Ethics Committee and the Animal Experimentation Commission of the Generalitat de Catalunya.

Palbociclib isethionate (S1579, SelleckChem) was resuspended at 50 mg/ml in 50 mM sodium L-lactate (Sigma-Aldrich) pH 4 buffer. Telaglenastat (S7655, SelleckChem) was dissolved at 50 mg/ml in 10 mM sodium citrate (Sigma-Aldrich) pH 2 buffer with 25% w/v (2-hydroxypropyl)-β-cyclodextrin (HP-β-CD, Sigma-Aldrich). Treatments were aliquoted into single and combined daily doses and frozen at −80 °C. HCT116^Luciferase-GFP^ cells, after a test for mycoplasma contamination, were resuspended in sterile PBS and injected (10^6^ cells in 100 µl) subcutaneously on the right flank of anesthetized 5-week-old male non-obese diabetic (NOD) severe combined immunodeficiency disease (SCID) mice (strain: NOD.CB17/AlhnRj-Prkdcscid; type: Mutant congenic mouse; Janvier Labs, Le Genest-Saint-Isle, France). Sample size (*n* = 14 mice/group) was based on prior studies in similar models to ensure reproducibility and robustness of results. Tumor growth was monitored three times a week by non-invasive bioluminescence on an IVIS^®^ Spectrum In Vivo Imaging System (PerkinElmer, Waltham, MA, USA). Images and radiance were acquired 10 min after intraperitoneal injection of 150 µl of 100 mg/kg D-luciferin (BioVision Inc., Waltham, MA, USA) in sterile PBS. Eight days after tumor cell implantation, mice were randomly distributed in 4 treatment groups of fourteen animals each and administered via oral gavage with daily doses of vehicle, 100 mg/kg/day Palbociclib, 150 mg/kg/day Telaglenastat, or 100 mg/kg/day Palbociclib + 150 mg/kg/day Telaglenastat for 23 consecutive days. Mice were weighed every 3 days to readjust the treatment volume for precise drug dosing. Average radiance (photons (p)/s/cm^2^/steradian (sr)) was calculated for each mouse using a circular region of interest with the mouse in a prone position and normalized to the value obtained at the same area before starting treatment administrations (day 8) using the IVIS® Spectrum Living Image® 4.3.1 software (PerkinElmer). Tumor growth was also monitored thrice a week from day 15 by measuring tumor volume with a Vernier caliper using the modified ellipsoid volume formula: Tumor volume (mm^3^) = (length × width^2^) × π/6. Tumor growth inhibition (TGI) rate was calculated as TGI = (1 − (V_(T,t)_/V_(T,0)_)/(V_(C,t)_/V_(C,0)_)) × 100 [45], where time 0 is the first measurement of tumor volume on day 15. Researchers administering treatments and recording measurements (weight, tumor size, and radiance) were blinded to the expected results. At the end of the treatment, mice were euthanized, and residual tumors were collected for further analysis. Animals were allowed to form tumors up to 1.5 cm in diameter, at which point they were euthanized.

### Cell line generation ex vivo

Three tumors for each treatment group were excised, placed in Petri dishes with DMEM/F12 medium, cut into fragments with a sterile scalpel, and subjected to digestion with 1 mg/ml collagenase type IV (Sigma-Aldrich) for 30 min at 37 °C under aseptic conditions. Then, tissue was centrifuged and digested with Trypsin EDTA solution C to generate a single cell suspension, filtered through a 40 µm cell strainer, and plated in DMEM/F12 with 2.5 mM L-glutamine, 12.5 mM D-glucose, 10% FBS, penicillin (50 U/ml), and streptomycin (50 µg/ml), obtaining twelve independent cell lines (three for each treatment condition).

### Immunohistochemistry (IHC) staining of mouse xenograft tissues

Mouse xenografts were dissected immediately after surgical resection. Three tumors for each treatment condition were fixed in 4% paraformaldehyde (PFA) and paraffin-embedded in blocks for histology assessment. Serial 4-µm microtome sections were obtained from the PFA-fixed, paraffin-embedded tumor tissues. Immunohistochemistry staining was performed by the Francis Crick Institute (UK) Experimental Histopathology Laboratory on the Discovery Ultra Ventana platform (Roche). Antibody dilutions of 1:750 for CD31 (ab182981, Abcam) and of 1:1000 for KI67 (ab15580, Abcam) were used, with antigen retrieval using Cell Conditioning 1 (CC1, Roche) for 48 min and primary antibody incubation for 60 min. All slides were counterstained with Harris hematoxylin nuclear stains (Leica Biosystems, Wetzlar, Germany), dehydrated, cleared, and mounted in a Tissue-Tek Prisma® automated slide stainer (Sakura Finetek, Torrance, CA, USA). Slides were imaged on the Zeiss Axio Scan.Z1 slide scanner (Carl Zeiss Microscopy GmbH, Jena, Germany), and the percentage of KI67 and CD31 positive cells was evaluated using QuPath version 0.4.2 [46]. A board-certified pathologist (A.S-B.) assessed the mitotic index by counting mitoses in 10 high-power fields (HPF, 400×) on hematoxylin and eosin (H&E)-stained tumor sections.

### RNA sequencing

Total RNA was isolated using the RNeasy mini kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions and including a DNase (Qiagen) digestion step. The size, concentration, and integrity of total RNA were determined by electrophoresis in a 4200 TapeStation system (Agilent, Santa Clara, CA, USA). Whole transcriptome sequencing (RNA-Seq) was performed at the Genomics Unit of CNIC (National Centre for Cardiovascular Research, Madrid, Spain). Barcoded RNA-Seq libraries were prepared with 200 ng of total RNA with RIN > 8 using the NEBNext® Ultra™ RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). Poly A + RNA was purified using poly-T oligo-attached magnetic beads followed by fragmentation and first and second cDNA strand synthesis. The second strand was synthesized with uracil instead of thymine. Then, cDNA 3′-ends were adenylated, adapters were ligated, uracils were excised, and the libraries were amplified by PCR. The size of the libraries was determined using a 2100 Bioanalyzer DNA 1000 chip (Agilent), and their concentration was calculated using the Qubit® fluorometer (Life Technologies). All samples were indexed, and multiplex sequencing was conducted on a HiSeq2500 instrument (Illumina, San Diego, CA, USA) to generate 60-base reads in single-end format. FastQ files for each sample were obtained using CASAVA v1.8 software (Illumina). Reads were aligned to the Ensembl reference genome and converted to reads per gene with the STAR software.

### Gene expression analysis

The DESeq2 package for R was applied to normalize gene counts and identify differentially expressed genes across the study conditions [47]. Gene set enrichment analysis (GSEA) was also used to infer enriched gene signatures from the Molecular Signatures Database (MSigDB) [48]. The normalized enrichment score (NES) was used to rank the enriched gene sets in each phenotype. A false discovery rate q-value (FDR *q*-value) was computed to estimate the probability that a gene set with a given NES represented a false positive finding. Over-representation analysis (ORA) was applied to determine the biological functions or processes enriched in the differentially expressed genes of each treatment condition using WebGestalt [49].

Normalized Gene expression data from PALOMA-2 (GSE133394) and PALOMA-3 (GSE128500) was obtained from the GEO repository. The R package ssGSEA2 (sample Gene set enrichment analysis 2) was used to compute the gene sets enrichment in each sample [50]. The following sets from the Human Molecular Signatures Database [51] were used: HALLMARK MTORC1 SIGNALING, HALLMARK G2M CHECKPOINT, HALLMARK FATTY ACID METABOLISM, HALLMARK HYPOXIA, HALLMARK E2F TARGETS, HALLMARK GLYCOLYSIS, HALLMARK OXIDATIVE PHOSPHORYLATION, HALLMARK IL2 STAT5 SIGNALING, HALLMARK PI3K AKT MTOR SIGNALING, HALLMARK MYC TARGETS V1 and HALLMARK MYC TARGETS V2. The cor.test function from R was used to evaluate the Pearson Correlation between *PRMT* genes expressed in PALOMA2/3 samples (*CARM1* and *PRMT1*) and pathway enrichment scores and expression levels of Palbociclib-resistance genes [52, 53].

### Targeted metabolomics by HPLC-MS/MS and FIA-MS/MS analysis

Intracellular metabolites were extracted from tumors frozen in dry-ice cooled isopentane with 85:15 EtOH:PBS buffer and then sonicated 3 times for 5 s each, submerged in liquid nitrogen for 30 s, and thawed at 95 °C twice. Then, extracts were centrifuged at 20,000 × *g* for 5 min at 4 °C, supernatants collected, and protein content determined. Cell media were collected at the beginning and the end of a 24-h incubation in exponential growth, and the cell number was determined for normalization purposes. Extracts from tumors and media were analyzed using the Absolute IDQ p180 kit (Biocrates Life Sciences AG, Innsbruck, Austria). Briefly, samples, calibration standards, and quality controls were dried under nitrogen gas flow at room temperature for 30 min. Next, 50 µl of 5% (v/v) phenylisothiocyanate (PITC) solution in 1:1:1 ethanol:water:pyridine solvent were added, incubated for 20 min at room temperature, and dried under nitrogen gas flow for 1 h. Then, the metabolites were resuspended in 300 µl of 5 mM ammonium acetate in methanol for 30 min with agitation. Samples were diluted 1:1 with Milli-Q water for tandem mass spectrometry coupled to high-performance liquid chromatography (HPLC-MS/MS) or diluted 1:10 with FIA mobile phase additive (provided by the kit) for flow injection analysis (FIA) coupled to MS/MS. Analyses were performed with an Agilent 1290 Infinity Ultra-High Performance Liquid Chromatography (UHPLC) system (Agilent, Santa Clara, CA, USA) coupled with an MS/MS Sciex Triple Quad 6500 (AB Sciex LLC, Framingham, MA, USA) using electrospray ionization (ESI) in positive mode and according to the manufacturer’s instructions. The chromatographic separation was performed on an Agilent ZORBAX Eclipse XDB C18 (Agilent, Santa Clara, CA, USA) column (3.5 μm particle size, 100 × 3.0 mm) using a gradient program at a constant flow rate of 500 µl/min. The oven temperature was maintained at 50 °C. HPLC mobile phases were 0.2% formic acid in water (solvent A) and 0.2% formic acid in acetonitrile (solvent B). The elution gradient was programmed starting at 100% of solvent A for 0.5 min, then decreasing the percentage of solvent A to 5% for 5 min, holding at 95% of solvent B for 1 min, and finally re-equilibrating the column at 100% of solvent A during 0.5 min and maintaining these final conditions for 2.5 min. On the other hand, the FIA mobile phase was methanol with FIA Mobile phase Additive provided by the kit. FIA gradient started at a flow rate of 30 µl/min for 1.6 min, then increased linearly until reaching 200 µl/min during 0.8 min, maintained for 0.4 min, and finally decreased to 30 µl/min in 0.2 min. Quantitation was achieved using multiple reaction monitoring scan mode.

Data analysis was performed using Analyst (AB Sciex LLC) and MetIDQ^TM^ (Biocrates Life Sciences AG) software. A total of 21 amino acids, 21 biogenic amines, 40 acylcarnitines, 90 glycerophospholipids, 15 sphingolipids, and hexose sugars were analyzed. Data were normalized by cell number for media samples and protein for tumor samples. Clustering, heatmaps, and statistical analysis were performed using MetaboAnalyst 5.0 [54].

### Cellular bioenergetics

The XFe24 Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA, USA) was used to measure the oxygen consumption, extracellular acidification, and proton efflux rates (OCR/ECAR/PER) in media immediately surrounding adherent cells cultured in an XFe24-well microplate (Seahorse Bioscience). One day before analysis, 7 × 10^4^ cells were plated in a monolayer in 100 µl, adding 150 µl of complete medium 4 h later, once cells were attached, and incubated at 37 °C and 5% CO_2_ overnight. Then, growth media were replaced by basal media (unbuffered DMEM, pH 7.4; Sigma-Aldrich) with or without glucose and incubated at 37 °C for 1 h without CO_2_. The sensor cartridge was hydrated with calibration solution (Seahorse Bioscience) overnight at 37 °C and loaded with the test reagents onto the Seahorse Analyzer to calibrate the sensors. Mitochondrial function and potential were analyzed by sequential injection of 1 µM oligomycin (ATP synthase inhibitor; Sigma-Aldrich), 0.6 µM Carbonyl Cyanide m-Chlorophenylhydrazone (CCCP, mitochondrial uncoupler; Sigma-Aldrich) together with 2 mM pyruvate to achieve maximal respiration, and 2 µM rotenone and antimycin A (mitochondrial complex I and III inhibitors, respectively; Sigma-Aldrich). Cells were counted at the end of the experiments to normalize the OCR, ECAR, and PER readings. Respiration, acidification, and ATP production rates were calculated following the Agilent Seahorse XF Technology instructions.

### Building condition-specific metabolic models

Condition-specific genome-scale metabolic models (GSMMs) for control and residual tumors from in vivo Palbociclib and Telaglenastat treatments were reconstructed from the human GSMM Recon3D [55]. Recon3D describes the metabolic potential of the human genome, yet in any given condition, only a subset of enzymes is expressed. Hence, we reconstructed condition-specific GSMMs containing only enzymes expressed in the study conditions. More in detail, enzymes with fragments per kilobase of exon per million mapped fragments (FPKM) under 1 in all conditions were removed, provided that their removal still enabled the models to produce 50% of optimal biomass as well as the synthesis or uptake of all amino acids and biogenic amines detected with the metabolomics assays. Additionally, enzymes that were expressed below 1 FPKM in a given treatment but not in control were also removed from the treatment-specific model if the difference in gene expression to the control was statistically significant (FDR adjusted *P*-value < 0.05).

### Quadratic multiomic metabolic transformation algorithm (qM^2^TA)

The quadratic multiomic metabolic transformation algorithm (qM^2^TA) models a metabolic transition between two states by maximizing the consistency between gene expression and metabolomics data and reaction fluxes (Fig. 5A, Supplementary Fig. 7). It allows the integration of both transcriptomics and metabolomics fold changes weighted by their statistical significance across both states and can identify key targets to revert the metabolic transformation.

To run qM^2^TA, we first computed the flux distribution in the control tumors condition ($${v}_{i}^{{ref}}$$, reference flux distribution) by applying the GIME3 algorithm [56]. Briefly, this algorithm consists of a flux minimization weighted by gene expression subject to achieving 95% of the maximum biomass production and producing all measured metabolites. Next, flux variability analysis [57] was used to identify the solution space within 99% of the GIME3 optimal solution. Finally, the resulting solution space was sampled using the Artificial Centering Hit-and-Run algorithm implemented into COBRApy [58, 59]. The average of these flux samples was used as the control/reference flux distribution.

Then, qM^2^TA optimization was used to simulate the metabolic transition upon treatment by maximizing the consistency between gene expression and metabolite concentration fold changes and simulated reaction flux fold changes relative to the control (Eq. 3). The optimization minimizes the difference between the resulting flux values and target flux (i.e., the product of reference flux value by fold change) for each differentially expressed metabolic gene or metabolite concentration. To give more weight to the features with more statistically significant differences, each feature (metabolite level or gene expression measure) was given a weight to the minimization inversely proportional to the P-value for the hypothesis that the fold change is different from 1. Additionally, flux variation was minimized for reactions not associated with differentially expressed genes or metabolites. The reference flux distribution scales both terms of the optimization to prevent a bias towards reactions with high reference flux.

3 $${min}\sum _{m\in {DExp}}\left({W}_{m}\sum _{i\,\in \,{R}_{m}}{\left(\frac{{v}_{i}^{{ref}}{{\cdot }}{{FC}}_{m}-{v}_{i}^{{res},q{M}^{2}{TA}}}{{v}_{i}^{{ref}}\left({{FC}}_{m}-1\right)}\right)}^{2}\right)+\sum _{i\in {Ru}}\frac{{\left({v}_{i}^{{ref}}-{v}_{i}^{{res},q{M}^{2}{TA}}\right)}^{2}}{{v}_{i}^{{ref}}}\,$$

$${W}_{{gm}}={LOG}10\left({p}_{{th}}\right)-{LOG}10\left({p}_{m}\right)$$

Subject to

$${\rm{s}}.\,{v}^{{res},q{M}^{2}{TA}}=0$$

$${{lb}\, < \,v}^{{res},q{M}^{2}{TA}}\, < \,{ub}$$

Where:

$${DExp}$$ is the list of differentially expressed genes and differentially abundant metabolites between the control and a target condition.

$${W}_{m}$$ is the weight given to measure $$m$$.

$${R}_{m}$$ are the reactions associated with measure $$m$$. For genes, this information is taken from the gene-reaction rules defined in Recon3D. Metabolomics measures are mapped to a sink reaction consuming the measured metabolite.

$${v}_{i}^{{ref}}$$ is the reference flux value (i.e., computed for the control condition) for reaction $$i$$.

$${{FC}}_{m}$$ is the gene expression or metabolite concentration fold change relative to the control.

$${v}_{i}^{{res},q{M}^{2}{TA}}$$ is the simulated flux value for reaction *i* in the condition of interest.

$${Ru}$$ are the reactions not associated with any differentially expressed genes.

$$s$$ is the stoichiometric matrix of the condition-specific GSMMs. The product of such matrix with $${v}^{q{M}^{2}{TA}}$$ is set to 0 to define the steady-state constraint (i.e., inputs and outputs fluxes for each metabolite must be balanced).

*lb* and *ub* define reaction flux lower and upper bounds, respectively. For reactions identified as inactive when building condition-specific GSMMs, both *lb* and *ub* will be 0, preventing the reaction from carrying any flux. To simulate the effect of the glutaminase inhibitor, in the samples dosed with Telaglenastat or with the combination of Palbociclib and Telaglenastat, the maximum flux through glutaminase reaction (*ub*) was constrained to a maximum value of half the reference flux ($${v}_{i}^{{ref}}$$).

$${W}_{g}$$ is the weight given to each measured gene or metabolite.

$${p}_{{th}}$$ is the *P*-value threshold used to define a fold change in gene expression or metabolite levels as differentially expressed. The threshold was defined as 0.25 FDR-adjusted *P*-value.

$${p}_{m}$$ is the FDR-adjusted *P*-value for measure $$m$$ for the fold change between the condition under study and the control.

Comparing the flux values simulated in a given treatment ($${v}_{i}^{{res},q{M}^{2}{TA}})$$ to those in the control ($${v}_{i}^{{ref}}$$) can yield a unique insight into the metabolic reprogramming underlying the adaptation to the treatment-induced stress. Reactions were grouped into metabolic pathways to facilitate interpreting the results, and the fold changes of total flux values through each pathway relative to the control were computed. Reactions were assigned to metabolic pathways based on KEGG annotations for the genes catalyzing them.

Similar to MTA and rMTA [60, 61], qM^2^TA can identify gene targets that can disrupt a particular metabolic transformation, in this case, the metabolic adaptation to Palbociclib or Telaglenastat. The potential of each metabolic gene to impede such metabolic transformation was evaluated by systematically running qM^2^TA while reducing the maximum flux (*ub*) of reactions catalyzed by a given gene to 50% of the flux value in the control condition ($${v}_{i}^{{ref}}$$). This enabled testing each gene’s capacity to facilitate or disrupt the metabolic transformations associated with Palbociclib or Telaglenastat. This was complemented by testing the capacity of each gene knockdown (KD) to switch from the drug-adapted state to the control state [61]. The latter was achieved by running the minimization of metabolic adjustment (MOMA) algorithm while constraining the maximum flux through the reactions of a given gene to 50% of the flux value computed in the drug-adapted state ($${v}_{i}^{{res},q{M}^{2}{TA}}$$). The MOMA algorithm simulates the effect of perturbations by seeking the flux distribution that minimizes the variation in reaction fluxes compared to $${v}^{{res}}$$ and subject to the constraints of the gene KD [62].

To evaluate the potential of each target, a transformation score (TS) [60, 61] was computed as follows:

4 $${TS}=\sum _{m\in {DE}}\left({W}_{m}\cdot {\rm{sign}}\left({\rm{Log}}\left({{FC}}_{m}\right)\right)\sum _{i\,\in \,{R}_{m}}{|v}_{i}^{{res}}|-{|v}_{i}^{{ref}}|\right)$$

Where,

$${v}_{i}^{{res}}$$ is the resulting flux distribution after either running qM^2^TA with no genes KD (wild type), running qM^2^TA with a gene KD, or running MOMA with gene KD.

A promising gene target would be any gene whose KD impairs the metabolic transformation from the control to the drug-adapted state while partially reversing the drug-adapted state towards the control state (Supplementary Fig. 7). This was measured with the difference between the base TS (i.e., computed when running qM^2^TA in the wild type) and the TS when running qM^2^TA (Eq. 5) and MOMA with a gene KD (Eq. 6).

5 $${{Dif}}_{g}^{q{M}^{2}{TA}}=\left({{TS}}_{q{M}^{2}{TA}}^{{base}}-{{TS}}_{q{M}^{2}{TA}}^{{g}_{{kd}}}\right)$$

6 $${{Dif}}_{g}^{{MOMA}}=\left(T{S}_{q{M}^{2}{TA}}^{{base}}-{{TS}}_{{MOMA}}^{{g}_{{kd}}}\right)$$

Where:

$${{TS}}_{q{M}^{2}{TA}}^{{base}}$$ is the TS score when running qM^2^TA in the wild type (i.e., without gene KD).

$${{TS}}_{q{M}^{2}{TA}}^{{g}_{{kd}}}$$ is the TS score when running qM^2^TA with gene *g* KD.

$${{TS}}_{{MOMA}}^{{g}_{{kd}}}$$ is the TS score when simulating the KD of target genes with MOMA starting from $${v}^{{res},{M}^{2}{TA}}$$

Then, the target score ($${S}_{g})$$ for each gene is computed as follows:

7 $${S}_{g}=1000\frac{|{{Dif}}_{g}^{q{M}^{2}{TA}}\cdot {{Dif}}_{g}^{{MOMA}}|}{{\left({{TS}}_{q{M}^{2}{TA}}^{{base}}\right)}^{2}}\cdot \min \left({sign}\left({{Dif}}_{g}^{q{M}^{2}{TA}}\right),{sign}\left({{Dif}}_{g}^{{MOMA}}\right)\right)$$

### Statistical analysis

Statistical analysis was conducted using GraphPad Prism 7 software (GraphPad Software, San Diego, CA, USA). All data are expressed as mean ± standard deviation (SD) unless otherwise indicated. Shapiro–Wilk test was used to assess the normal distribution of experimental data, Levene’s test was employed to evaluate the homogeneity of variances, and Dixon’s Q-test was applied to identify outliers. Kruskal–Wallis test or one-way analysis of variance (ANOVA) and Tukey’s test were used for multiple comparisons between groups. Fisher’s least significant difference test was used to identify the groups that significantly differed from each other. Two-tailed independent sample Student’s *t* tests were used for comparisons between two conditions, and significant differences were indicated with asterisks. Differences were considered to be significant at *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***). When specified, non-significant differences (*p* > 0.05) are shown as n.s. Differences between groups are indicated with different letters at p < 0.05. Groups with the same letter are not significantly different (*p* > 0.05). The sample size was based on prior studies in similar models to ensure reproducibility. Concerning gene expression analysis, the DESeq2 package for R was used to evaluate the differential expression between conditions using the Wald Test. The resulting *P*-values were corrected for multiple testing using the Benjamini-Hochberg function built into DESeq2.

## Results

### Metabolic adaptations of HCT116 cells to prolonged treatment with Palbociclib and Telaglenastat

We have previously shown that the combination of CDK4/6 and glutaminase inhibitors presents strong antiproliferative synergies in colon and breast cancer cells with no significant cytotoxic effects on non-malignant cells [36], predicting this combination as a promising therapeutic option in cancer treatment. However, the optimality of this drug combination and the underlying mechanisms driving its synergistic effects warrant further in-depth investigation. As a first approach, we characterized in vitro the antiproliferative effects of Palbociclib (PD0332991) (Supplementary Fig. 1A), alone and in combination with Telaglenastat (CB-839), a selective glutaminase inhibitor of both splice variants of glutaminase (KGA and GAC) with good oral bioavailability [63, 64], currently in phase II clinical trials (NCT04265534). As expected, Palbociclib imposed a pronounced antiproliferative effect on HCT116 cells (Fig. 1A, B and Supplementary Fig. 1B). However, the cell doubling time was only marginally increased (Fig. 1C), suggesting an early inhibition of cell division with a subsequent adaptation to this drug. In contrast, glutaminase inhibition alone had no impact on cell proliferation or duplication time. Also, the combination of Palbociclib and Telaglenastat presented strong synergistic antiproliferative effects over a broad dose range according to the CI equation of Chou and Talalay (CI < 0.3) (Fig. 1D and Supplementary Fig. 1C) on HCT116 colorectal cancer cells, as well as a reduction in anchorage-independent growth (Supplementary Fig. 1D) and clonogenic potential (Supplementary Fig. 1E). We also observed a synergistic effect on cell cycle arrest at the G1 phase for the combined condition (Fig. 1E) and a significant rise in cell doubling time compared to all groups and, consequently, a greater inhibitory effect on cell proliferation (Fig. 1A–C and Supplementary Fig. 1B). To control for cell type-specific biases, since HCT116 cells exhibit microsatellite instability (MSI) [65], we examined the synergistic antitumor effects of the combined treatment in microsatellite stable (MSS) colon cancer cell lines from different consensus molecular subtypes (CMS) [66], including SW403 (CMS2), HT29 (CMS3), and SW620 (CMS4) cell lines. Our findings demonstrate that the antiproliferative synergistic effects of the combined treatment are independent of the CMS and microsatellite stability status (Supplementary Fig. 1F–H), since the combination of Palbociclib and Telaglenastat synergistically inhibited the proliferation of all cell lines at all concentrations tested, suggesting that this combination may be effective across all CRC molecular profiles. Collectively, these results corroborate that glutaminase inhibition synergizes with Palbociclib to impair colon cancer cell proliferation in vitro.

**Fig. 1:**
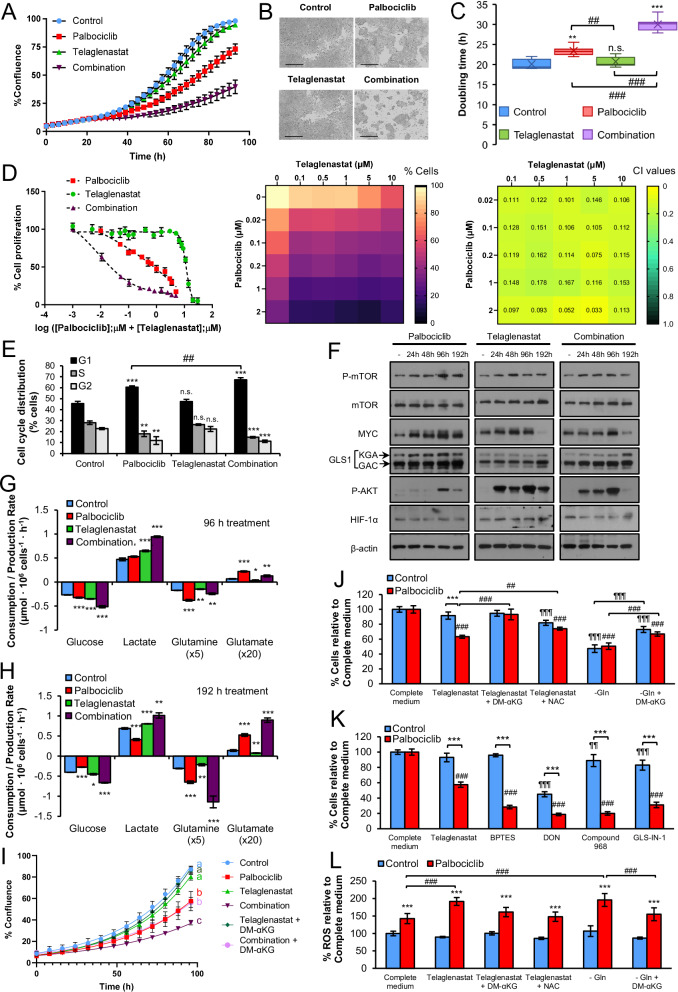
The antiproliferative effects of Palbociclib and Telaglenastat combination are synergistic and time-dependent. **A** Cell proliferation curves for HCT116 cells treated with Palbociclib, Telaglenastat, or their combination for 96 h. Confluence was monitored in an IncuCyte^®^ S3 (Sartorius) live-cell analysis system. Results are shown as mean ± SD with *n* = 6. **B** Representative IncuCyte^®^ S3 live-cell images in phase-contrast of HCT116 cells treated with Palbociclib, Telaglenastat, or their combination at 96 h. Cell confluence was monitored every 3 h. Scale bar = 400 μm. **C** Doubling time of HCT116 cells treated with Palbociclib, Telaglenastat, or their combination. Shown values are the mean ± SD of six independent experiments with six replicates each. **D** Cell proliferation assay. HCT116 cells were treated with increasing concentrations of Palbociclib, Telaglenastat, or their combination for 96 h, and cell quantification was assessed by Hoechst 33342 staining. Left, concentration-response curves generated by data fitting with a four-parameter equation. Center, dose-response cell proliferation matrix. Results are shown as the percentage of proliferation relative to untreated cells (mean ± SD for *n* = 6). Right, dose-response synergy matrix. The combination index (CI) values were obtained with CompuSyn software (ComboSyn, Inc., Paramus, NJ, USA), revealing a strong synergy (CI < 0.3) at each dose combination tested. **E** Cell cycle distribution in HCT116 cells treated with Palbociclib, Telaglenastat, or their combination for 96 h and determined by flow cytometry. **F** Effects of Palbociclib, Telaglenastat, or their combination on signaling pathways with time. P-mTOR, mTOR, MYC, GLS1, P-AKT, and HIF 1α protein levels were determined by Western blotting of total protein fractions using β-actin as a loading control. Comparative extracellular metabolic fluxes for HCT116 cells treated with Palbociclib, Telaglenastat, or their combination for (**G**) 96 h and (**H**) 192 h. Glucose and glutamine consumption and lactate and glutamate production rates were obtained after 24 h of incubation with fresh media and normalized to cell number. **I** Cell proliferation curves for HCT116 cells treated with Palbociclib, Telaglenastat, or their combination, in the presence or absence of dimethyl α-KG (DM-αKG) for 96 h. Confluence was monitored in the Olympus CM30 incubation monitoring system (Evident Corporation). Results are shown as mean ± SD with *n* = 6. Statistically significant differences between conditions are indicated with different letters. **J** Cell proliferation at 96 h following treatments with Palbociclib, Telaglenastat, or their combination in the presence or absence of dimethyl α-KG (DM-αKG), N-acetyl cysteine (NAC) or glutamine (Gln). Cell quantification was assessed by Hoechst 33342 staining. Results are shown as the percentage of proliferation relative to complete medium (mean ± SD for *n* = 6). **K** Cell proliferation at 96 h following treatments with Palbociclib, the glutaminase inhibitors Telaglenastat, BPTES, DON, Compound 968, Glutaminase-IN-1 (GLS-IN-1), or their combination with Palbociclib. Cell quantification was assessed by Hoechst 33342 staining. Results are shown as the percentage of proliferation relative to complete medium (mean ± SD for *n* = 6). **L** Determination of intracellular ROS levels after treatments with Palbociclib, Telaglenastat, or their combination in the presence or absence of dimethyl α-KG (DM-αKG), N-acetyl cysteine (NAC), or glutamine (Gln). ROS levels were determined by H_2_DCFDA staining. Results are shown as the percentage of proliferation relative to control cells in complete medium (mean ± SD for *n* = 6). Data information: Concentrations used were 2 µM for Palbociclib, 5 µM for Telaglenastat, and 5 µM for each glutaminase inhibitor. Shown values are mean ± SD for *n* = 3 (except otherwise indicated). Significance was determined by one-way ANOVA and two-tailed independent sample Student’s *t*-tests. Statistically significant differences between treated and control cells are indicated as *P* < 0.05 (*), *P* < 0.01 (**), and *P* < 0.001 (***), while differences between treatments are shown as *P* < 0.05 (#), *P* < 0.01 (##), and *P* < 0.001 (###) for Palbociclib-treated cells and *P* < 0.05 (¶), *P* < 0.01 (¶¶), and *P* < 0.001 (¶¶¶) for control cells.

To determine whether the cellular response triggered by the inhibitors is exposure-time dependent, we treated HCT116 cells with Palbociclib, Telaglenastat, and their combination for 24, 48, 96, and 192 h. By analyzing protein levels of central metabolism regulators, we observed that Palbociclib caused an activation of the mTOR, MYC, and AKT signaling pathways, which reached peak levels at 96 h of treatment (Fig. 1F). On the other hand, Telaglenastat induced an earlier activation of these pathways, as well as an upregulation of HIF-1α, while glutaminase protein levels were only increased at 192 h of treatment. Remarkably, the levels of MYC and P-AKT substantially decreased at 192 h in all cases, revealing a metabolic reprogramming dependent on the time of drug exposure. We also observed that the drug combination prevented an early activation of MYC compared to either treatment alone.

Next, we assessed the cellular consumption and production rates of the major carbon sources at 96 and 192 h of treatment (Supplementary Fig. 1I). In line with our previous results [36], cells subjected to a 96 h incubation with Palbociclib displayed enhanced rates of glucose and glutamine consumption and of lactate and glutamate production (Fig. 1G), which is also in agreement with the reported activation of mTOR, MYC, and AKT signaling pathways and increased protein levels of glutaminase (Fig. 1F). Notably, after 192 h of treatment, Palbociclib-treated cells shifted to a reduced glycolytic profile, while remaining highly glutaminolytic (Fig. 1H). On the other hand, Telaglenastat partially inhibited glutaminolysis and increased glucose consumption and lactate production, at both 96 and 192 h. Interestingly, the combined treatment elicited the greatest increase in glucose uptake and lactate release at both time points. The combination of inhibitors also prompted an increment in glutaminolytic flux at 96 h compared to control and Telaglenastat-treated conditions, with a further increase after 8 days of treatment, paralleled by an upregulation of GLS1 protein levels at 192 h (Fig. 1F). These observations suggest that a shift to glutaminolysis is a major metabolic compensatory mechanism to sustain cell survival under stress.

Having observed an enhanced glutamine consumption and glutaminolysis in Palbociclib-treated cells, we sought to elucidate the metabolic fate of glutamine in these cells. Metabolomic (HPLC-MS) analysis confirmed an increased oxidative activity through the TCA cycle, as evidenced by elevated intracellular TCA intermediates and related metabolites (Supplementary Fig. 1J). Notably, glutamine levels remained stable, suggesting that the increase in glutamine consumption reflects an enhanced TCA cycle activity rather than glutamine accumulation. This is in line with our previous findings [36] that demonstrated that CDK4/6 inhibition primarily directs glutamine towards α-ketoglutarate (α-KG) production to replenish the TCA cycle. We further validated the essentiality of glutaminolysis in Palbociclib-treated cells by demonstrating that the synergistic antiproliferative effects of the combination can be rescued by supplementing the medium with cell-permeable α-KG (dimethyl α-KG) (Fig. 1I, J and Supplementary Fig. 1K). This effect is consistent across ER^+^, HER2^-^ (MCF-7), ER^-^, HER2^+^ (SK-BR-3), and triple-negative (MDA-MB-231) breast cancer cell lines (Supplementary Figs. 1K, L). Importantly, HCT116 control cells were not affected by Telaglenastat concentrations that significantly reduced proliferation in Palbociclib-treated cells (Fig. 1I, J and Supplementary Fig. 1K).

To further validate that increased glutaminolysis drives Palbociclib resistance, we tested a panel of small molecule glutaminase inhibitors with diverse mechanisms of action, including the allosteric KGA inhibitor, BPTES, the glutamine analog, 6-Diazo-5-oxo-L-nor-Leucine (DON) that inhibits all glutamine-utilizing enzymes, the allosteric GAC inhibitor, Compound 968, and the conformational KGA inhibitor, Glutaminase-IN-1 (Fig. 1K). As expected, Palbociclib-treated cells exhibited sensitivity to all glutaminase inhibitors tested, while control cells were only highly sensitive to the broad-spectrum glutamine antagonist DON (Fig. 1K) and glutamine deprivation (Fig. 1J). This differential response indicates that the acquired sensitivity to glutaminase inhibitors in Palbociclib-treated cells can be explained specifically by their increased reliance on glutamine flux through the TCA cycle. Furthermore, long-term Palbociclib-resistant HCT116 cells, which displayed a 4-fold increase in Palbociclib IC_50_ values compared to parental HCT116 cells (Supplementary Fig. 1M), also exhibited significantly heightened sensitivity to all tested glutaminase inhibitors (Supplementary Fig. 1N). Therefore, long-term Palbociclib-resistant HCT116 cells showed greater dependence on glutaminolysis for proliferation than their parental counterparts. Interestingly, under glutamine deprivation conditions, supplementation with dimethyl α-KG only partially rescued proliferation in both control and Palbociclib-treated cells (Fig. 1J), indicating that non-anaplerotic functions of glutamine, such as protein and nucleotide synthesis, and redox homeostasis, are important for the proliferation of both cell types.

Given that enhanced glutaminolysis and OXPHOS can increase reactive oxygen species (ROS) production, we analyzed ROS levels after 96 h of incubation and observed that Palbociclib alone significantly augmented ROS production, while Telaglenastat further enhanced ROS levels only in Palbociclib-treated cells (Fig. 1L). In Palbociclib-treated cells, glutamine deprivation elevated ROS to levels comparable to those observed with the combination. This increment of ROS was prevented by both dimethyl α-KG and N-acetyl cysteine (NAC) in cells treated with the combination, which is in accordance with the observed rescue of cell proliferation under these conditions (Fig. 1J).

### Palbociclib and Telaglenastat combination has synergistic antiproliferative effects in vivo

To validate our in vitro results, we investigated the effects of the combined administration of Palbociclib and Telaglenastat on the tumor growth of HCT116 cells, xenografted into NOD SCID mice. One week after HCT116 subcutaneous injection, mice were treated with either vehicle (Control), Palbociclib (100 mg/kg/day p.o.), Telaglenastat (150 mg/kg/day p.o.), or Palbociclib + Telaglenastat (100 mg/kg/day p.o. + 150 mg/kg/day p.o.) for 23 days (Supplementary Fig. 2A). Previous studies determined that these doses were non-toxic [63, 67]. Accordingly, mice tolerated all treatments without significant body weight loss (Supplementary Fig. 2B, C). Of note, animals gavaged with the combined treatment gained less weight than the other three groups (Supplementary Fig. 2D, E). Remarkably, while Palbociclib treatment alone induced a significant reduction in tumor volume compared to the control group (Fig. 2A–C), the tumor growth rate of both groups was equivalent (Fig. 2D, E). As a result, mice treated with Palbociclib alone did not display tumor growth inhibition (%TGI) compared to the control condition (Fig. 2F). These results suggest that inhibition of CDK4/6 has only an early impact on tumor cell proliferation and that surviving cells can overcome this inhibitory effect and subsequently restore their growth. On the other hand, treatment with Telaglenastat alone failed to achieve a statistically significant reduction of tumor volume (Fig. 2A–C). Nevertheless, at the end of the dosage period, tumors from mice treated with Telaglenastat exhibited a reduction in their growth rate (Fig. 2D, E) and about 20% of TGI (Fig. 2G), indicating a delayed effect of this treatment. Consistent with our in vitro studies, mice treated with the Palbociclib and Telaglenastat combination presented the smallest tumors (Fig. 2A–C) and the slowest tumor growth rates (Fig. 2D, E). These results were also confirmed by bioluminescence imaging and quantification of photon radiance (Fig. 2G and Supplementary Fig. 2F). In addition, we observed increasing TGI with time when Palbociclib was co-administered with Telaglenastat (Fig. 2F). Likewise, tumors from mice treated with the combined therapy presented the lowest proliferative activity as determined by mitotic and KI67 indexes, and also displayed reduced angiogenesis, as measured by CD31 immunohistochemistry (Fig. 2H and Supplementary Fig. 2G). In contrast, compared to the control group, tumors treated with Palbociclib or Telaglenastat alone did not present any changes in the levels of these markers. There were strong positive correlations between KI67 index and CD31^+^ cells (Pearson *r* = 0.828, *p* < 0.001), as well as between mitotic and KI67 indexes (Pearson *r* = 0.726, *p* < 0.01) or mitotic index and CD31^+^ cells (Pearson *r* = 0.607, *p* < 0.04) (Supplementary Figs. 2H–J). Collectively, our results reveal that the Palbociclib and Telaglenastat combined treatment can effectively forestall acquired resistance to Palbociclib and significantly improve the efficacy of either treatment alone in vivo.

**Fig. 2:**
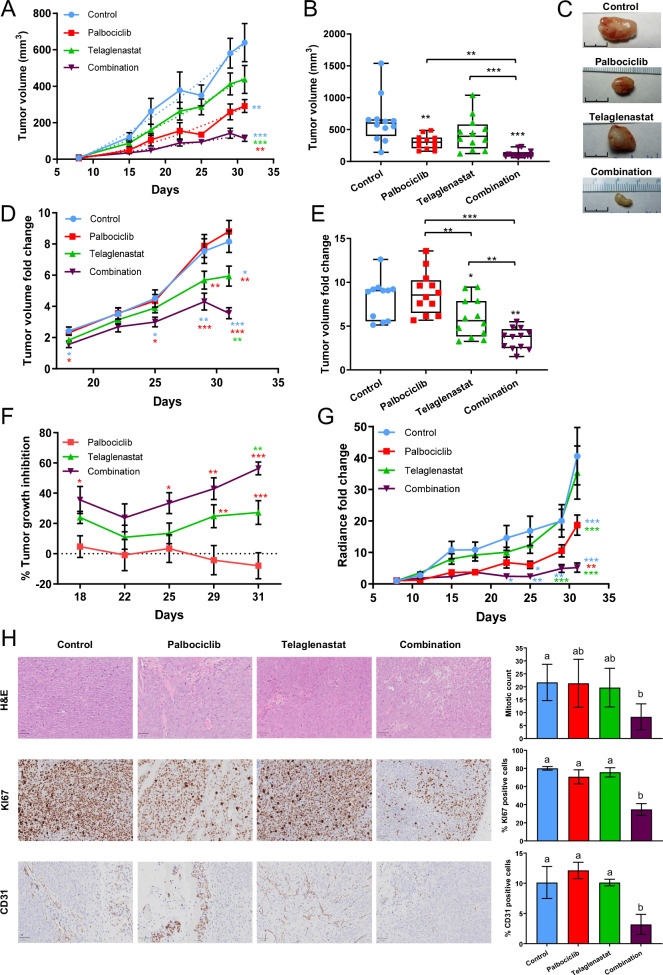
Palbociclib and Telaglenastat combined therapy significantly suppresses tumor growth in vivo. **A** Growth curve of HCT116 xenografts. After 1 week of tumor establishment, NOD-SCID mice were treated daily for 23 days with vehicle (Control), Palbociclib, Telaglenastat, or their combination, and tumor volume was measured with a Vernier caliper at the indicated days using the modified ellipsoid volume formula: Tumor volume = (length × width^2^) × π/6 (*n* = 12 per group). Data are presented as mean ± SEM. **B** Final volume measured at necropsy (*n* = 12 per group). Data are represented in a box and whiskers plot, with the whiskers representing the minimum and maximum values, all data points shown, and the median indicated. **C** Representative ex vivo images of solid tumors from each treatment group excised from NOD-SCID mice on day 31 after cell implantation. Scale bar = 1 cm. **D** Tumor volume fold change from day 18 (normalized to volume on day 15) in HCT116 subcutaneous colorectal cancer xenografts (*n* = 12 per group). Data are shown as mean ± SEM. **E** Tumor volume fold change at day 31 normalized to volume on day 15 (*n* = 12 per group). Data are represented in a box and whiskers plot, with the whiskers representing the minimum and maximum values, all data points shown, and the median indicated. **F** Bioluminescence intensity relative to the first measurement time point of photon radiance (day 8) in luciferase-expressing HCT116 xenografts (*n* = 12 per group). Data are shown as mean ± SEM. **G** Tumor growth inhibition (TGI) rates comparing the anti-tumor efficacy of the treatments from day 18 (*n* = 12 per group) calculated as TGI = (1 − (V_(T,t)_/V_(T,0)_)/(V_(C,t)_/V_(C,0)_)) × 100, where time 0 is the first measurement of tumor volume on day 15. Data are presented as mean ± SEM. **H** Representative histopathology images of human colon carcinoma xenografts generated from HCT116 cells; magnification ×200, scale bar = 50 μm. Top, Hematoxylin and Eosin (H & E) staining and mitotic figures quantification (mitotic count) expressed as the number of mitoses per 10 high-power fields (HPF), with HPF = ×400 overall magnification. Middle, KI67 immunohistochemical staining and quantification of the percentage of KI67 positive cells. Bottom, CD31 immunohistochemical staining and quantification of the percentage of CD31 positive cells. Shown values are mean ± SD for *n* = 3. Statistically significant differences between conditions are indicated with different letters. Data information: Concentrations used were 100 mg/kg/day p.o. for Palbociclib, 150 mg/kg/day p.o. for Telaglenastat, and 100 mg/kg/day p.o. Palbociclib + 150 mg/kg/day p.o. Telaglenastat for the combination. Shown values are mean ± SD for *n* = 12 (except where stated otherwise). Significance was determined by ANOVA and Tukey’s multiple comparisons test. Statistically significant differences between conditions are indicated as *P* < 0.05 (*), *P* < 0.01 (**), and *P* < 0.001 (***).

### Metabolic features of residual tumors from Palbociclib and Telaglenastat treatments in vivo

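HCT116 is an established human colorectal carcinoma cell line, and its xenografts were grown in mice that received vehicle, the CDK4 and CDK6 inhibitor Palbociclib (100 mg/kg/day), the glutaminase inhibitor Telaglenastat (150 mg/kg/day) or both drugs for 23 days. The RNA-seq data of the residual tumors cover 16 libraries, 3 from Control tumors, 5 from Palbociclib tumors, 4 from Telaglenastat tumors and 4 from tumors that received the combination. The authors prepared strand-specific poly(A) libraries, sequenced them as single-end reads, aligned the reads to the Ensembl genome with STAR and deposited the number of reads counted on each gene, without normalization. The paper does not state the genome build, the annotation release or whether reads were counted by strand. Reads counted on genes per library ranged from 7539298 to 8849414 (median 8448492) in Control tumors and from 6273834 to 10617936 (median 8872622) in Palbociclib tumors. In Telaglenastat tumors they ranged from 6463239 to 6853368 (median 6641870), and in combination tumors from 6741257 to 7218778 (median 6955998). Of 58278 genes counted, 14848 had enough counts to be tested (edgeR's filterByExpr with a minimum count of 10). All tumors were fitted together as 4 groups, library sizes were scaled by edgeR's TMM method, and each contrast was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes tested. Expression is given as CPM, computed by edgeR on the scaled library sizes, and changes as log2 fold changes. Groups, gene lists, the 5 contrasts between groups and all but a few of the alternatives were chosen before the data were examined. The comparison of the combination with the sum of both drugs was added later. Neither the sample labels nor the paper names a sequencing batch, so no value could be computed within batches. The libraries differed by treatment in how counts varied with the GC content of genes. The slope of a gene's log2 CPM deviation from its mean over the tumors, per SD of GC content, was 0.255 ± 0.0101 (SD, n = 3) in Control tumors and 0.288 ± 0.107 (SD, n = 5) in Palbociclib tumors. In Telaglenastat tumors it was -0.344 ± 0.0372 (SD, n = 4) and in combination tumors -0.207 ± 0.0579 (SD, n = 4). Numbers of genes, fold changes, odds ratios and list medians were therefore also computed after a smooth trend on GC content and gene length had been removed from every library. These values are called corrected. The permutation tests on list means and the regroupings of libraries were run without the correction.

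**Figure D1:**
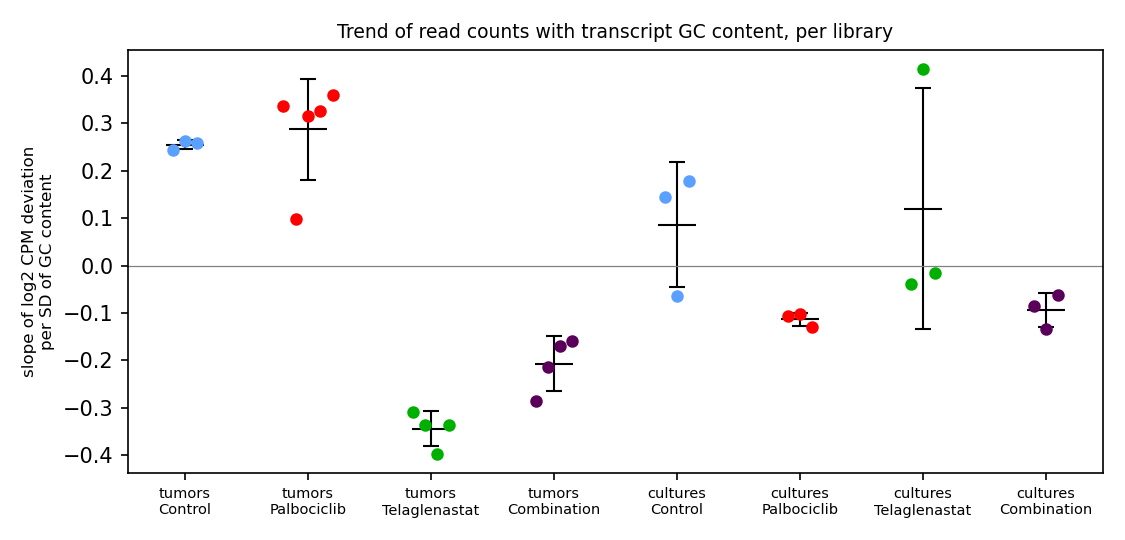
Slope of the log2 CPM deviation per SD of gene GC content for each RNA-seq library of the residual tumors and of the cultures derived from them. Points are libraries, bars the group mean and error bars the SD, and every Telaglenastat and combination tumor lies below 0 while every Control and Palbociclib tumor lies above it.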

Next, we studied the residual xenograft tumors at the end of the treatments by RNA sequencing (RNA-seq) and targeted metabolite profiling analyses. A total of 268 genes were differentially expressed in response to Palbociclib treatment (184 downregulated, 84 upregulated), 6028 genes in response to Telaglenastat (3290 downregulated, 2738 upregulated), and 4774 genes in response to the combined treatment (2527 downregulated, 2247 upregulated), compared to the control group (Supplementary Fig. 3A and Supplementary Table 1). 

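In Palbociclib tumors, 535 of the 14848 tested genes were lower and 379 higher than in Control tumors at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Telaglenastat tumors had 4238 genes lower and 3352 higher, and combination tumors 3998 lower and 2614 higher. Among these, changes of at least 2-fold covered 59 genes lower and 63 higher with Palbociclib, 2407 lower and 102 higher with Telaglenastat, and 1946 lower and 255 higher with the combination. The median log2 fold change of all tested genes was 0.00067, 0.027 and -0.036, in the same order. Correction for GC content and gene length changed the Telaglenastat counts to 1278 lower and 944 higher. With and without it, 1590 genes passed the threshold, of which 1343 kept their direction. Corrected counts were 642 lower and 571 higher for Palbociclib (873 genes shared, in either direction). For the combination they were 2066 lower and 1897 higher (2884 genes shared, of which 2689 kept their direction). Of at least 2-fold, the corrected counts were 265 lower and 175 higher with Telaglenastat, and 350 lower and 319 higher with the combination. Leaving out any Control tumor also lowered the Palbociclib counts. They were 373 lower and 191 higher without Control tumor 1, 305 and 189 without Control tumor 2, and 353 and 218 without Control tumor 3. The rise of LCN2 (ENSG00000148346.11, chromosome 9 from 128149071 to 128153455 on GRCh38) was the largest under the rule by which genes were chosen, from 3.23 ± 0.686 CPM (SD, n = 3) in Control to 19.2 ± 4.37 CPM (SD, n = 5) in Palbociclib tumors, a log2 fold change of 2.58 (standard error 0.34, adjusted p = 6.78e-05). KLK5 and CALB1 also rose with Palbociclib, by log2 fold changes of 2.51 and 2.19 (adjusted p = 0.00189 and 0.0148), and PIF1 and GJA1 fell, with log2 fold changes of -1.62 and -1.94 (adjusted p = 0.00211 and 0.00602). CALB1 lost its call in 2 of the fits that each left out 1 tumor and GJA1 in 1 of them. With the combination, LCN2 rose to 24.0 ± 9.63 CPM (SD, n = 4), a log2 fold change of 2.90 (standard error 0.35, adjusted p = 1.96e-06). CTD-2331H12.8 had the largest fall with Palbociclib, with a log2 fold change of -2.78 (adjusted p = 0.0302), overlaps 7 genes on the same strand and lost its call in 3 of the fits that left out 1 tumor. The largest fall with Telaglenastat and with the combination was also that of a gene that overlaps another gene on the same strand, so its count depends on how shared reads were assigned. NUDT3 was at least 32.7-fold lower with Telaglenastat (ENSG00000272325.1), and the readthrough gene NME1-NME2 (ENSG00000011052.21) at least 230-fold lower with the combination.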

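Metabolic genes were taken here as the 1077 tested genes among those scored in Supplementary Table 5. Palbociclib tumors had 98 of them differentially expressed against Control tumors (48 lower and 50 higher), Telaglenastat tumors 658 (416 lower and 242 higher) and combination tumors 602 (387 lower and 215 higher), at an adjusted p under 0.05 over all genes tested. When the p-values were adjusted over the list alone, the numbers were 125, 671 and 618. With the correction for GC content and gene length the numbers were 144 for Palbociclib, 216 for Telaglenastat and 380 for the combination. For Palbociclib the number was 47 without Control tumor 2 and 117 without Palbociclib tumor 2. Restricting the list to the 774 genes annotated to KEGG metabolic pathways gave 76, 471 and 441.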

Focusing on metabolic genes, 28, 580, and 500 genes were differentially expressed between the control group and tumors treated with Palbociclib, Telaglenastat, or their combination, respectively (Supplementary Fig. 3B and Supplementary Table 1). Notably, metabolism emerged as the biological process most impacted after treatment with Telaglenastat alone or in combination with Palbociclib (Supplementary Fig. 3C). 

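With Telaglenastat, 61.1% of the metabolic genes were differentially expressed against 50.3% of the other tested genes, and with the combination 55.9% against 43.6%. In fits of protein-coding genes only the excess was smaller, with 63.1% against 59.0% for Telaglenastat and 56.7% against 50.1% for the combination. The odds ratios given next are against all other tested genes. With Telaglenastat and with the combination, the excess lay mainly among the genes that fell. With Telaglenastat, 38.6% of the metabolic genes were lower against 27.8% of the others, an odds ratio of 1.64 (two-sided Fisher's exact test across genes, p = 1.48e-13), and with the combination the odds ratio was 1.58 (p = 1.71e-11). Genes are not independent replicates, so these p-values overstate the evidence that the tumors give. For genes that rose, the odds ratio was 0.994 with Telaglenastat (Fisher's exact test, p = 0.97) and 1.18 with the combination (p = 0.0377). In fits of protein-coding genes only, 222 of 1076 metabolic genes rose with the combination, as did 2567 of all 12685 genes tested. These are similar shares, so the excess among genes that rose may rest on the noncoding genes in the background. After the correction for GC content and gene length, the odds ratios for genes that fell were 1.88 and 1.67. With Palbociclib, 9.10% of the metabolic genes were differentially expressed against 5.93% of the others, with an odds ratio of 1.99 for genes that rose (Fisher's exact test, p = 3.31e-05) and 1.27 for genes that fell (p = 0.126). Corrected, these were 1.94 (Fisher's exact test, p = 2.1e-06) and 1.63 (p = 0.000326), so with Palbociclib an excess among the genes that fell appeared only after the correction.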

Tumors subjected to the dual treatment presented 581 and 87 differentially expressed metabolic genes compared to Palbociclib and Telaglenastat single treatments, respectively, implying higher metabolic differences with Palbociclib than with Telaglenastat treatment (Supplementary Fig. 3D and Supplementary Table 1).

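Against Palbociclib tumors, combination tumors had 649 metabolic genes differentially expressed (400 lower and 249 higher), and against Telaglenastat tumors 245 (88 lower and 157 higher). Adjusted over the list alone, these numbers were 672 and 273. Over all tested genes, 4076 were lower and 2988 higher than in Palbociclib tumors, and 1468 were lower and 1326 higher than in Telaglenastat tumors. The correction for GC content and gene length left 235 metabolic genes against Palbociclib and 218 against Telaglenastat.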

Gene set enrichment analysis (GSEA) [48] revealed that residual tumors from mice treated with Palbociclib alone displayed a positive enrichment for gene signatures related to drug metabolic mechanisms, KD of the PTEN tumor suppressor, activation of EGFR and KRAS signaling, epithelial-mesenchymal transition, angiogenesis, and hypoxia, and a negative correlation with gene sets associated with the cell cycle, MYC targets, pyrimidine, TCA cycle and fatty acid (FA) metabolism, and DNA replication and repair (Fig. 3A and Supplementary Figs. 4A, B and 5A). These results suggest an adaptation to Palbociclib treatment towards a more aggressive tumor phenotype that differs from the adaptive response previously reported after short in vitro treatments [36].

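The MSigDB gene sets were not used here, and 18 gene lists were tested instead: KEGG metabolic pathways limited to the genes of Supplementary Table 5, published lists of S phase and G2/M phase genes, and lists written from general knowledge for the other processes. A set's change is the median log2 fold change of its genes, and its adjusted p comes from camera (limma, preset inter-gene correlation 0.01) with Benjamini-Hochberg adjustment over 90 tests. This test asks whether a set's genes moved relative to all other genes. The exact permutation tests on list means and the rotation test fry, given below, do not compare a list with other genes. Against Control tumors, Palbociclib tumors changed by -0.58 (adjusted p = 8.47e-53, 43 genes) in the S phase list and by -0.77 (adjusted p = 1.46e-84, 54 genes) in the G2/M phase list. The mean expression of either list was lower in all 5 Palbociclib tumors than in any Control tumor (exact permutation test, p = 0.0179, the smallest that 5 against 3 tumors allow, and 0.0477 after adjustment over the 90 tests). DNA replication genes had a median of -0.37 (adjusted p = 1.48e-16, 35 genes), base excision repair genes -0.071 (adjusted p = 0.000265, 32 genes) and TCA cycle genes -0.090 (adjusted p = 0.0154, 26 genes). The base excision repair mean was lower in all 5 Palbociclib tumors than in any Control tumor (exact permutation test, p = 0.0536, adjusted p = 0.0829). The median of this list ranged from -0.12 to -0.020 when each tumor was left out in turn. For the TCA cycle, 3 of the 5 Palbociclib tumors lay below every Control tumor, and 2 of the fits that each left out 1 tumor lost the call. The MYC targets list changed by -0.018 (adjusted p = 0.321, 59 genes), pyrimidine metabolism by -0.014 (adjusted p = 0.123, 43 genes) and fatty acid metabolism by -0.029 (adjusted p = 0.0772, 46 genes), none past the threshold, and with DESeq2's size factors in place of TMM the pyrimidine metabolism median was 0.0031. MYC itself changed by 0.17 (standard error 0.10, adjusted p = 0.433). The angiogenesis genes had a median of 0.043 (adjusted p = 0.0413, 15 genes) and a higher mean in 5 of 5 Palbociclib tumors than in any Control tumor, and their call was lost after the correction for GC content and gene length (adjusted p = 0.0908). The call was also lost, or the median changed sign, in 6 of the 8 fits that each left out 1 tumor. Medians were 0.045 (adjusted p = 0.29, 26 genes) for hypoxia and 0.013 (adjusted p = 0.114, 34 genes) for the epithelial-mesenchymal transition, neither past the threshold. With an inter-gene correlation estimated from the data, the calls that held in vivo were 5 of 38. The rotation test fry kept 37, but it passed 60 of all 90 tests in the tumors.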

**Fig. 3:**
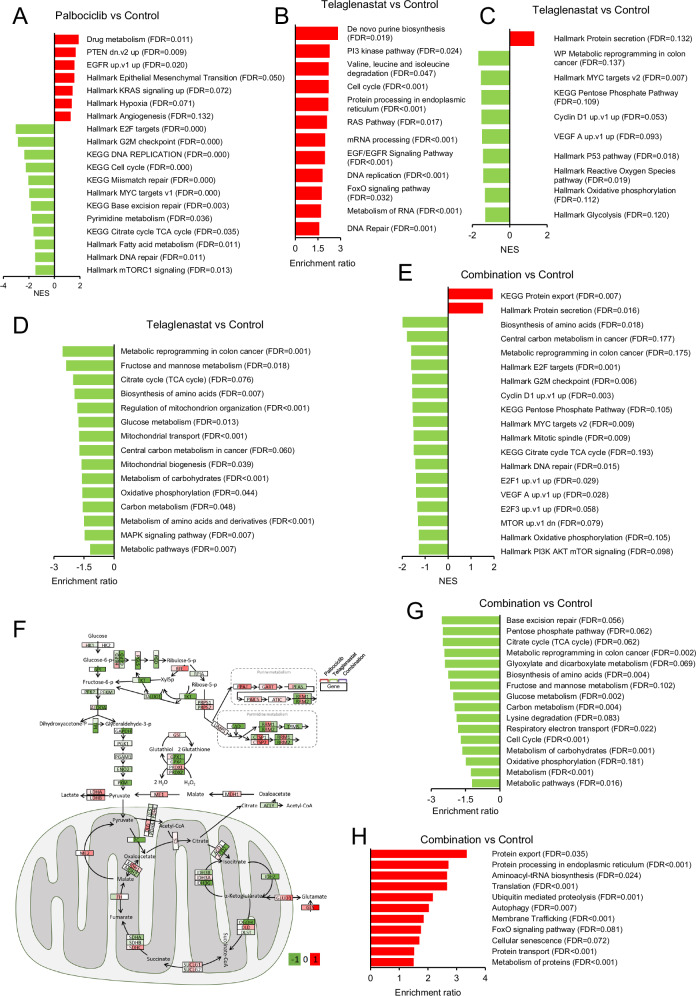
Transcriptomic analysis of Palbociclib, Telaglenastat, and their combination treatments in vivo. **A** Gene set enrichment analysis (GSEA) results of Palbociclib in vivo treatment compared to control. RNA-Seq was performed on tumors collected after resection and immediately frozen in liquid nitrogen or isopentane. The false discovery rates *q* values (FDR) are indicated for each gene set. Gene sets significantly enriched (FDR < 0.25) are ordered by NES. A positive normalized enrichment score (NES) value (bars in red) indicates enrichment in the Palbociclib treatment phenotype, while a negative NES (bars in green) indicates enrichment in the control phenotype. **B** Over-representation analysis (ORA) of upregulated gene sets in tumors treated with the Telaglenastat for 23 days (FDR < 0.25). Genes with FDR < 0.05 were used for the analysis. **C** GSEA results of Telaglenastat in vivo treatments compared to control. Gene sets significantly enriched (FDR < 0.25) are ordered by NES. A positive NES value indicates enrichment in the Telaglenastat treatment phenotype. **D** ORA of downregulated gene sets in tumors treated with Telaglenastat for 23 days (FDR < 0.25). Genes with FDR < 0.05 were used for the analysis. **E** GSEA results of Palbociclib and Telaglenastat in vivo combined treatment compared to control. Gene sets significantly enriched (FDR < 0.25) are ordered by NES. A positive NES value indicates enrichment in the combination treatment phenotype. **F** Schematic representation of the changes in gene expression of the central carbon metabolism caused by Palbociclib (left position in the gene label), Telaglenastat (central position), and their combination (right position) in vivo treatments. ORA of downregulated (**G**) or upregulated (**H**) gene sets in tumors treated with the combination of Palbociclib and Telaglenastat for 23 days (FDR < 0.25). Genes with FDR < 0.05 were used for the analysis. Data information: FDR false discovery rate, NES normalized enrichment score.

In contrast, residual tumors from mice treated with Telaglenastat alone presented an increased enrichment for gene sets involved in the cell cycle, DNA replication and repair, and oncogenic pathways such as RAS, EGF/EGFR, and PI3K (Fig. 3B and Supplementary Fig. 4C), while they were negatively enriched for metabolic gene sets and exhibited an enrichment in protein secretion hallmark genes (Fig. 3C, D and Supplementary Fig. 4D). 

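Telaglenastat tumors differed from Control tumors by 0.23 (adjusted p = 0.0705, 43 genes) in the S phase list and by 0.27 (adjusted p = 0.167, 54 genes) in the G2/M phase list, neither past the threshold. The mean expression of these lists exceeded that of every Control tumor in 3 and 2 of the 4 Telaglenastat tumors (exact permutation test, p = 0.114 and 0.714). After the correction for GC content and gene length the medians were 0.021 and -0.026. DNA replication genes had a median of 0.049 (adjusted p = 0.409, 35 genes) with 9 genes higher and 12 lower, and base excision repair genes a median of -0.41 (adjusted p = 0.103, 32 genes) with 16 genes lower and 5 higher, which became -0.061 after the correction (adjusted p = 0.372). The mean of the DNA replication list differed from that in Control tumors by -0.30 on the log2 scale, so median and mean went in opposite directions. Metabolic lists past the threshold were biosynthesis of amino acids (-0.60, adjusted p = 3.48e-07), the pentose phosphate pathway (-0.77, adjusted p = 9.29e-06), glycolysis (-0.30, adjusted p = 0.000899) and oxidative phosphorylation (-0.061, adjusted p = 0.0251). Each of these 4 lists had a lower mean in all 4 Telaglenastat tumors than in any Control tumor (exact permutation test, p = 0.0286, the smallest that 4 against 3 tumors allow, adjusted p = 0.0477). In the oxidative phosphorylation list, 40 genes were lower and 14 higher. Its median ranged from -0.10 to -0.028 when each tumor was left out in turn. The call was lost with protein-coding genes only, and the median changed sign without the filter on low counts. TCA cycle and fatty acid metabolism genes had medians of -0.049 (adjusted p = 0.149, 26 genes) and 0.086 (adjusted p = 0.732, 46 genes). With the correction the TCA cycle list passed as lower and the fatty acid metabolism median changed sign, and fry also called the TCA cycle list. The TCA cycle and fatty acid metabolism means were also lower in all 4 Telaglenastat tumors than in any Control tumor, by -0.39 and -0.22. So were those of the DNA replication and base excision repair lists, by -0.30 and -0.50 (exact permutation test, p = 0.0286, adjusted p = 0.0477 for each). This test does not compare a list with other genes. The purine metabolism and hypoxia means were lower in all 4 tumors as well, so its p-values are not evidence for these lists in particular. Protein export genes, tested in place of the protein secretion hallmark, had a median of 0.12 (adjusted p = 0.0773, 23 genes) and a higher mean in all 4 Telaglenastat tumors (exact permutation test, p = 0.0571, adjusted p = 0.0829), and the correction changed the median to -0.0069. The MYC targets list changed by a median of -0.47 (adjusted p = 0.00188, 59 genes), and the call was lost after the correction (-0.049, adjusted p = 0.0938).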

The upregulation of cell cycle-related processes and oncogene-driven pathways in Telaglenastat-residual tumors is an unexpected outcome, which may explain the sustained proliferation observed in tumors treated with Telaglenastat alone.

The upregulation of metabolic pathways in tumors that survived Palbociclib treatment, and of cell cycle and oncogenic networks in those that survived Telaglenastat suggest complementary mechanisms of resistance between these two drugs. These observations also point to reciprocal vulnerabilities elicited by each drug. Supporting this hypothesis, analysis of residual tumors from mice treated with the Palbociclib and Telaglenastat combination revealed a systematic downregulation of gene sets associated with metabolism, cell cycle, *MYC* oncogene, and DNA repair (Fig. 3E), and of genes encoding enzymes of the central carbon metabolic pathways such as glycolysis, PPP, tricarboxylic acid (TCA) cycle, OXPHOS and FA metabolism (Fig. 3F and Supplementary Fig. 5B–F). 

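In combination tumors the S phase list changed by a median of -0.49 (adjusted p = 5.11e-07, 43 genes) and the G2/M phase list by -0.67 (adjusted p = 4.75e-15, 54 genes) against Control tumors, and DNA replication genes by -0.47 (adjusted p = 8.31e-06, 35 genes). All 4 combination tumors had a lower mean than any Control tumor for each of these lists (exact permutation test, p = 0.0286, adjusted p = 0.0477). The MYC targets list changed by -0.40 (adjusted p = 0.00295, 59 genes), and its call was lost after the correction for GC content and gene length (-0.071, adjusted p = 0.0625). MYC itself had a log2 fold change of 0.0037 (adjusted p = 0.983, corrected 0.37, adjusted p = 0.0127). Among the metabolic lists, biosynthesis of amino acids changed by -0.62 (adjusted p = 6.25e-09, 53 genes), the pentose phosphate pathway by -0.58 (adjusted p = 1.02e-05, 21 genes), glycolysis by -0.24 (adjusted p = 0.00184, 39 genes) and the TCA cycle by -0.15 (adjusted p = 0.00401, 26 genes). The oxidative phosphorylation list had 36 genes lower and 36 higher and a median of -0.0038 (adjusted p = 0.985, 108 genes), while its mean was lower in all 4 combination tumors than in any Control tumor, with a difference of -0.17 on the log2 scale. Its 97 nuclear-encoded genes had 36 lower and 25 higher and a median of -0.068 (-0.12 corrected for GC content and gene length), and its other genes are mitochondrially encoded and all rose. Fatty acid metabolism, purine metabolism and pyrimidine metabolism had medians of -0.029, -0.12 and -0.30, none past the threshold by camera. All 3 passed by fry, which does not compare a list with other genes and passed 60 of 90 list tests in the tumors. The means of these 3 lists were lower in all 4 combination tumors than in any Control tumor, by -0.23, -0.25 and -0.37 (exact permutation test, p = 0.0286, adjusted p = 0.0477 for each). This too is no comparison with other genes. With DESeq2's size factors in place of TMM, the medians of oxidative phosphorylation and fatty acid metabolism were 0.058 and 0.032, of the opposite sign. Of the genes shown in Supplementary Fig. 5, 15 of 17 glycolysis genes were lower and 2 higher, and 12 of 13 PPP genes, 13 of 13 TCA cycle genes, 35 of 47 OXPHOS genes and 10 of 11 FA metabolism genes were lower. The same numbers resulted when the p-values were adjusted over the list alone, which is not independent evidence because the genes were chosen on these tumors. Corrected for GC content and gene length, 12, 11, 9, 26 and 3 of them were lower, in the same order. LDHA, LDHB, RPE and ATP6V1A were among the genes of these figures that rose, by log2 fold changes of 0.33, 0.27, 0.47 and 0.26 (adjusted p = 0.00341, 0.0157, 4.43e-05 and 0.00727), and none of the 4 passed after the correction. LDHA and RPE have 6 annotated pseudogenes each, which could have shared reads with them. From the pathways that rose in the tumors that survived each single drug, the paper proposes complementary mechanisms of resistance and reciprocal vulnerabilities, and it presents the lower metabolic, cell cycle, MYC and DNA repair sets of the dual treatment as evidence for this hypothesis.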

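The base excision repair genes had a median log2 fold change of -0.48 (adjusted p = 0.000797, 32 genes) in combination against Control tumors (camera, Benjamini-Hochberg adjustment), with 19 genes lower and 3 higher and a lower mean in all 4 combination tumors. After the correction for GC content and gene length the median was -0.39 (adjusted p = 0.000158). In the cell cycle lists, 31 of 43 S phase genes and 45 of 54 G2/M phase genes were lower than in Control tumors. CDK4 had a log2 fold change of -0.51 (standard error 0.093, adjusted p = 0.000162), which did not pass after the correction (-0.19, adjusted p = 0.0716). CDK6 rose by 1.03 (standard error 0.22, adjusted p = 0.000815), with 0.74 in the fit without Control tumor 1 and 1.61 in that without Control tumor 2. Both genes overlap another gene on the same strand.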

ORA confirmed these observations by showing a global reduction in the enrichment score for metabolic pathways, cell cycle, and base excision repair (Fig. 3G and Supplementary Fig. 4E) and a positive enrichment for senescence-related processes (Fig. 3H and Supplementary Fig. 4F). 

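Protein export genes had a median log2 fold change of 0.35 (adjusted p = 0.000103, 23 genes) in combination against Control tumors (camera, Benjamini-Hochberg adjustment), with 13 genes higher and 2 lower. Their mean was higher in all 4 combination tumors than in any Control tumor. After the correction for GC content and gene length, the median was 0.17 (adjusted p = 0.0109). Of the 17 genes shown for the CellAge signature in Supplementary Fig. 5G, 12 were lower and 5 higher, both over all genes and adjusted over the list alone, which is not independent evidence since the study chose the genes on these tumors. Corrected for GC content and gene length, 11 were lower and 4 higher. MYBL2 (ENSG00000101057.15, chromosome 20 from 43667019 to 43716496 on GRCh38) fell from 55.0 ± 7.72 CPM (SD, n = 3) to 8.18 ± 0.933 CPM (SD, n = 4), a log2 fold change of -2.75 (standard error 0.24, adjusted p = 6.34e-08). CCND1 rose from 518 ± 7.43 CPM (SD, n = 3) to 1118 ± 64.8 CPM (SD, n = 4), a log2 fold change of 1.11 (standard error 0.082, adjusted p = 1.61e-08). IGFBP3, CDKN2B and PIK3R3 also rose, with log2 fold changes of 1.10, 0.97 and 0.95. PIK3R3 overlaps another gene on the same strand.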

The latter phenotype was further supported by a significant enrichment for gene signatures associated with protein secretion and export [68] and was in correspondence with the CellAge cellular senescence gene expression signature [69] (Supplementary Fig. 5G), indicating that the combined treatment triggers this anti-tumor mechanism leading to an irreversible arrest of cell division.

### Metabolomics point to novel vulnerabilities of tumor cells surviving Palbociclib and Telaglenastat treatment in vivo

Leveraging the transcriptomic analyses, which clearly indicated a major role for metabolic reprogramming as a key mechanism of resistance to Palbociclib, we conducted a targeted metabolomics profiling of residual tumors from mice treated with Palbociclib, Telaglenastat or their combination. Compared to control tumors, those subjected to the combined treatment exhibited significantly reduced concentrations of amino acids (alanine, arginine, asparagine, aspartate, citrulline, glutamate, glycine, isoleucine, leucine, phenylalanine, proline, tyrosine, and valine) and an accumulation of glutamine, a reflection of glutaminase inhibition (Fig. 4A). Interestingly, the reductions in amino acid and acylcarnitine levels were more pronounced in tumors subjected to dual treatment, as compared to Telaglenastat or Palbociclib alone (Fig. 4B and Supplementary Fig. 6A), in consonance with the reduced metabolism inferred from the transcriptomic analysis. Principal component analysis confirmed that the drug combination caused the greatest aminoacidic (Supplementary Fig. 6B) and lipidomic (Supplementary Fig. 6C) shifts.

**Fig. 4:**
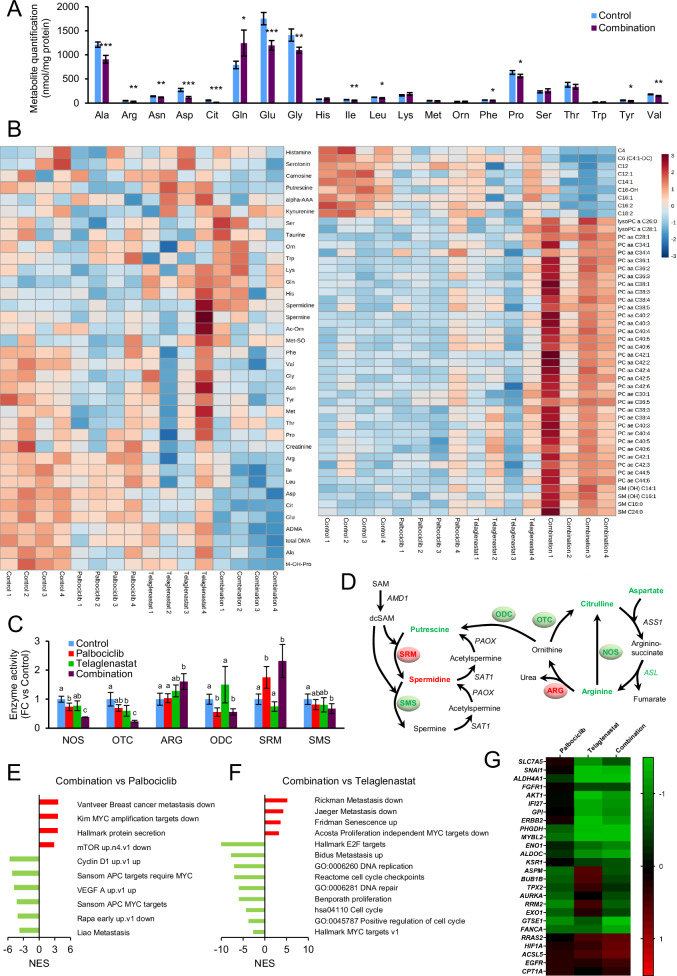
Metabolic characterization of in vivo tumors. **A** Quantification of amino acids in tumors treated with vehicle or the combination of Palbociclib and Telaglenastat using tandem mass spectrometry coupled to high-performance liquid chromatography (HPLC-MS/MS). Significance was determined by two-tailed independent sample Student’s *t*-tests. Statistically significant differences between treated and control cells are indicated as *P* < 0.05 (*), *P* < 0.01 (**), and *P* < 0.001 (***). **B** Heatmaps of metabolite quantification profiles from tumors treated with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat obtained by tandem mass spectrometry coupled to high-performance liquid chromatography (HPLC-MS/MS) or flow injection analysis (FIA-MS/MS). For phosphatidylcholines (PC), the total number of carbon atoms and double bonds of the diacyl (aa) or acyl–alkyl (ae) groups is represented by Cx:y, where *x* indicates the number of carbons and y the number of double bonds. The same notation is used for describing the length and the number of double bonds in the acyl chain of acylcarnitines (**C**), lysophosphatidylcholines (lysoPC), sphingomyelins (SM) and hydroxylated sphingomyelins (SM (OH)). **C** Estimation of nitric oxide synthase (NOS), ornithine transcarbamylase (OTC), arginase (ARG), ornithine decarboxylase (ODC), spermidine synthase (SRM), and spermine synthase (SMS) enzyme activities relative to the control condition. Significance was determined by ANOVA and Tukey’s multiple comparisons test with *α* = 0.05. Statistically significant differences between conditions are indicated with different letters. **D** Schematic representation of the changes in metabolites, enzyme activities (bold), and gene expression (italics) of the polyamine metabolism and urea cycle caused by Palbociclib and Telaglenastat combined treatment. Gene set enrichment analysis (GSEA) results of Palbociclib and Telaglenastat in vivo combined treatment compared to Palbociclib (**E**) and Telaglenastat (**F**) individual treatments. RNA-Seq was performed on tumors collected after resection and immediately frozen in liquid nitrogen or isopentane. The normalized enrichment scores (NES) are indicated for each gene set (FDR *q* value < 0.05). A positive NES value (bars in red) indicates enrichment in the combination treatment phenotype, while a negative NES (bars in green) indicates enrichment in the individual treatment condition. **G** Heatmap of the expression of genes associated with Palbociclib resistance, as identified in the PALOMA-2/3 clinical trials, in tumors treated with Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat, depicting the differentially expressed genes in tumors treated with the combination compared to the Control group. Data information: Ala alanine, Arg arginine, Asn asparagine, Asp aspartate, Cit citrulline, Gln glutamine, Glu glutamate, Gly glycine, His histidine, Ile isoleucine, Leu leucine, Lys lysine, Met methionine, Orn ornithine, Phe phenylalanine, Pro proline, Ser serine, Thr threonine, Trp tryptophan, Tyr tyrosine, Val valine, alpha-AAA α-aminoadipic acid, Ac-Orn acetylornithine, Met-SO methionine sulfoxide, ADMA asymmetric dimethylarginine, DMA dimethylarginine, t4-OH-Pro trans-4-hydroxyproline, SAM S-adenosylmethionine, AMD S-adenosylmethionine decarboxylase, dcSAM decarboxylated SAM, PAOX polyamine oxidase, SAT1 spermidine/spermine *N*^1^-acetyltransferase, ASS argininosuccinate synthase, ASL argininosuccinate lyase. Shown values are mean ± SD for *n* = 4.

Conversely, dual treatment induced high levels of phosphatidylcholines and sphingomyelins (Fig. 4B and Supplementary Fig. 6D, E). This may suggest that cells accumulate lipids as essential components of membranes but are unable to duplicate due to the alterations of DNA synthesis, resulting in membrane remodeling. Further, in tumors treated with the drug combination, estimation of enzyme activities through metabolite ratios [70] revealed a decrease in the activity of stearoyl CoA-desaturase (SCD) (Supplementary Fig. 6F), involved in cell migration and invasion [71], in line with a downregulation of genes involved in tumor invasion and metastasis [72]. 

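Among the genes drawn in Fig. 4D for the urea cycle and polyamine pathway, 10 of 14 had enough counts to be tested, and 5 were lower and 2 higher in combination than in Control tumors, both over all genes and adjusted over the list alone. After the correction for GC content and gene length, 4 were lower and 0 higher. These are RNA values, while the paper's Fig. 4C shows enzyme activities, spermine synthase among them, estimated from metabolite ratios. The 2 measures are not the same quantity. SMS (ENSG00000102172.15, chromosome X from 21940573 to 21994835 on GRCh38), which encodes spermine synthase, was at 230 ± 20.6 CPM (SD, n = 4) in combination and 187 ± 9.38 CPM (SD, n = 3) in Control tumors, a log2 fold change of 0.30 (standard error 0.078, adjusted p = 0.0039). The corrected value for SMS was 0.16 (adjusted p = 0.0677). ASL (ENSG00000126522.16), which encodes argininosuccinate lyase and overlaps another gene on the same strand, fell from 16.7 ± 1.41 CPM (SD, n = 3) to 3.49 ± 1.18 CPM (SD, n = 4), a log2 fold change of -2.25 (standard error 0.32, adjusted p = 1.03e-05, corrected -1.38). ASS1 and SRM had log2 fold changes of -0.46 and -0.93 (adjusted p = 0.00403 and 5.58e-05), but the corrected values were 0.24 and 0.22, of the opposite sign and not past the threshold. ASS1 has 11 annotated pseudogenes. ODC1, which overlaps another gene on the same strand, had a log2 fold change of -0.40 (adjusted p = 0.000753). AMD1 rose by 0.25 (adjusted p = 0.0061), a call lost in the fit without Control tumor 3 (adjusted p = 0.0504). SAT1 and PAOX changed by -0.28 and -0.93, neither past the threshold (adjusted p = 0.156 and 0.28).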

Dual treatment was also associated with a downregulation of the urea cycle and of spermine synthase (SMS) in the polyamine pathway (Fig. 4C, D and Supplementary Fig. 6G), consistent with the observed downregulation of MYC target genes (Fig. 3A). The accumulation of spermidine (Supplementary Fig. 6G) is associated with autophagy induction, which suppresses proliferation and promotes apoptosis in cervical cancer cells [73], and could explain the enrichment observed in autophagic processes in tumors treated with the combination (Fig. 3C).

The combined treatment also elicited a downregulation of arginine methylation (Supplementary Fig. 6H) and protein arginine methyltransferases (PRMTs) (Supplementary Fig. 6I), which orchestrate epigenetic modifications, chromatin architecture, transcription, signaling, splicing, DNA damage response, and cell metabolism, and are identified as promising cancer therapeutic targets [74]. 

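Of the 9 genes of the PRMT family, 8 had enough counts to be tested, and 5 were lower and 1 higher in combination than in Control tumors (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the same numbers adjusted over the list alone). Corrected for GC content and gene length, 4 were lower and 0 higher. PRMT1 (ENSG00000126457.21, chromosome 19 from 49675786 to 49689029 on GRCh38) was at 175 ± 14.5 CPM (SD, n = 3) in Control, 151 ± 34.7 CPM (SD, n = 5) in Palbociclib, 54.2 ± 6.34 CPM (SD, n = 4) in Telaglenastat and 55.2 ± 5.12 CPM (SD, n = 4) in combination tumors. Its log2 fold change was -1.67 with the combination (standard error 0.16, adjusted p = 1.2e-07), -1.69 with Telaglenastat (standard error 0.16, adjusted p = 5.48e-08) and -0.21 with Palbociclib (standard error 0.14, adjusted p = 0.492). The call with the combination held in each of the fits that left out 1 tumor (adjusted p up to 1.7e-06). PRMT1 overlaps 2 genes on the same strand and has an annotated pseudogene, and its corrected log2 fold changes were -1.02 with the combination and -0.83 with Telaglenastat. CARM1 (ENSG00000142453.11, chromosome 19 from 10871513 to 10923070), which also has an annotated pseudogene, was at 73.1 ± 4.14 CPM (SD, n = 3) in Control, 24.9 ± 3.17 CPM (SD, n = 4) in Telaglenastat and 26.4 ± 3.75 CPM (SD, n = 4) in combination tumors. Its log2 fold change was -1.47 with the combination (standard error 0.14, adjusted p = 1.14e-07) and -1.55 with Telaglenastat (standard error 0.14, adjusted p = 3.71e-08). Corrected, CARM1 changed by -0.40 with the combination (adjusted p = 0.00677) and by -0.27 with Telaglenastat, which did not pass the threshold (adjusted p = 0.099). The changes with the combination were -0.75 for PRMT2, -1.27 for PRMT7 and -0.32 for PRMT5, of which PRMT7 did not pass after the correction (adjusted p = 0.132). PRMT3 rose by 0.37 (adjusted p = 0.00597), a call also lost after the correction (adjusted p = 0.492), and PRMT6 and PRMT9 did not pass the threshold. None of the 8 genes passed in Palbociclib against Control tumors, where 1 had an unadjusted p under 0.05.

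**Figure D2:**
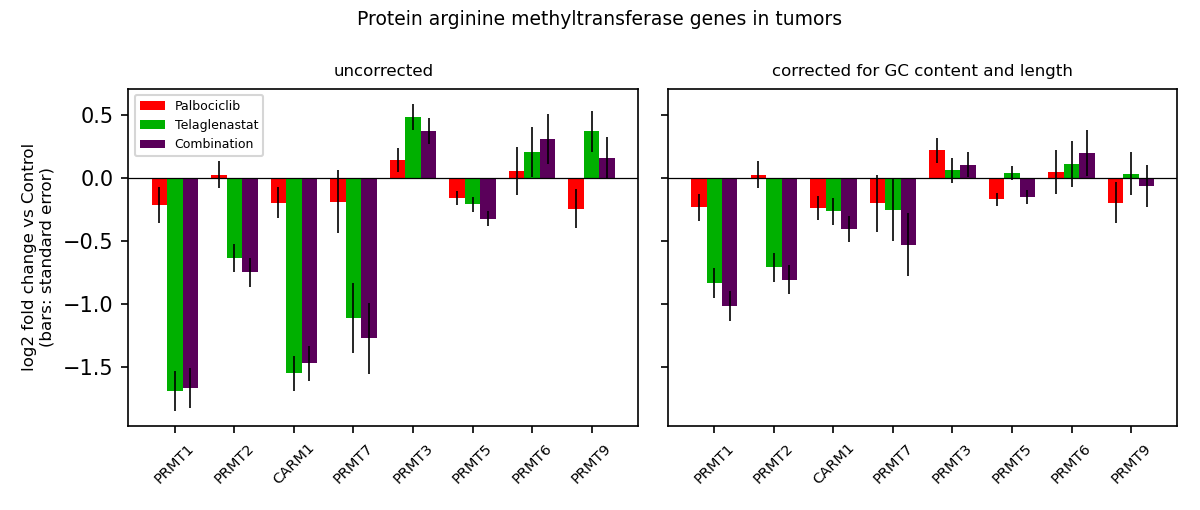
Log2 fold changes against Control tumors of the PRMT genes tested, for Palbociclib, Telaglenastat and combination tumors, on the left as counted and on the right corrected for GC content and gene length. Bars are estimates and error bars standard errors; with the combination PRMT1 stands at -1.67 as counted and -1.02 corrected, and CARM1 at -1.47 and -0.40.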

Interestingly, assessment of the transcriptomic data from the PALOMA-2 (NCT01740427) and PALOMA-3 (NCT01942135) clinical trials for Palbociclib [52] evidenced a significant positive correlation between the expression of both *PRMT1* and *CARM1* genes and the overexpression of genes in glycolysis, OXPHOS, hypoxia, PI3K/AKT/mTOR and MYC signaling pathways (Supplementary Fig. 6J and Supplementary Table 2), which are associated with the acquisition of therapeutic resistance and shorter progression-free survival in the PALOMA-2/3 trials. Likewise, *PRMT1* and *CARM1* were positively correlated with the expression of Palbociclib resistance genes, while they were negatively correlated with the sensitivity genes identified in the PALOMA-2/3 trials comparative biomarker analyses [52, 53] (Supplementary Table 3).

These observations suggest that residual tumor cells that survive Palbociclib therapy have acquired chemoresistance features through an epigenetic mechanism. Indeed, the combination of Palbociclib with the selective inhibitor of type I PRMTs, GSK3368715 [75], caused a synergistic reduction of cell proliferation in HCT116, SW403, HT29, and SW620 colorectal cancer cell lines over a wide dose range (Supplementary Fig. 6K–N), regardless of their CMS subtype or microsatellite stability status. Furthermore, long-term Palbociclib-resistant HCT116 cells exhibited increased sensitivity to the inhibition of type I PRMTs, with 5-fold lower IC_50_ values (Supplementary Fig. 6O). This indicates that resistance to Palbociclib may also be overcome by direct type I PRMT inhibition.

On the other hand, tumors subjected to the combined treatment displayed a downregulated expression of metastasis, cell cycle progression, and MYC and mTOR oncogenic pathways, as well as an increase in protein secretion and senescence pathways, as compared to single-drug treatments (Fig. 4E, F). 

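Against Telaglenastat tumors, combination tumors changed by -0.64 (adjusted p = 3.03e-34, 43 genes) in the S phase list and by -0.87 (adjusted p = 1.48e-56, 54 genes) in the G2/M phase list, as medians of log2 fold changes tested with camera, and all 4 combination tumors had lower means than any Telaglenastat tumor (exact permutation test, p = 0.0286). Against Palbociclib tumors the same lists changed by 0.17 (adjusted p = 0.105, 43 genes) and 0.11 (adjusted p = 0.474, 54 genes), neither past the threshold. Without combination tumor 1 the G2/M phase median against Palbociclib tumors was -0.023, of the opposite sign. After the correction for GC content and gene length the medians of both lists against Palbociclib tumors were negative. With the replicate number as a block added to the correction, the G2/M phase list was called lower than in Palbociclib tumors. The MYC targets list had a median of -0.37 (adjusted p = 0.0109, 59 genes) against Palbociclib tumors and did not differ from Telaglenastat tumors past the threshold (median 0.059, adjusted p = 0.548). The first of these calls was lost after the correction for GC content and gene length (adjusted p = 0.172). The protein export genes were higher than with either drug alone, by medians of 0.31 against Palbociclib (adjusted p = 0.000918) and 0.15 against Telaglenastat tumors (adjusted p = 0.00487), with a higher mean in all 4 combination tumors than in any tumor of either group. Corrected, the medians were 0.045 (adjusted p = 0.147) and 0.18 (adjusted p = 0.000148). The epithelial-mesenchymal transition list, which stands here for invasion and metastasis, had a median of 0.60 (adjusted p = 1.46e-10, 34 genes) against Telaglenastat and -0.013 (adjusted p = 0.529, 34 genes) against Palbociclib tumors. Against Telaglenastat tumors the stroma markers, which share genes with this list, were higher too, with a median of 0.73 (adjusted p = 6.19e-06, 11 genes). The mTOR and senescence sets of Fig. 4E, F were not used here.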

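Of the 26 genes shown in Fig. 4G, 21 were lower and 4 higher in combination than in Control tumors at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a median log2 fold change of -0.80. Adjusted over the list alone the numbers were the same, which is not independent evidence because the figure shows genes selected on these tumors. Corrected for GC content and gene length, 17 were lower and 3 higher. The 4 genes that rose were ACSL5, HIF1A, RRAS2 and EGFR, with log2 fold changes of 0.54, 0.49, 0.46 and 0.27 (adjusted p = 0.00193, 0.000475, 0.00178 and 0.0225). The calls of HIF1A and RRAS2 were lost after the correction (adjusted p = 0.0897 and 0.227), HIF1A overlaps another gene on the same strand, and EGFR lost its call in 3 of the fits that each left out 1 tumor. CPT1A changed by 0.16 (standard error 0.096, adjusted p = 0.202) and passed only after the correction (0.29, adjusted p = 0.0218). With Palbociclib alone, 11 of the 26 genes were lower and 0 higher, and 14 had an unadjusted p under 0.05.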

Consistently, in tumors treated with the combination, the expression levels of Palbociclib resistance genes identified in PALOMA-2/3 trials [52, 53] and PEARL (NCT02028507) [76, 77] were significantly decreased (Fig. 4G and Supplementary Fig. 6P). Indeed, Palbociclib-resistant genes identified in the PALOMA-2/3 and PEARL trials were enriched in the genes significantly downregulated in HCT116 cells that persisted after the combined treatment, with Fisher exact test P-values of 0.00113 (Odds ratio = 3.06) and 0.00283 (Odds ratio = 2.98), respectively.

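The resistance genes were taken here from Supplementary Table 3, which lists 31 of the PALOMA-2/3 genes by their correlation with PRMT1 and CARM1, and the PEARL genes were not analysed here. That table does not hold every gene of Fig. 4G, so the list is partial and its enrichment is not that of the paper's full list. Of the 29 genes tested, 18 (62.1%) were lower in combination than in Control tumors, against 3980 of 14819 other tested genes (26.9%). The odds ratio was 4.46 (95% confidence interval 1.99 to 10.4, two-sided Fisher's exact test across genes, p = 7.52e-05). Adjusted over the list alone, 18 were lower and 4 higher. Without the filter on low counts the odds ratio was 9.83, with the correction for GC content and gene length 7.66 and with protein-coding genes only 3.75. With each tumor left out in turn it stayed between 4.10 and 5.45. The same genes were enriched among those lower with Palbociclib alone, with 11 of 29 lower and an odds ratio of 16.7 (Fisher's exact test, p = 2.3e-09). With Telaglenastat alone, 13 were lower, an odds ratio of 2.04 (Fisher's exact test, p = 0.0632), and with the correction 6 were lower, an odds ratio of 2.78 (p = 0.0342).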

### Genome-scale metabolic modeling reveals that Telaglenastat is uniquely suited to counter the adaptive metabolic reprogramming induced by Palbociclib

To obtain a systems-wide perspective of the metabolic reprogramming underlying treatment with Palbociclib, Telaglenastat, or their combination, we integrated the transcriptomics and metabolomics data from the residual xenograft tumors in the framework of Recon3D. Recon3D is a genome-scale reconstruction of human metabolism, providing a mathematical representation of all the reactions and transport processes known in human cells and the enzymes and transmembrane carriers mediating them [55]. More in detail, we used the quadratic multiomic metabolic transformation algorithm (qM^2^TA) to impute the metabolic transformation underlying exposure to each drug and their combination by finding the intracellular metabolic flux rewiring most consistent with the transcriptomics and metabolomics measures (Fig. 5A and Supplementary Fig. 7A).

**Fig. 5:**
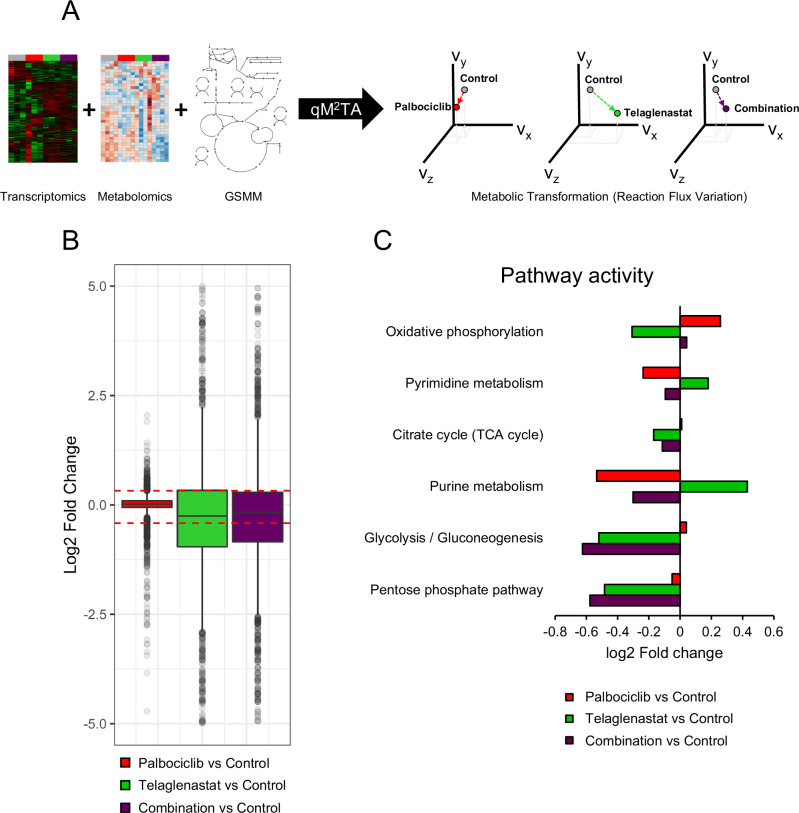
Quadratic Multiomic Metabolic Transformation Algorithm (qM^2^TA). **A** Schematic representation of qM^2^TA. qM^2^TA simulates the metabolic flux transition from the control condition to treatment with Palbociclib, Telaglenastat, or Palbociclib and Telaglenastat through the integration of transcriptomics and metabolomics into a genome-scale metabolic model (GSMM). A hypothetic 3D plot of three flux values (v_x_,v_y_,v_z_) and their transition with each treatment is provided. **B** Box plot of log2 fold changes in flux reaction values with each treatment relative to control. Dotted red lines indicate fold changes over 1.25 and under 0.75. **C** Variations in pathways of central carbon and oxidative metabolism with each treatment. Results are expressed as log2 fold changes for total pathway flux relative to the control.

Treatment with Palbociclib alone resulted in 215 reactions with a flux value increase of 25% or more relative to control, whereas 239 had their flux reduced by 25% or more. Conversely, Telaglenastat alone and the combined treatment resulted in a larger number of reactions with reduced flux values relative to the control, 1461 and 1211, respectively, whereas only 726 and 701 reactions increased their flux values by 25% or more in such treatments (Supplementary Table 4). This suggests that Telaglenastat, alone or in combination, tends to have a largely inhibitory effect on metabolism, a notion also apparent by observing the global distribution of reaction flux values relative to the control (Fig. 5B).

Analysis of the flux through pathways of central carbon metabolism and OXPHOS, both key for cellular proliferation and the most relevant by the magnitude of carried flux, offers a more nuanced picture (Fig. 5C and Supplementary Table 4). For instance, Palbociclib treatment caused an increased flux through OXPHOS reactions and a decreased flux through purine and pyrimidine synthesis reactions. Indeed, activation of OXPHOS can likely be attributed to increased mTOR and MYC signaling, given that both promote mitochondrial biogenesis [78–80]. Conversely, Telaglenastat reduced the flux through the OXPHOS, glycolysis, and PPP while strongly upregulating purine and, to a lesser extent, pyrimidine metabolism. Finally, the combination of Palbociclib and Telaglenastat canceled out the metabolic readouts of each individual treatment, namely with no significant upregulation of OXPHOS and a reduced flux through the pathways of purine and pyrimidine synthesis, glycolysis, and PPP.

Upregulated pathways after treatment with Palbociclib or Telaglenastat likely reflect a process of metabolic reprogramming that allows cancer cells to adapt to and counter drug-induced stress. With this in mind, we used qM^2^TA to systematically search for potentially targetable enzymes or transmembrane carriers to prevent the metabolic adaptation to either Palbociclib or Telaglenastat (Supplementary Fig. 7B). We identified 327 and 280 potential targets to partially revert the metabolic adaptation underlying the Palbociclib or Telaglenastat treatments, respectively (Supplementary Table 4). Interestingly, glutaminase, the therapeutic target of Telaglenastat, was one of the targets against Palbociclib adaptation identified in this analysis. However, since qM^2^TA scores targets based solely on the direct effects of metabolic inhibitions on reaction fluxes, rather than downstream gene expression effects (see “Methods”), glutaminase effectivity as a target was underestimated by this analysis. 

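Among the 318 tested genes with a positive score against Palbociclib adaptation in Supplementary Table 5, 125 (39.3%) were lower in Telaglenastat than in Control tumors at an adjusted p under 0.05. Among the 759 tested metabolic genes of the table without a positive score, 291 (38.3%) were lower, so the odds ratio was 1.04 (95% confidence interval 0.788 to 1.37, two-sided Fisher's exact test across genes, p = 0.784). Corrected for GC content and gene length, 56 targets were lower, an odds ratio of 1.44 (Fisher's exact test, p = 0.056). Of the 10, 20 and 50 targets with the highest scores, 2, 6 and 17 were lower in Telaglenastat tumors, and 1, 6 and 14 after the correction. Without Telaglenastat tumor 1 the odds ratio was 0.997.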

Case in point, 112 targets inferred against Palbociclib adaptation, including many top-scoring targets, corresponded to genes that were significantly downregulated in response to Telaglenastat. Likewise, Palbociclib treatment downregulated 8 of the putative targets identified against Telaglenastat adaptation, including the second top-scoring putative target, ribonucleotide reductase. Indeed, putative targets against Telaglenastat-induced metabolic adaptation were significantly overrepresented (Fisher exact test *P*-value = 0.01319 and Odds ratio = 3.83) (Supplementary Table 5). These findings are in line with the patterns that emerged upon observation of flux changes through central carbon metabolism pathways (Fig. 5C). Indeed, they reinforce the notion that Palbociclib and Telaglenastat are uniquely suited to counter the metabolic reprogramming induced by the reciprocal drug, thus providing a mechanistic rationale for the high effectiveness of the drug combination observed in vitro and in vivo.

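The 8 targets against Telaglenastat adaptation that Supplementary Table 5 marks as lower with Palbociclib were all lower in Palbociclib than in Control tumors (8 of 8 at an adjusted p under 0.05 over all genes and adjusted over the list alone, which is not independent evidence because the study chose them on these tumors). Ribonucleotide reductase is encoded by RRM1 and RRM2. RRM1 (ENSG00000167325.14, chromosome 11 from 4094707 to 4138876 on GRCh38) fell from 162.4 ± 7.58 CPM (SD, n = 3) to 94.7 ± 7.32 CPM (SD, n = 5), a log2 fold change of -0.78 (standard error 0.11, adjusted p = 0.000132). RRM2 (ENSG00000171848.13), which has 3 annotated pseudogenes, fell from 341 ± 13.5 CPM (SD, n = 3) to 161 ± 27.7 CPM (SD, n = 5), a log2 fold change of -1.08 (standard error 0.12, adjusted p = 1.5e-05). In Telaglenastat tumors, RRM1 and RRM2 rose by 0.38 and 0.32 (adjusted p = 0.00882 and 0.0471), but RRM2 lost this call in each of the 7 fits that left out 1 tumor, and neither gene passed after the correction for GC content and gene length (adjusted p = 0.539 and 0.533). Among the other targets, TYMS, HADH, FADS1, FDPS and ASRGL1 had log2 fold changes under Palbociclib of -0.81, -0.51, -0.62, -0.56 and -0.90. HADH lost its call in 2 of the fits that left out 1 tumor (adjusted p up to 0.0902). TYMS and FDPS have annotated pseudogenes, and FADS1 and ASRGL1 overlap another gene on the same strand.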

### Cells from residual tumors treated in vivo with Palbociclib and Telaglenastat maintain persistent drug-specific metabolic reprogramming ex vivo

Given that the effects of Palbociclib and Telaglenastat are time-dependent, we determined the potential persistence of their adaptive or resistant phenotypes after in vivo chemotherapy. To this end, we explanted 12 fresh residual tumors from mice treated for 23 days with vehicle, Palbociclib, Telaglenastat, or their combination, obtaining a total of 12 distinct two-dimensional monolayer cell cultures (three per in vivo treatment condition). 

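RNA from these 12 cultures, 3 per treatment of the mouse, was sequenced and counted by the authors as for the tumors, and the counts are again without normalization. The cells had been freed from the tumors with collagenase and trypsin and grown in DMEM/F12. Reads counted on genes per library ranged from 7198540 to 8244896 (median 7994079) in cultures from Control tumors and from 7365927 to 13815675 (median 8632216) in those from Palbociclib tumors. They ranged from 8294736 to 11418678 (median 8318848) in cultures from Telaglenastat tumors and from 7906357 to 11376945 (median 7927350) in cultures from combination tumors. The cultures were fitted on their own as 4 groups with the settings used for the tumors, over 13985 genes. The slope of log2 CPM deviation per SD of GC content was 0.0864 ± 0.132, -0.113 ± 0.0138, 0.120 ± 0.255 and -0.0937 ± 0.0356 (SD, n = 3 each) in the Control, Palbociclib, Telaglenastat and combination cultures. Among the 3 Telaglenastat cultures it ranged from -0.0387 to 0.414. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0 genes differed from Control cultures in Palbociclib cultures and 0 in Telaglenastat cultures, where 592 and 898 genes had an unadjusted p under 0.05. In combination cultures 1 gene differed, with 895 at an unadjusted p under 0.05. This gene was TICAM2 (ENSG00000243414.5), at least 44.1-fold lower (adjusted p = 0.0257), which overlaps another gene on the same strand. Each of the 6 fits that left out 1 culture lost its call (adjusted p up to 0.205).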

Once established, we analyzed the glycolytic and glutaminolytic profiles of each cell line by incubation with complete media without any chemotherapeutic pressure.

We found that cells derived from tumors that had been treated with the drug combination exhibited a decrease in the metabolic fluxes of glucose, glutamine, lactate, and glutamate (Fig. 6A), together with a reduction in proliferation and doubling time (Fig. 6B and Supplementary Fig. 8A) without affecting cell cycle distribution (Supplementary Fig. 8B). Likewise, the overall consumption rate of hexoses was only significantly reduced in the condition resulting from tumors treated with Palbociclib and Telaglenastat (Fig. 6C). In addition, we assessed the amino acid exchange fluxes and found that alanine production, and arginine, asparagine, aspartate, histidine, isoleucine, leucine, lysine, methionine, phenylalanine, proline, and valine consumption rates were diminished in cells from tumors that had been dosed with the combination therapy (Fig. 6D and Supplementary Fig. 8C). To further confirm the lower glycolytic rates observed, we measured in real-time the extracellular acidification rate (ECAR), essentially a sign of lactate production from glycolysis with a small contribution from the CO_2_ produced in other reactions, while sequentially adding glucose and oligomycin to cells cultured in a medium without glucose. As expected, cells derived from Palbociclib plus Telaglenastat-treated residual tumors portrayed a significant reduction in the glycolytic capacity, glycolytic reserve, and non-glycolytic acidification (Fig. 6E). Then, we confirmed that the metabolic downregulation caused by the long-term double treatment and reported in vivo and 2D ex vivo cultures was also maintained in spheroid cultures (Fig. 6F).

**Fig. 6:**
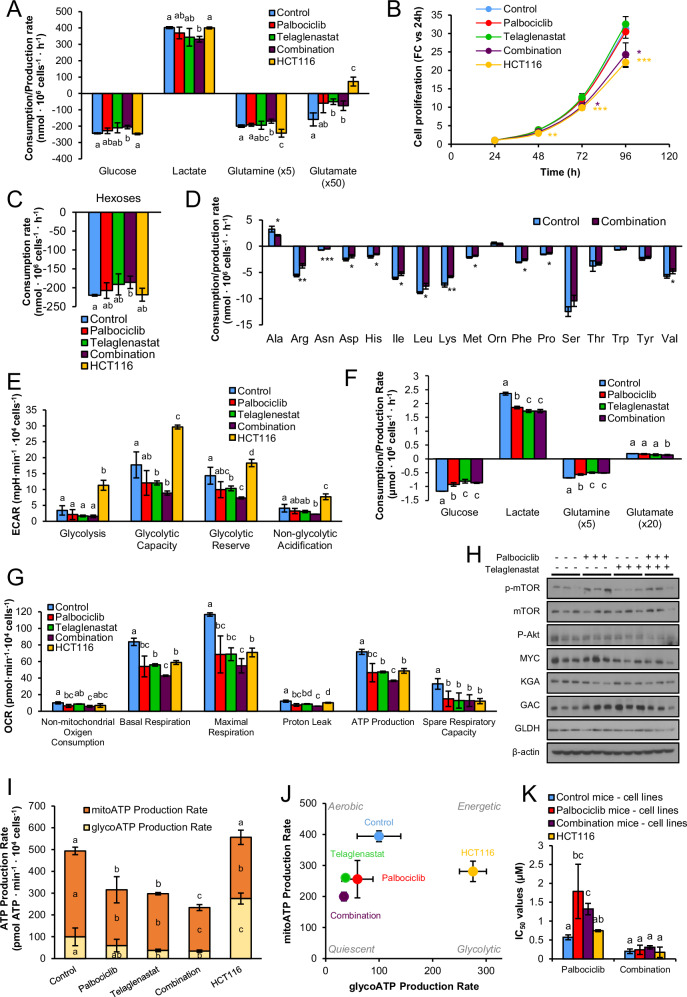
Metabolic characterization of cell lines derived from HCT116 xenografts. Twelve cell lines were obtained from HCT116 tumors from mice that had been treated daily with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat for 23 days (three cell lines per condition). All cell lines were grown in the absence of chemotherapeutics. **A** Comparative extracellular metabolic fluxes. Glucose and glutamine consumption and lactate and glutamate production rates were assessed after 24 h of incubation with fresh media and normalized to cell number. **B** Cell proliferation curves. Results are shown as fold change of cell proliferation relative to the measurement at 24 h (mean ± SD of *n* = 6). Significance was determined by one-way ANOVA and Tukey’s multiple comparisons test. Statistically significant differences between cells derived from tumors that had been treated with the combination and cells obtained from control tumors are indicated as *P* < 0.05 (*). **C** Pool of hexoses consumption rate determined by targeted metabolomics after 24 h of incubation with fresh media and normalized to cell number. **D** Amino acid consumption and production rates were measured after 24 h of incubation with fresh media and normalized to cell number. Significance was determined by a two-tailed independent sample Student’s *t* test. Statistically significant differences between treated and control cells are indicated as *P* < 0.05 (*), *P* < 0.01 (**), and *P* < 0.001 (***). **E** Quantification of extracellular acidification rate (ECAR) for glycolysis, glycolytic capacity, glycolytic reserve, and non-glycolytic acidification. Cells were cultured in the absence of glucose, and sequential injections of glucose and oligomycin were applied. Data are normalized to cell number and represented as the mean of three independent cell lines for each condition ± SD with *n* = 5. **F** Spheroids comparative extracellular metabolic fluxes. Spheroids were grown in non-adherend conditions for each cell line, and glucose and glutamine consumption and lactate and glutamate production rates were assessed after 96 h of incubation with fresh media and normalized to cell number. **G** Quantification of oxygen consumption rates (OCR), following sequential injections of oligomycin (1 µM), CCCP (600 nM), and antimycin A (2 µM) and rotenone (2 µM), for non-mitochondrial oxygen consumption, basal respiration, maximal respiration, non-ATP-linked oxygen consumption (proton leak), ATP production-associated respiration, and spare respiratory capacity. Data are normalized to cell number and shown as the mean of three independent cell lines for each condition ± SD with *n* = 5. **H** Western blotting analysis of total protein fractions for the cell lines generated from tumors using β-actin as a loading control. Each lane corresponds to a different cell line. **I** Quantification of the ATP production rate from glycolysis (glycoATP) and mitochondrial oxidative phosphorylation (mitoATP) and their contribution to the total cellular ATP production rate. Data are normalized to cell number and displayed as the mean of three independent cell lines for each condition ± SD with *n* = 5. **J** Energetic map exhibiting the distribution of mitochondrial ATP (mitoATP) production rate vs. glycolytic ATP (glycoATP) production rate. Cells derived from tumors treated with the combination of Palbociclib and Telaglenastat presented the most quiescent metabolism. Values are expressed as the mean of three independent cell lines for each condition ± SD with *n* = 5. **K** IC_50_ values for Palbociclib and the combination of Palbociclib and Telaglenastat in cell lines derived from residual tumors from mice that had been treated with these inhibitors in vivo. Bars represent the mean of the IC_50_ values of three independent cell lines for each condition ± SD with *n* = 6. Data information: Ala alanine, Arg arginine, Asn asparagine, Asp aspartate, Cit citrulline, Gln glutamine, Glu glutamate, Gly glycine, His histidine, Ile isoleucine, Leu leucine, Lys lysine, Met methionine, Orn ornithine, Phe phenylalanine, Pro proline, Ser serine, Thr threonine, Trp tryptophan, Tyr tyrosine, Val valine. Significance was determined by one-way ANOVA and Tukey’s multiple comparisons test with *α* = 0.05. Statistically significant differences between conditions are represented with different letters. Data are shown as the mean of three independent cell lines for each condition ± SD with *n* = 3 (except otherwise indicated).

Considering that the TCA cycle and OXPHOS were among the gene sets downregulated in vivo by the treatments (Fig. 3), we performed a pharmacological profiling of the mitochondrial respiratory function by combining the ATP synthase inhibitor oligomycin, the protonophoric uncoupler CCCP, the complex III inhibitor antimycin A and the complex I inhibitor rotenone, while measuring the oxygen consumption rate (OCR). This analysis revealed that cells explanted from residual tumors from mice treated with the drug combination presented reduced non-mitochondrial oxygen consumption, basal respiration, maximal respiration, non-ATP linked oxygen consumption (proton leak), ATP production-associated respiration, and spare respiratory capacity, depicting a global reduction in mitochondrial respiratory capacity (Fig. 6G), consistent with the observed lower consumption rates of glucose and amino acids and the decrease of MYC, p-AKT, KGA and GLDH (glutamate dehydrogenase) protein levels (Fig. 6H). Moreover, transcriptomic analysis revealed that OXPHOS, one of the main pathways enriched during metastatic seeding and chemoresistance [81–83], was downregulated in cells derived from the combination therapy tumors compared to those obtained from control or single-agent treated tumors (Supplementary Fig. 8D).

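In cultures from combination tumors, the oxidative phosphorylation list changed by a median log2 fold change of -0.085 (adjusted p = 0.00765, 108 genes) against Control cultures, -0.12 (adjusted p = 0.000171, 108 genes) against Palbociclib cultures and -0.31 (adjusted p = 5.53e-08, 108 genes) against Telaglenastat cultures (camera, Benjamini-Hochberg adjustment over 90 tests). The mean expression of the list was lower in all 3 combination cultures than in any culture of each of the other groups (exact permutation test, p = 0.1, the smallest that 3 against 3 cultures allow, adjusted p = 0.643). Without Telaglenastat culture 1 the last median was -0.46, and without Telaglenastat culture 3 it was -0.028 and the call was lost. Corrected for GC content and gene length, the medians were -0.065 against Control (adjusted p = 0.00555), -0.063 against Palbociclib (adjusted p = 0.0352) and -0.14 against Telaglenastat cultures (adjusted p = 8.28e-07). Of the 29 set calls over all contrasts ex vivo, 0 held under fry or under an estimated inter-gene correlation, while fgsea, a test on ranked genes, kept 27. Cultures from Palbociclib and Telaglenastat tumors changed by 0.026 (adjusted p = 0.956, 108 genes) and 0.22 (adjusted p = 0.000475, 108 genes) against Control cultures, and the latter call was lost after the correction (0.089, adjusted p = 0.116).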

### Combined Palbociclib and Telaglenastat treatment induces a less aggressive phenotype without the acquisition of resistance

Next, to compare the cellular function and energy demands of the surviving cancer cells after each chemotherapeutic treatment, we measured the ATP production rate ex vivo as a more accurate approach to assess the energetic cellular state than determining the total intracellular levels of ATP, which are maintained under steady-state conditions [84].

We observed that cells from residual tumors from mice that were treated with the combined therapy displayed the lowest rate of mitochondrial, glycolytic, and total ATP production, while the reduction in both single-agent treatments was less pronounced (Fig. 6I). Similarly, the contribution of mitochondria to oxygen consumption and proton production was significantly lower in cells previously treated in vivo with the combination (Supplementary Fig. 8E, F), consistent with a quiescent phenotype (Fig. 6J). Of note, xenograft-explanted cells presented a shift from glycolytic to mitochondrial metabolism compared to in vitro HCT116 cells not passaged in mice, which had an ATP rate index of 1 (Fig. 6I and Supplementary Fig. 8G). These results agree with the observed reduction in intracellular glutathione in cells derived from tumors treated with the combination or Telaglenastat alone (Supplementary Fig. 8H), considering that this antioxidant molecule is synthesized through two ATP-requiring steps from glutamate.

To complement this analysis, we performed GSEA on transcriptomics data, which showed that cells explanted from residual tumors from mice subjected to the combined therapy exhibited a downregulation of genes involved in the cell cycle machinery, MYC signaling, metastasis, OXPHOS, and electron transport chain, as compared to cells derived from tumors treated with Palbociclib alone (Supplementary Fig. 8I). These cells also exhibited a downregulation of genes regulated by oncogenes such as MYC, VEGF, and cyclin D1 and associated with mitochondria and amino acid metabolism when compared with cells from tumors treated with Telaglenastat alone (Supplementary Fig. 8J), revealing a persistent reduction in the malignant potential of surviving cells that had been exposed to combined therapy in vivo, as compared to those subjected to a single agent.

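Against Palbociclib cultures, combination cultures had 0 genes past the threshold and 277 at an unadjusted p under 0.05. The S phase list changed by a median log2 fold change of -0.18 (adjusted p = 5.11e-08, 43 genes), the G2/M phase list by -0.11 (adjusted p = 1.23e-05, 54 genes) and the MYC targets list by -0.16 (adjusted p = 5.87e-07, 59 genes) by camera. For each of these lists, 2 of the 3 combination cultures had a lower mean than every Palbociclib culture, and the exact permutation tests gave p = 0.2 for each, where 3 against 3 cultures cannot go below 0.1. One of the fits that each left out 1 culture, without combination culture 1, lost the call of the G2/M phase list (median -0.052). The epithelial-mesenchymal transition list, used here for metastasis, had a median of 0.34 (adjusted p = 0.00766, 23 genes). Only 1 of the 3 combination cultures had a higher mean of this list than every Palbociclib culture (exact permutation test, p = 0.3). Fry kept none of these calls, neither that of this list nor those of the S phase, G2/M phase and MYC targets lists.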

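Against Telaglenastat cultures, combination cultures had 0 genes past the threshold and 1969 at an unadjusted p under 0.05, but 591 genes lower and 325 higher when Telaglenastat culture 1 was left out. The MYC targets list changed by a median log2 fold change of -0.33 (adjusted p = 0.00722, 59 genes), biosynthesis of amino acids by -0.25 (adjusted p = 0.00548, 51 genes) and the pentose phosphate pathway by -0.28 (adjusted p = 0.0163, 21 genes) by camera. In 2 of the 3 combination cultures the mean of the amino acid list was lower than in every Telaglenastat culture (exact permutation test, p = 0.2). For the MYC targets list, 0 combination cultures lay below every Telaglenastat culture (exact permutation test, p = 0.5), and for the pentose phosphate pathway 1 did (p = 0.3). The calls of all 3 lists were lost after the correction for GC content and gene length, with medians of -0.046 (adjusted p = 0.317), -0.062 (adjusted p = 0.115) and -0.11 (adjusted p = 0.078). Without Telaglenastat culture 1 the medians of the first 2 lists were -0.55 and -0.41, and without Telaglenastat culture 2 they were -0.074 and -0.073. The VEGF and cyclin D1 sets were not used here. From the lower gene sets in these comparisons, the paper concludes that cells exposed to the combination in vivo kept a lower malignant potential than those exposed to a single drug.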

Finally, to examine whether the xenograft-derived cell lines had shifted their sensitivity profiles after in vivo exposure to the drugs, we exposed the cells to increasing doses of each drug or the combination for 96 h and determined IC_50_ values. While the effect of Telaglenastat on cell proliferation was similar in all cases, regardless of in vivo drug exposure (Supplementary Fig. 8K), in vivo exposure to Palbociclib alone or in combination with Telaglenastat conferred explanted tumor cells with a 2-fold increase in resistance to Palbociclib alone (Fig. 6K). Remarkably, the same cells were at least as sensitive as control HCT116 cells to the combination of Palbociclib and Telaglenastat (Fig. 6K). Moreover, the combination caused in vitro synergistic antiproliferative effects in the cell lines derived from tumors subjected to the combined therapy in vivo (Supplementary Table 6).

Together, these data demonstrate that colon cancer cells that survive to the long-term Palbociclib and Telaglenastat combined treatment display impaired glycolytic metabolism, mitochondrial respiration, and ATP production, as well as mitigated oncogenic pathways, resulting in persistent and less aggressive tumor cell phenotypes.

## Discussion

Targeting cell cycle through cyclin-dependent kinases 4 and 6 (CDK4/6) inhibition (CDK4/6i) is an established strategy in the treatment of several cancer types [3]. However, few cancer types are sensitive to CDK4/6i’s when used as single agents [31, 85]. Furthermore, sensitive cancers invariably acquire resistance to CDK4/6 inhibition [86], such that CDK4/6i’s are only efficacious in combination with drugs that target other pathways on which cancer cells rely to escape CDK4/6 dependency [87, 88]. Numerous pre-clinical studies and clinical trials are currently exploring the therapeutic potential of combining CDK4/6 inhibitors with endocrine therapies (e.g. aromatase inhibitors, ER antagonists), immunotherapies (e.g. antibodies to PD1/PD-L1), oncogenic kinase inhibitors (e.g. receptor tyrosine kinase-PI3K-AKT-mTOR signaling, RAS, BRAF, MEK, IGF-1R, ALK inhibitors), and other targeted or chemotherapeutic agents (e.g. autophagy, PARP inhibitors) in solid tumors [3].

Metabolic reprogramming is a relevant cell-autonomous mechanism through which tumor cells change their energetic dependencies to alternative pathways in order to bypass the selective pressures exerted by a given class of antineoplastic drugs [89, 90]. Such metabolic shifts may reveal vulnerabilities that may be targeted through combination therapies to prevent and overcome chemoresistance [82, 91]. Our previous work identified the inhibition of glutaminase as a metabolism-based strategy to combine with CDK4/6 targeting therapy [36], a combination subsequently corroborated as effective to overcome CDK4/6i resistance in esophageal squamous cell carcinoma [92] and lung cancer [93]. Of interest, upregulation of glutaminolysis as an adaptive mechanism is not limited as a survival response to CDK4/6i’s, having also been observed in response to other chemotherapeutic pressures, such as PARP inhibitors in breast cancer cells [94]. Here, we have undertaken an in-depth, unbiased metabolomics approach to assess in greater detail the metabolic reprogramming undergone by HCT116 colorectal cancer cells exposed to either the CDK4/6i Palbociclib, the glutaminase inhibitor Telaglenastat, or their combination.

First, we observed that the metabolic reprogramming undergone by cancer cells after treatment with either agent alone is time-dependent. Consistently, tumors in mice dosed with Palbociclib alone had the same growth rate as the control tumors despite exhibiting a significant reduction in their volume, suggesting that Palbociclib activity is also time-dependent in vivo and that, after the initial antiproliferative effect, surviving tumor cells acquire the capacity to overcome this inhibition and restore their proliferative rate. Telaglenastat did not exert any significant effect on tumor growth in xenotransplanted mice. In contrast, the synergistic antiproliferative effect of the dual treatment was time-independent and effective both in vitro and in vivo. As such, the combined administration of Palbociclib and Telaglenastat was strongly synergistic for the inhibition of tumor growth, proliferative index, and angiogenesis.

Gene set enrichment analysis confirmed that tumors subjected to the double therapy exhibited a downregulation in metastasis, cell cycle progression, and MYC and mTOR oncogenic pathways compared to control and single treatments. Lending translational significance to these observations, tumors from mice subjected to dual therapy presented a decrease in the expression of Palbociclib-resistance genes identified in the PALOMA-2/3 and PEARL clinical trials assessing biomarkers of sensitivity and resistance to Palbociclib in ER^+^ HER^−^ breast cancer [52, 53, 76, 77]. Of particular interest, the treatment of HCT116 tumor-bearing mice with Palbociclib and Telaglenastat provoked the downregulation of arginine methylation and PRMTs. Expression of PRMTs correlates with the activation of resistance pathways associated with lower progression-free survival [52] and is upregulated through MYC and mTORC1 activation [95], suggesting that Palbociclib-surviving cells might have acquired chemoresistance through an epigenetic mechanism.

The drug-specific metabolic reprogramming of residual cancer cells after in vivo treatments was maintained in ex vivo cultures for many cell generations, in the absence of any chemotherapeutic selective pressure, also suggestive of a heritable epigenetic mechanism underlying the persistent metabolic reprogramming. Specifically, cells derived from tumors treated with the Palbociclib and Telaglenastat combination presented a general decrease in central carbon metabolic fluxes in conjunction with an overall reduction in mitochondrial respiration, as well as in mitochondrial, glycolytic, and total ATP production. Notably, these cells displayed an impoverishment in oncogenic pathways compared to cells from tumors subjected to Palbociclib or Telaglenastat alone, indicating a less aggressive phenotype. Importantly, residual tumor cells from in vivo dual treatment were sensitive to the double treatment ex vivo. In contrast, residual tumor cells from in vivo treatment with Palbociclib as a single agent were resistant to this drug ex vivo. This indicates that (i) Palbociclib treatment readily elicits a resistant phenotype both in vitro and in vivo, (ii) the combination of Palbociclib with Telaglenastat disables Palbociclib-induced resistance mechanisms in vitro and in vivo and (iii) the disabling of resistance mechanisms by this drug combination is heritable through many cell generations.

By applying the quadratic multiomic metabolic transformation algorithm (qM^2^TA), we integrated metabolite and enzyme transcript levels to infer genome-scale metabolic rewiring upon treatment with Palbociclib, Telaglenastat, or their combination in vivo. From this analysis, it emerged that Palbociclib treatment resulted in increased flux through OXPHOS, attributable to increased mTOR and MYC signaling [78–80], and decreased flux through reactions involved in nucleotide synthesis. OXPHOS is often upregulated in cancer stem cells and drug-resistant tumors [81, 83] and our observations are in line with recent findings describing that the treatment of metastatic breast cancer with Palbociclib elicits increased OXPHOS as a resistance mechanism that can be countered pharmacologically [82]. In contrast to Palbociclib, Telaglenastat treatment caused a decreased flux through OXPHOS, glycolysis, and the PPP, while increasing flux through nucleotide metabolism. Notably, nucleotide synthesis, PPP, glycolysis, and TCA play a key role in the synthesis of biomass building blocks needed for proliferation and are commonly upregulated in cancer compared to healthy tissue [96]. Hence, the combination of Palbociclib and Telaglenastat maintained the benefits of each individual treatment while sparing the upregulation of OXPHOS as a resistance mechanism and reducing flux through nucleotide synthesis, glycolysis, and PPP. Furthermore, many markers of metabolic adaptation to Palbociclib were downregulated by Telaglenastat and vice versa. Taken together, our analysis indicates that the upregulation of OXPHOS through glutaminolysis is the most relevant mechanism of resistance to CDK4/6 inhibition in our cell model. As such, inhibition of glutaminolysis through Telaglenastat, or other selective GLS1 inhibitors, is an optimal strategy to overcome resistance to Palbociclib in cancer cells.

## Conclusions

In summary, we have delineated a major metabolic mechanism explaining resistance to Palbociclib in a colorectal cancer model, namely glutaminolysis-driven OXPHOS, and shown that the combination of a selective CDK4/6 inhibitor with a selective glutaminase inhibitor optimally resensitizes cancer cells to CDK4/6 inhibition through many cell generations. We believe that these findings warrant a proposal to use this drug combination in clinical settings.

## Supplementary information

Supplementary Figures

Supplementary Figure and Table Legends

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## Data Availability

RNA-Seq data were deposited into the Gene Expression Omnibus database under accession number GSE245085 and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245085. All other data generated in this study are available upon request from the corresponding authors.

# Supplementary material for: Glutaminase as a metabolic target of choice to counter acquired resistance to Palbociclib by colorectal cancer cells
**Source:** Oncogene. 2025 Jul 22;44(36):3386–406. doi: 10.1038/s41388-025-03495-w

# Supplementary Figure 1

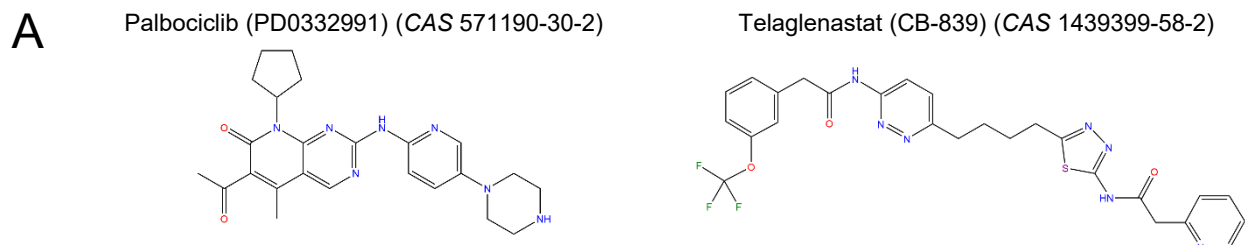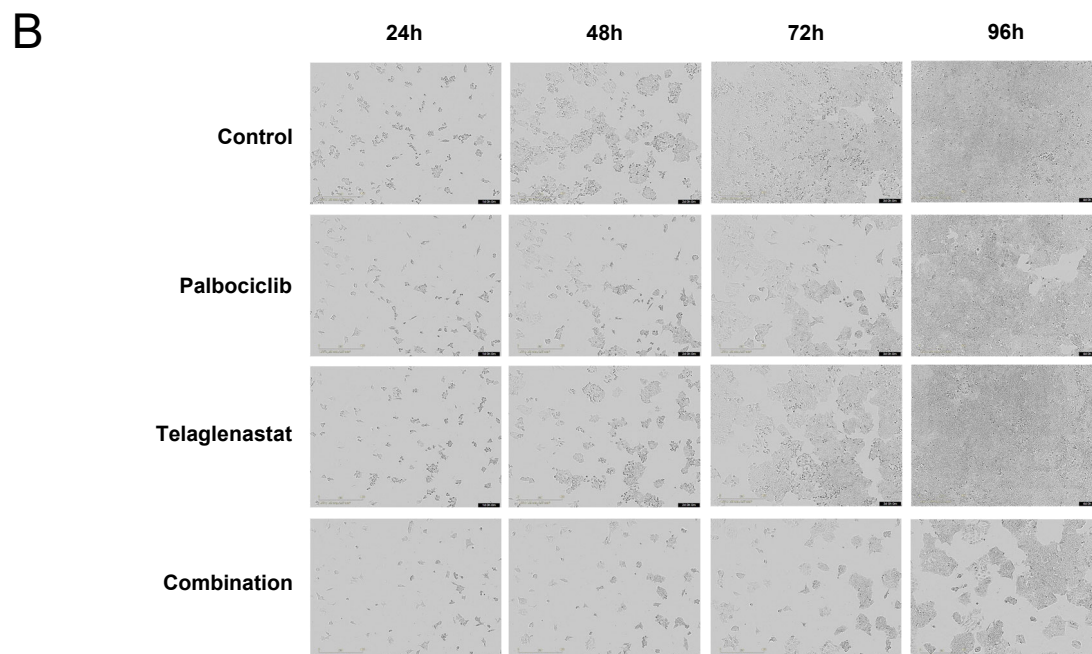

**C** Combination Index (CI) equation of Chou and Talalay and CompuSyn software

| CI value  | Agonistic effect                 | [Palbociclib]<br>μM | [Telaglenastat]<br>μM | Viability | SD  | CI Value     |
|-----------|----------------------------------|---------------------|-----------------------|-----------|-----|--------------|
| <0.10     | Very strong synergism            | 0.01                | 0.001                 | 63.3      | 5.1 | <b>0.030</b> |
| 0.10–0.30 | Strong synergism                 | 0.05                | 0.003                 | 36.5      | 2.1 | <b>0.034</b> |
| 0.30–0.70 | Synergism                        | 0.1                 | 0.005                 | 28.8      | 4.5 | <b>0.042</b> |
| 0.70–0.90 | Moderate to slight synergism     | 0.25                | 0.01                  | 22.0      | 2.4 | <b>0.065</b> |
| 0.90–1.10 | Nearly additive                  | 0.5                 | 0.05                  | 21.0      | 0.7 | <b>0.120</b> |
| 1.10–1.45 | Slight to moderate antagonism    | 0.75                | 0.1                   | 17.8      | 1.3 | <b>0.137</b> |
| 1.45–3.30 | Antagonism                       | 1                   | 0.5                   | 18.7      | 3.7 | <b>0.199</b> |
| >3.30     | Strong to very strong antagonism | 1.5                 | 1.0                   | 15.7      | 1.0 | <b>0.224</b> |
|           |                                  | 2                   | 1.5                   | 13.5      | 1.1 | <b>0.235</b> |
|           |                                  | 3                   | 2.0                   | 11.9      | 0.2 | <b>0.290</b> |

CI < 0.3

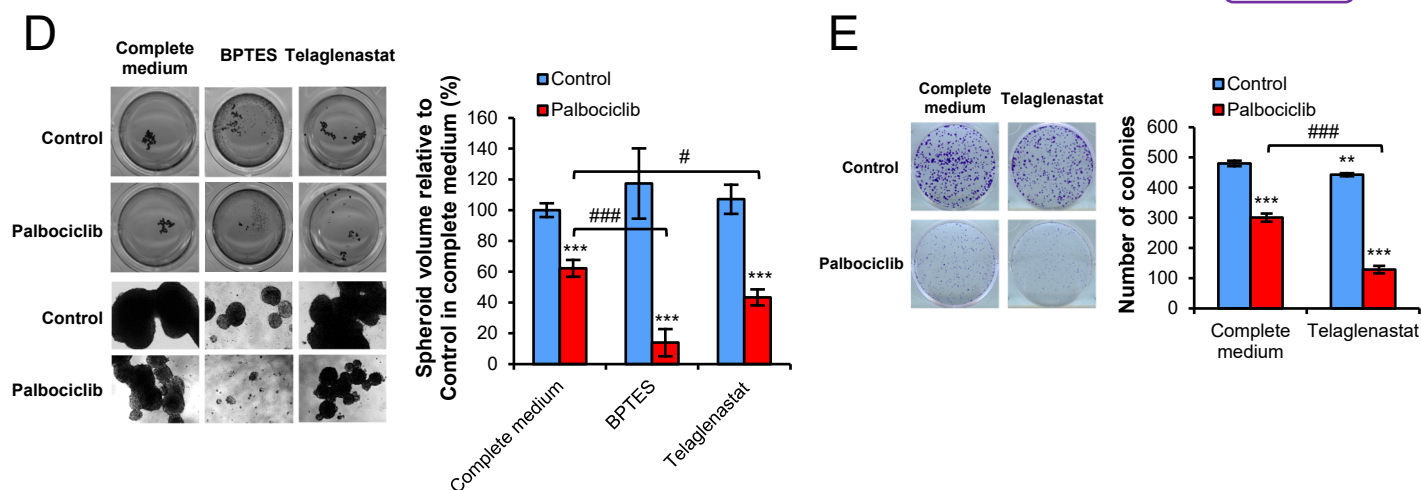

# Supplementary Figure 1

F

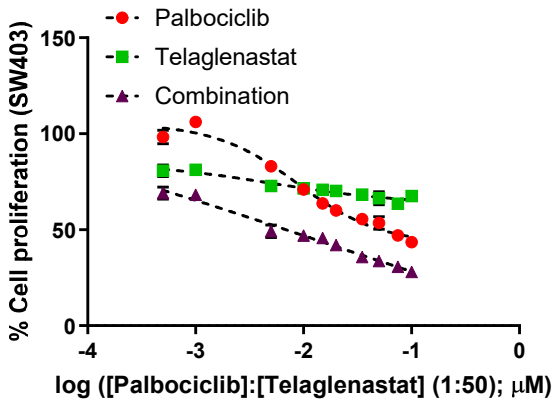

| [Palbociclib]<br>$\mu\text{M}$ | [Telaglenastat]<br>$\mu\text{M}$ | Viability | SD  | CI Value     |
|--------------------------------|----------------------------------|-----------|-----|--------------|
| 0.0005                         | 0.025                            | 69.1      | 3.2 | <b>0.055</b> |
| 0.001                          | 0.05                             | 68.2      | 2.2 | <b>0.098</b> |
| 0.005                          | 0.25                             | 49.2      | 3.3 | <b>0.086</b> |
| 0.01                           | 0.5                              | 46.9      | 2.5 | <b>0.145</b> |
| 0.015                          | 0.75                             | 45.7      | 1.8 | <b>0.201</b> |
| 0.02                           | 1                                | 42.1      | 2.7 | <b>0.205</b> |
| 0.035                          | 1.75                             | 35.8      | 1.4 | <b>0.223</b> |
| 0.05                           | 2.5                              | 33.7      | 1.6 | <b>0.269</b> |
| 0.075                          | 3.75                             | 30.7      | 1.7 | <b>0.315</b> |
| 0.1                            | 5                                | 28.1      | 0.8 | <b>0.336</b> |

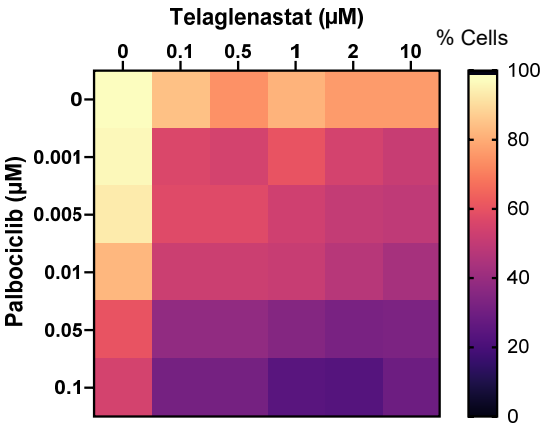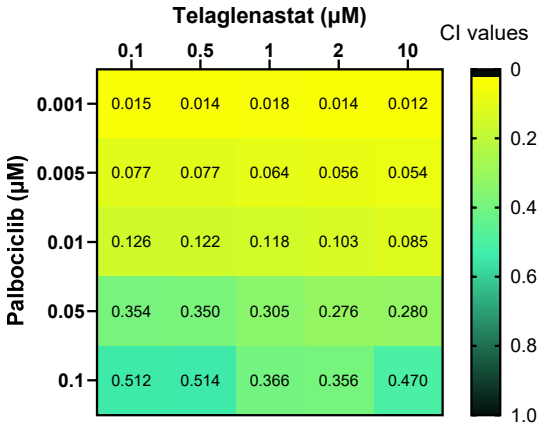

G

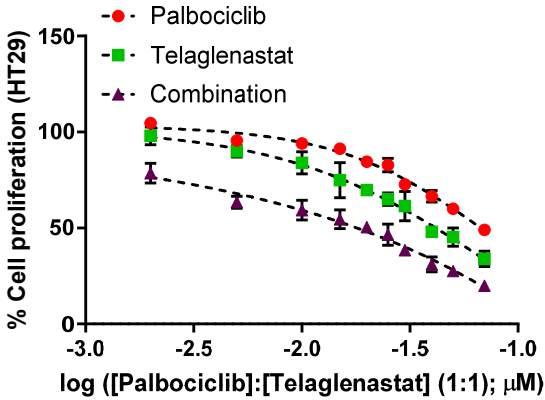

| [Palbociclib]<br>$\mu\text{M}$ | [Telaglenastat]<br>$\mu\text{M}$ | Viability | SD  | CI Value     |
|--------------------------------|----------------------------------|-----------|-----|--------------|
| 0.002                          | 0.002                            | 78.5      | 5.2 | <b>0.230</b> |
| 0.005                          | 0.005                            | 63.4      | 3.1 | <b>0.291</b> |
| 0.01                           | 0.01                             | 59.3      | 5.1 | <b>0.496</b> |
| 0.015                          | 0.015                            | 54.6      | 4.9 | <b>0.622</b> |
| 0.02                           | 0.02                             | 50.4      | 1.7 | <b>0.711</b> |
| 0.025                          | 0.025                            | 46.6      | 5.5 | <b>0.772</b> |
| 0.03                           | 0.03                             | 38.4      | 2.9 | <b>0.680</b> |
| 0.04                           | 0.04                             | 31.0      | 3.9 | <b>0.670</b> |
| 0.05                           | 0.05                             | 27.6      | 1.9 | <b>0.720</b> |
| 0.07                           | 0.07                             | 19.9      | 2.6 | <b>0.682</b> |

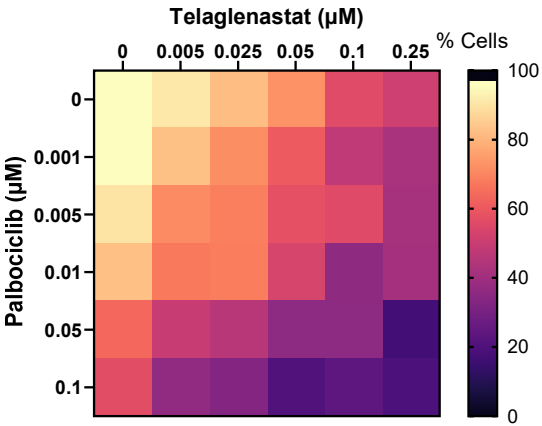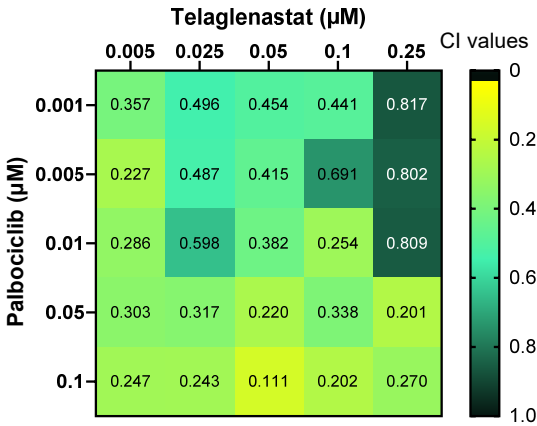

# Supplementary Figure 1

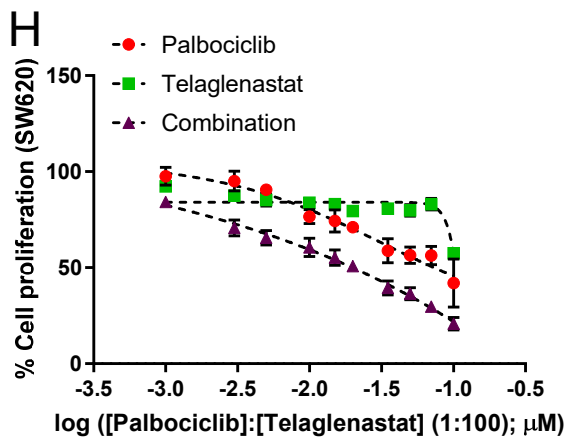

| [Palbociclib]<br>$\mu\text{M}$ | [Telaglenastat]<br>$\mu\text{M}$ | Viability | SD  | CI Value     |
|--------------------------------|----------------------------------|-----------|-----|--------------|
| 0.001                          | 0.1                              | 84.2      | 1.6 | <b>0.210</b> |
| 0.003                          | 0.3                              | 70.7      | 4.2 | <b>0.154</b> |
| 0.005                          | 0.5                              | 65.6      | 3.8 | <b>0.184</b> |
| 0.01                           | 1                                | 60.6      | 4.8 | <b>0.277</b> |
| 0.015                          | 1.5                              | 55.2      | 4.0 | <b>0.315</b> |
| 0.02                           | 2                                | 50.8      | 2.3 | <b>0.338</b> |
| 0.035                          | 3.5                              | 39.4      | 3.6 | <b>0.344</b> |
| 0.05                           | 5                                | 36.4      | 3.1 | <b>0.422</b> |
| 0.07                           | 7                                | 29.7      | 2.4 | <b>0.417</b> |
| 0.1                            | 10                               | 20.8      | 3.2 | <b>0.345</b> |

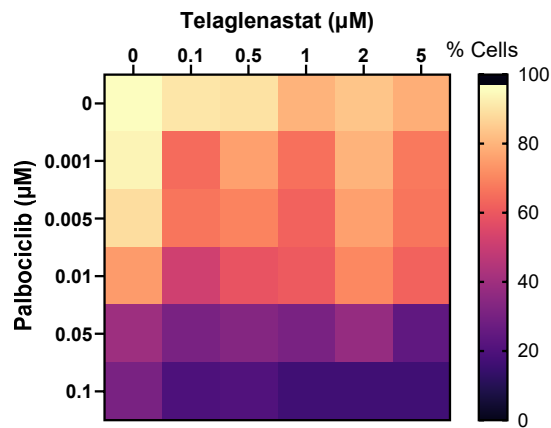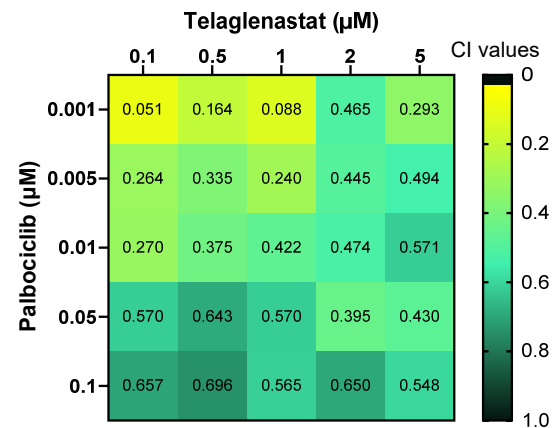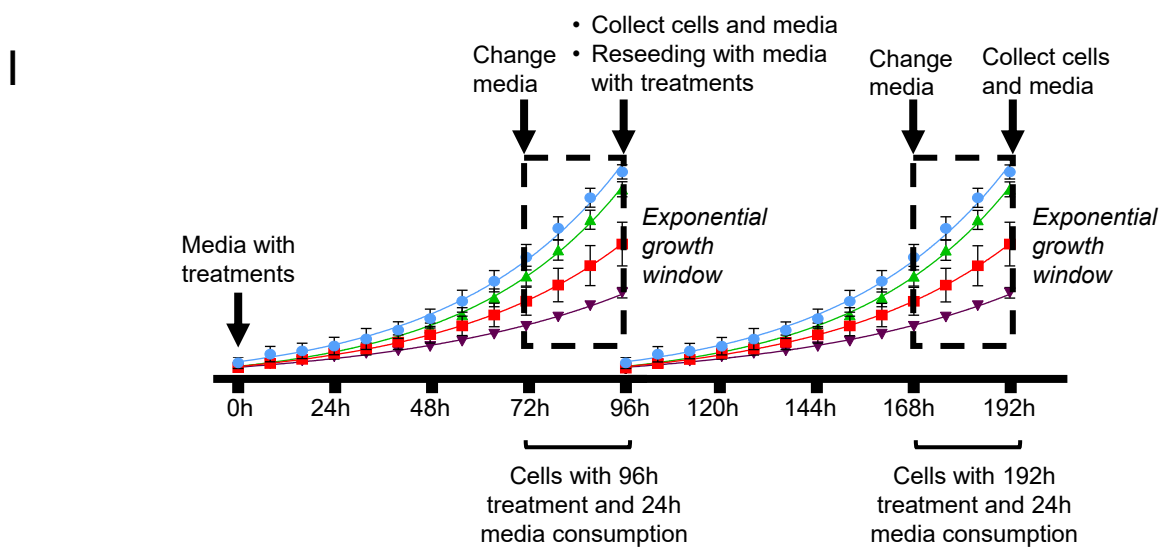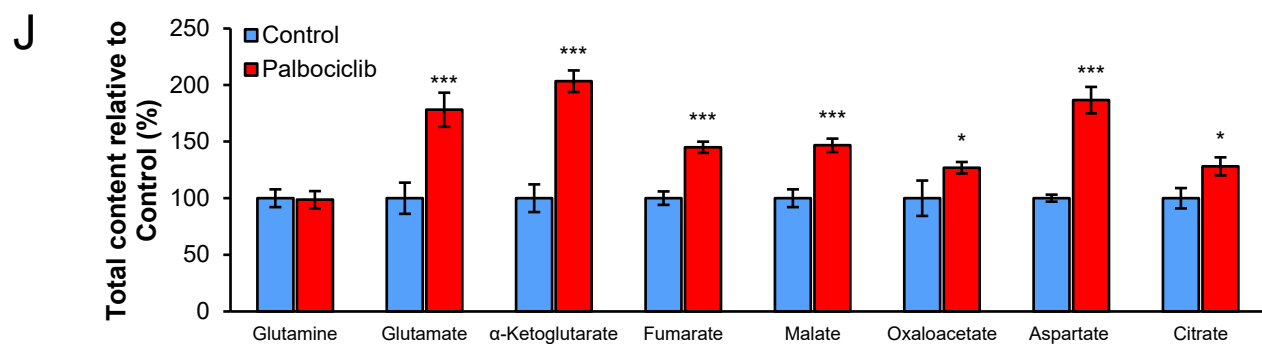

# Supplementary Figure 1

K

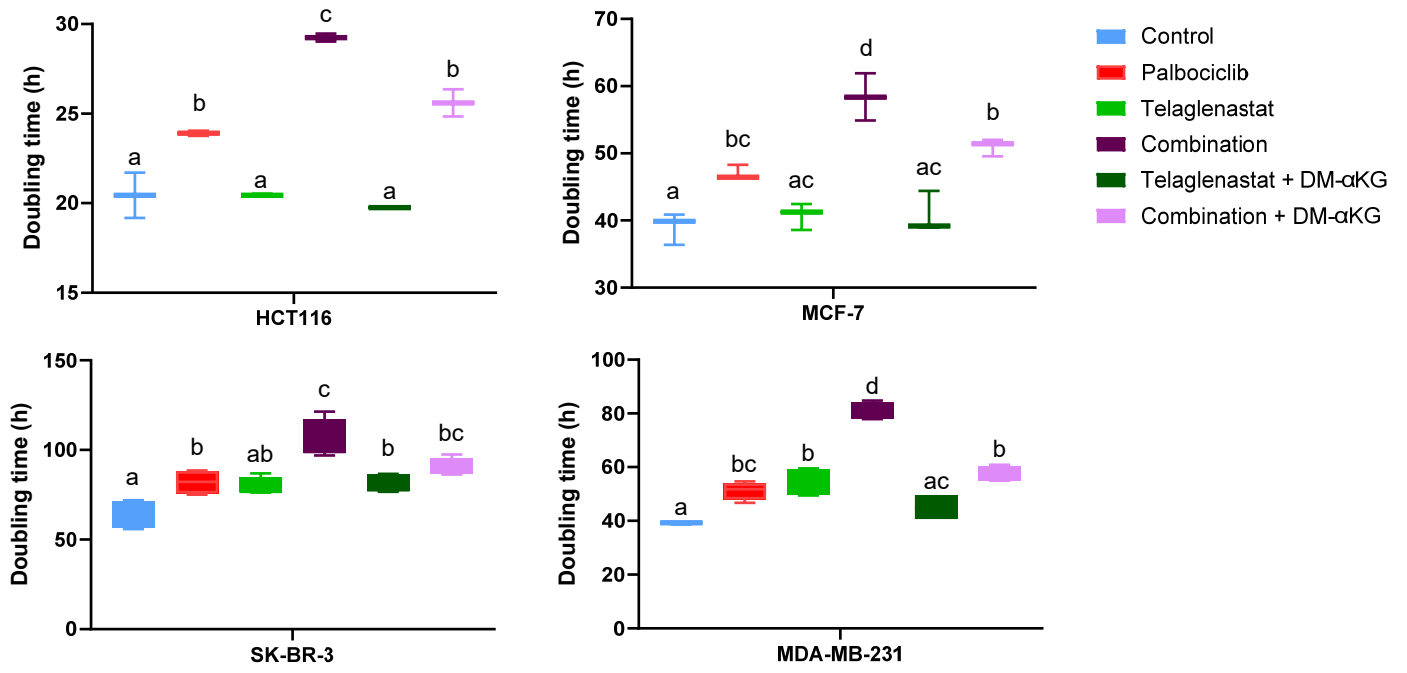

L

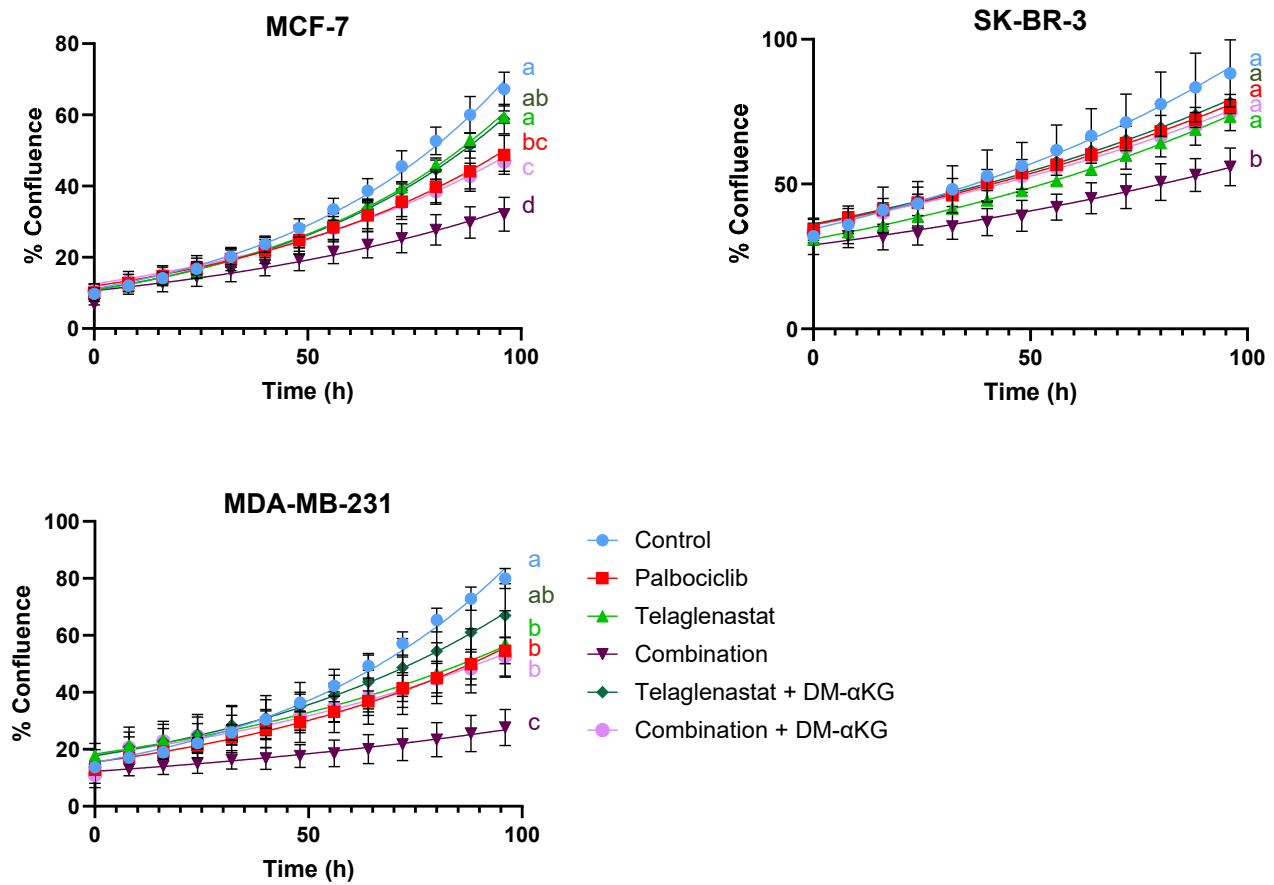

# Supplementary Figure 1

M

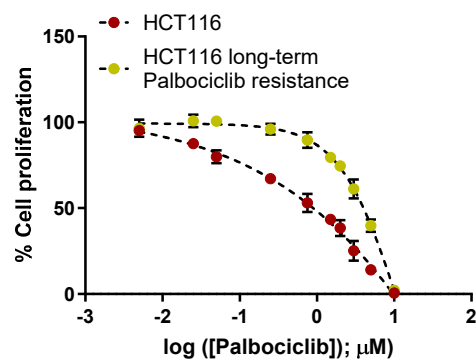

N

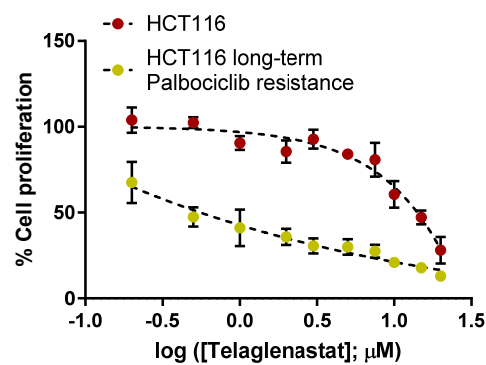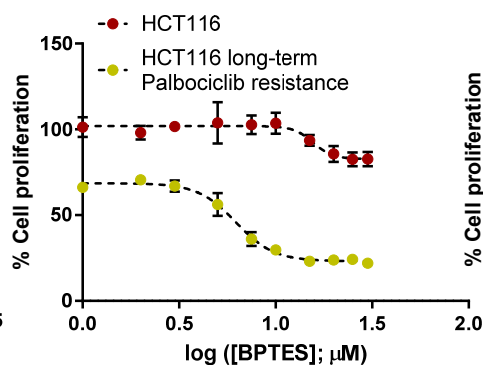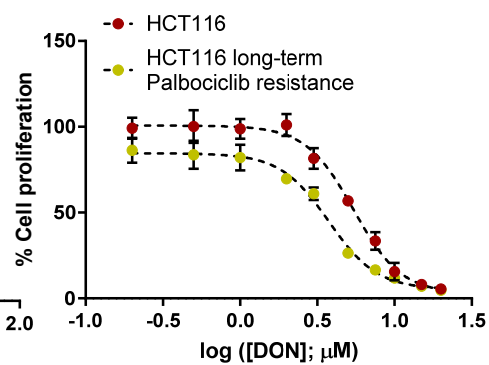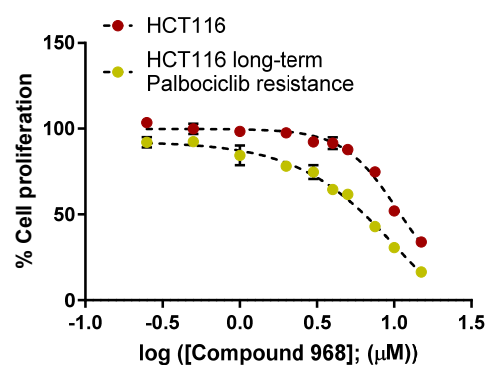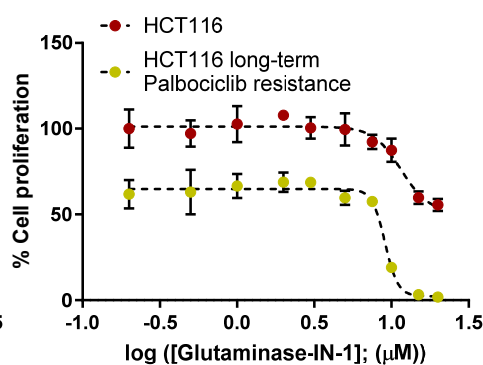

# Supplementary Figure 2

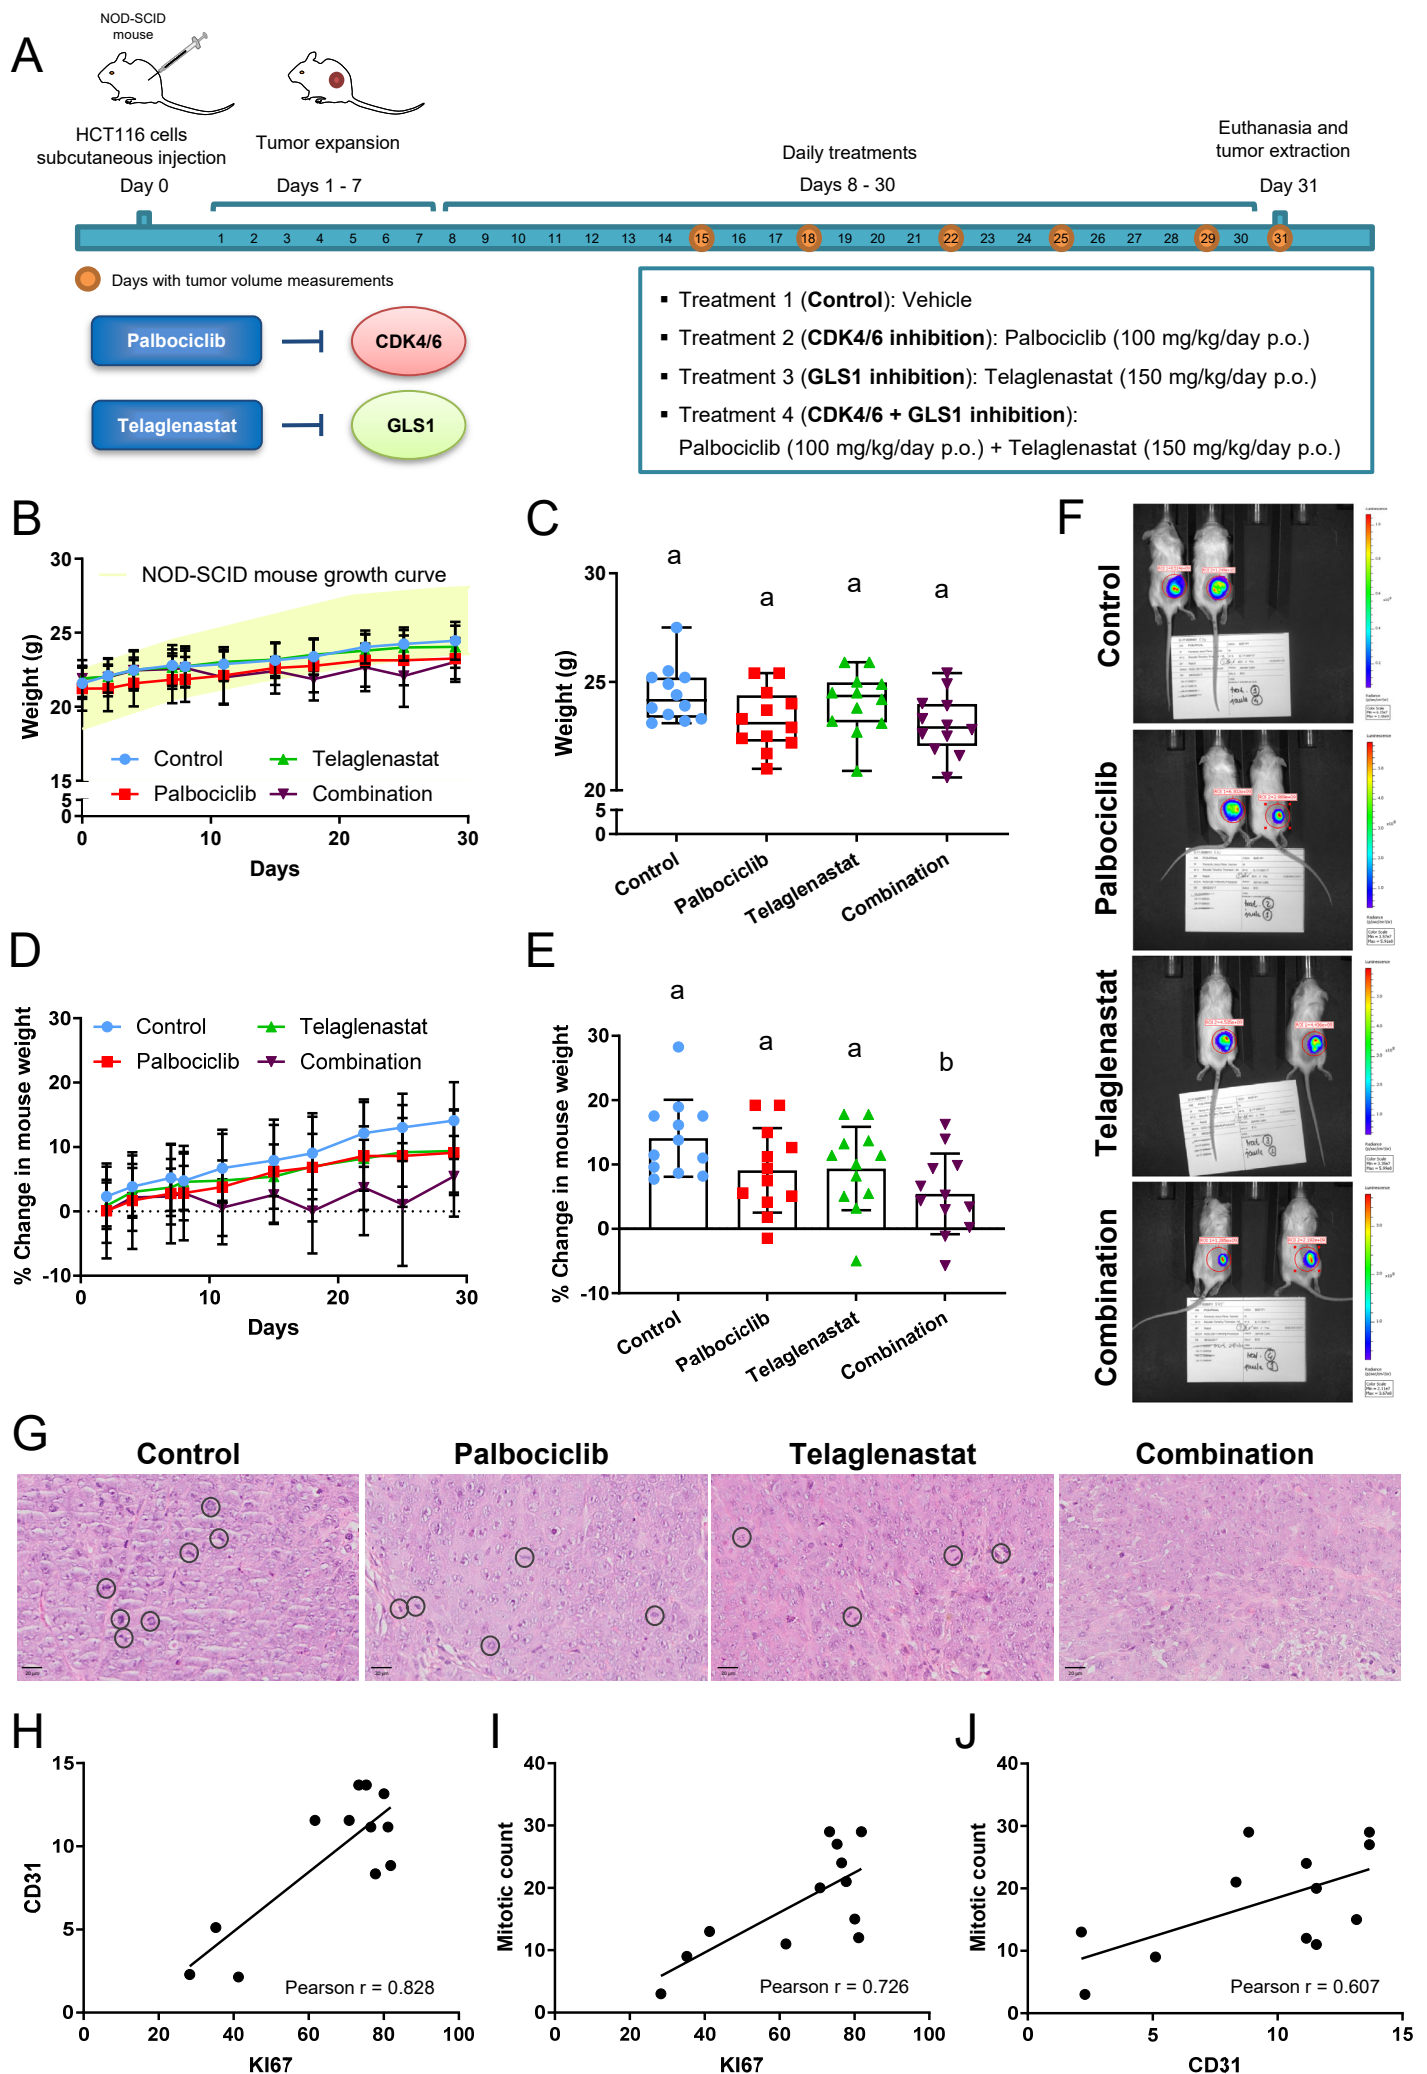

# Supplementary Figure 3

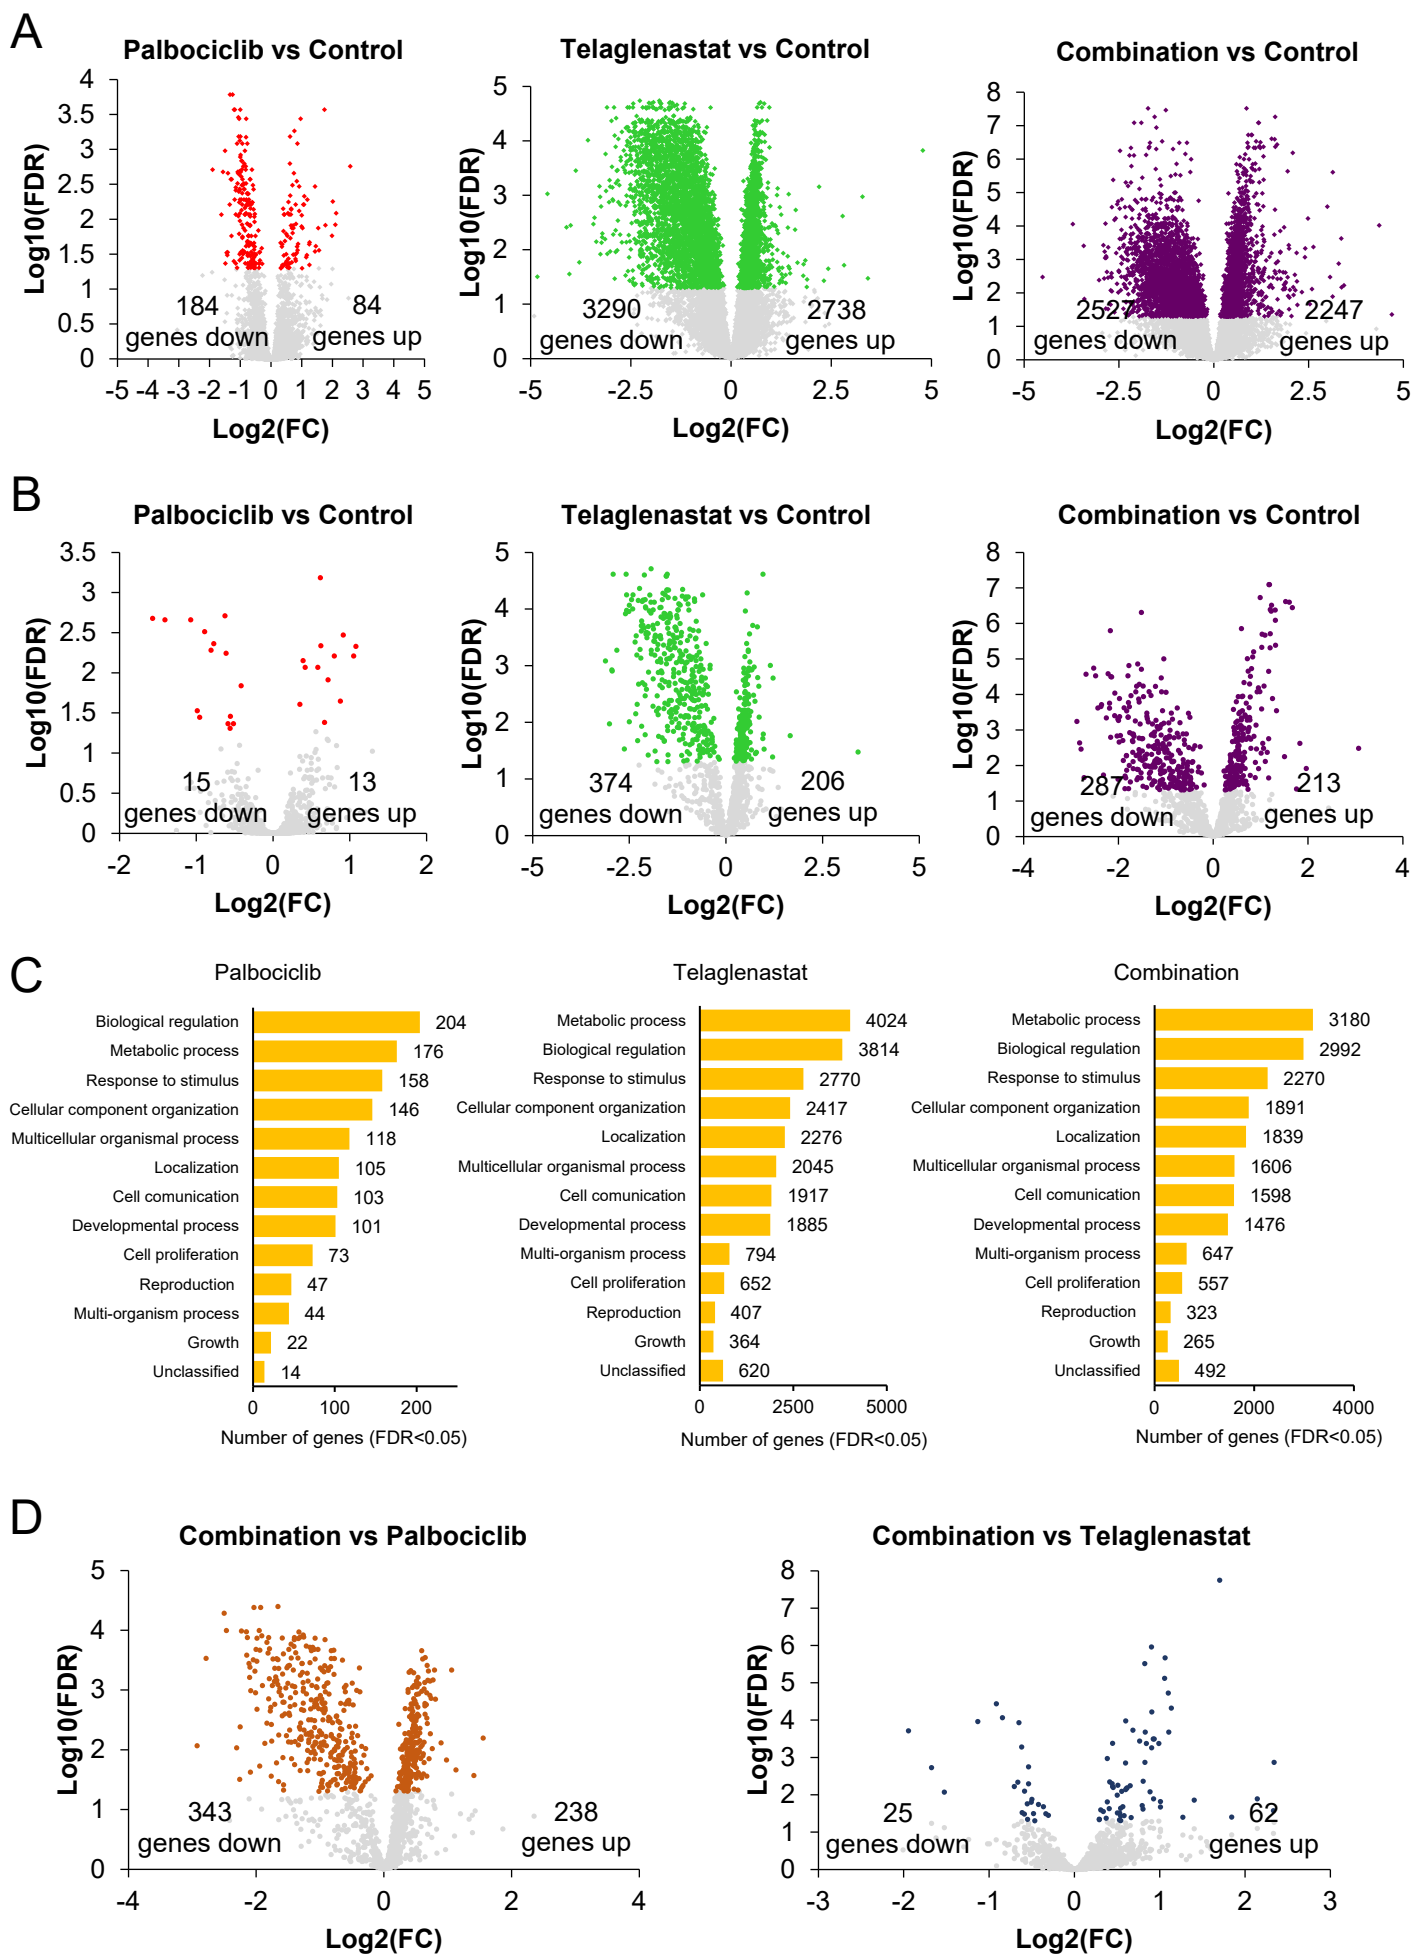

# Supplementary Figure 4

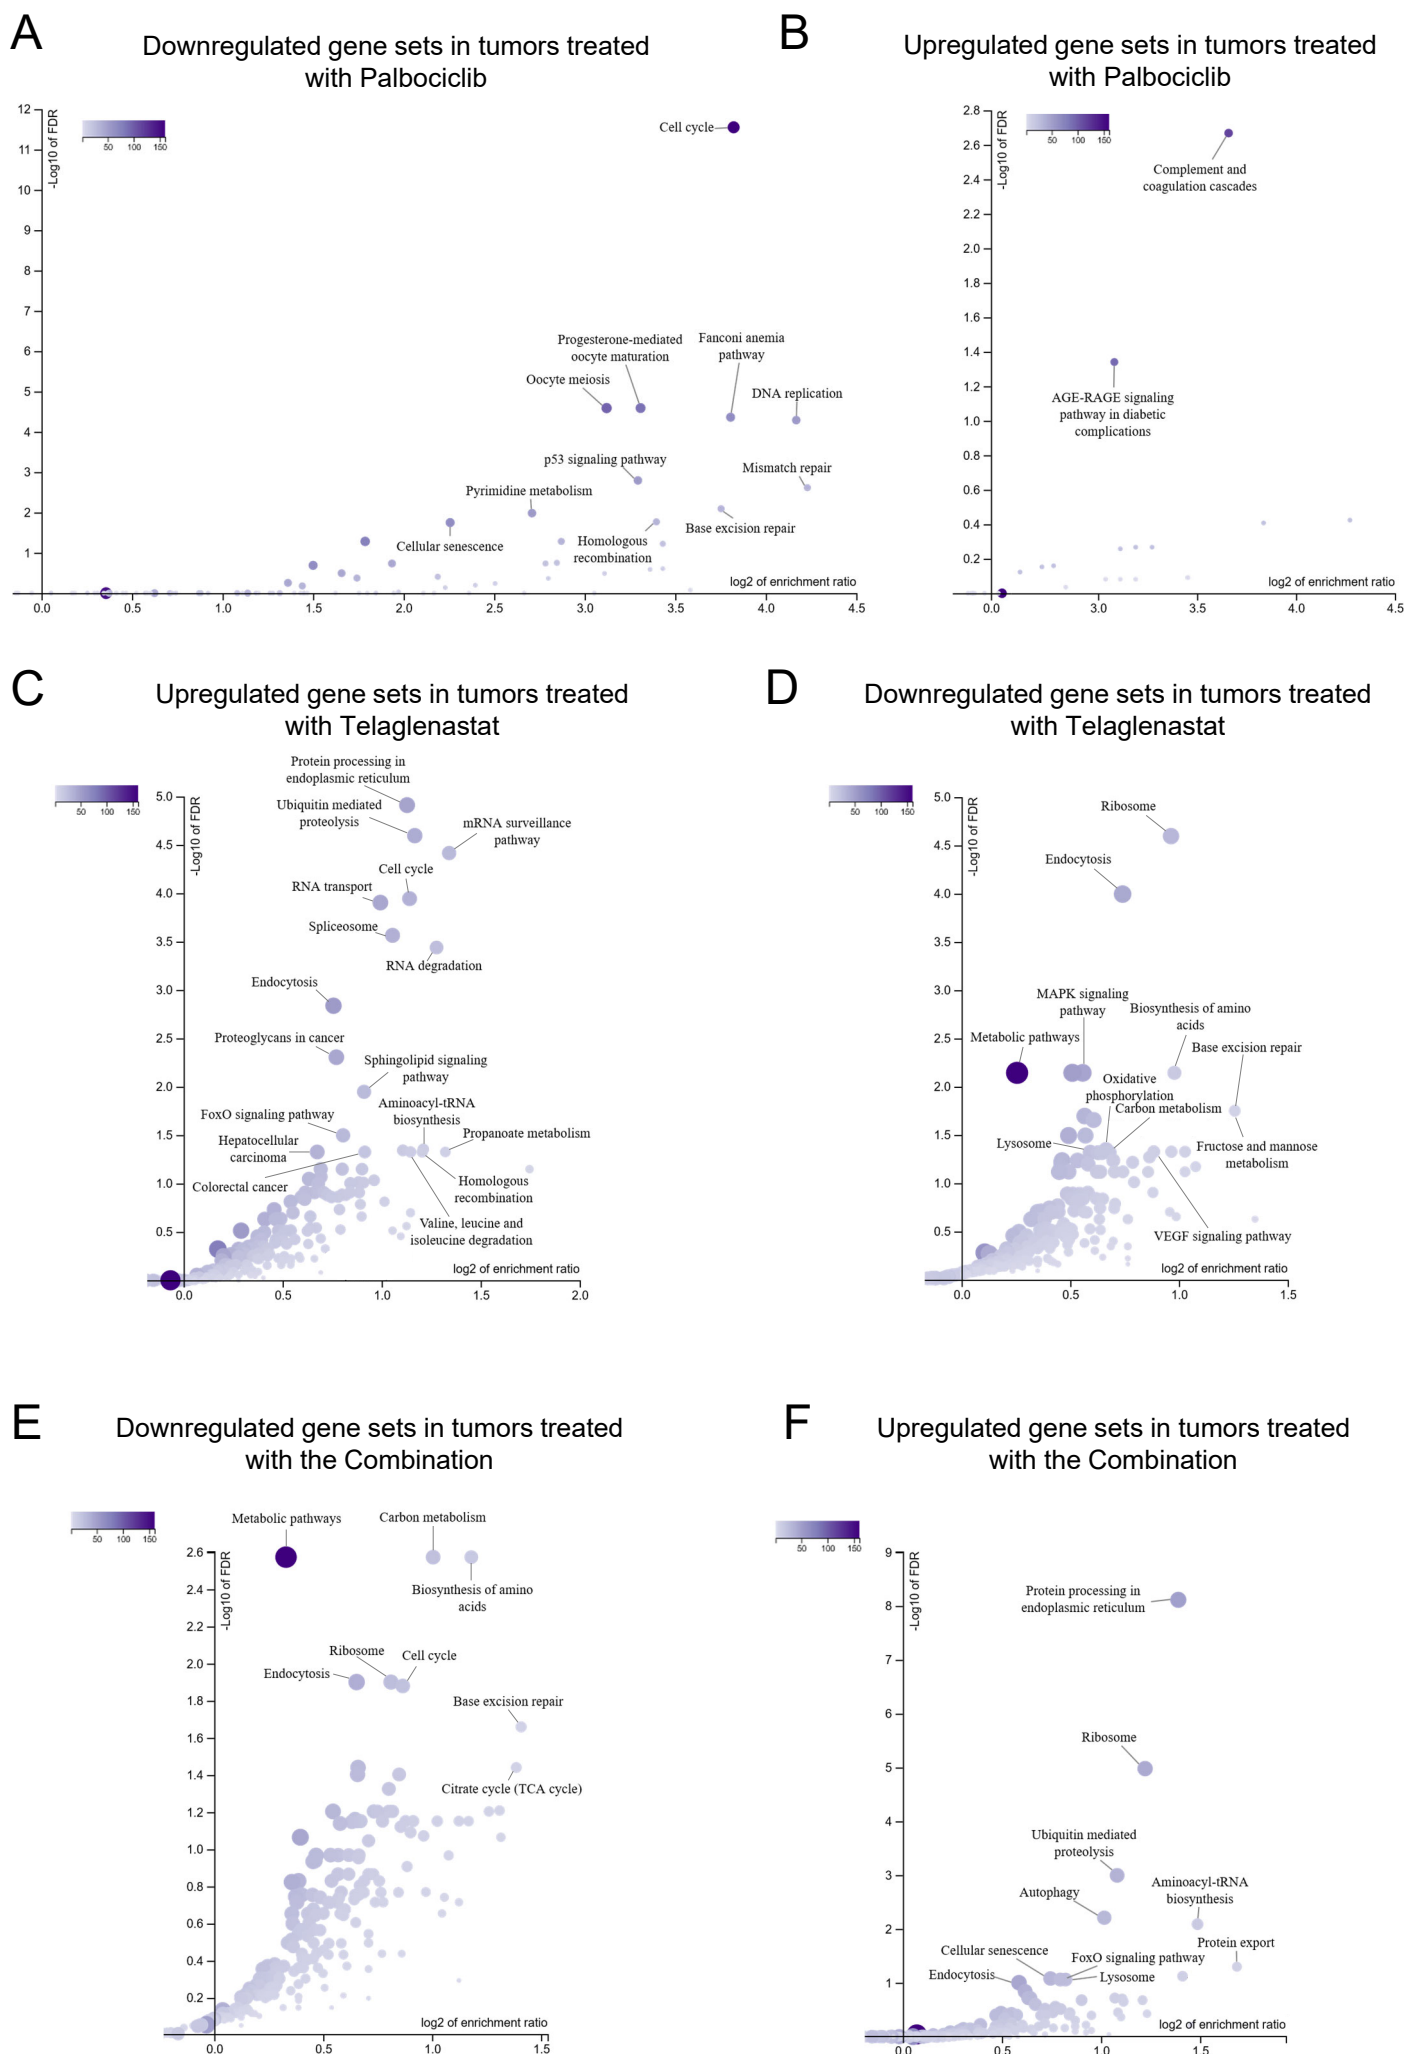

# Supplementary Figure 5

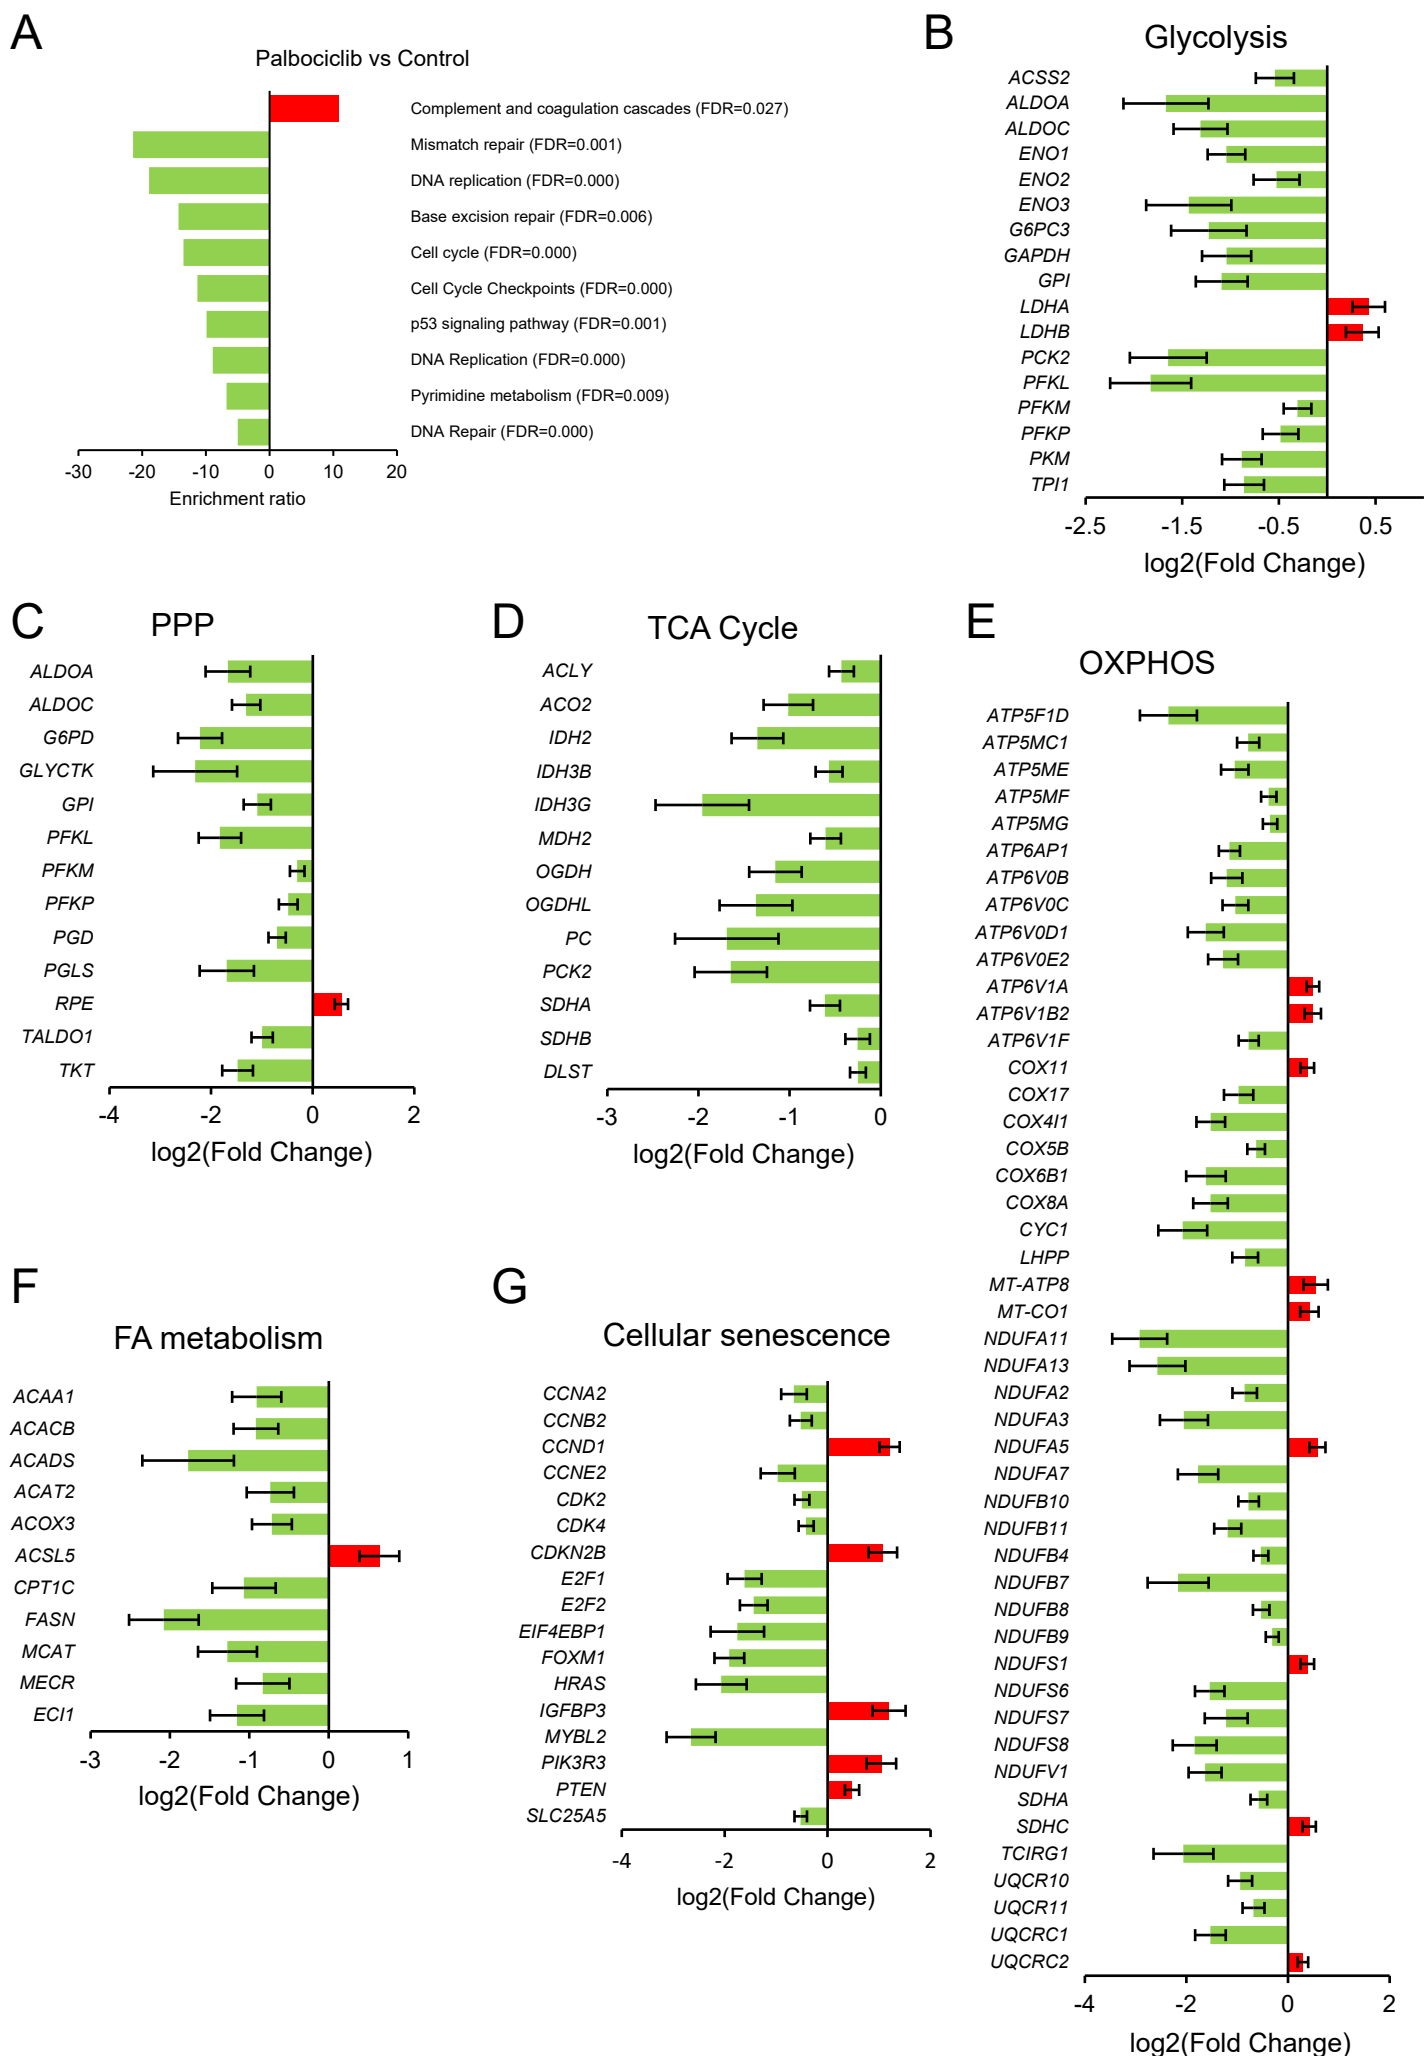

## Supplementary Figure 6

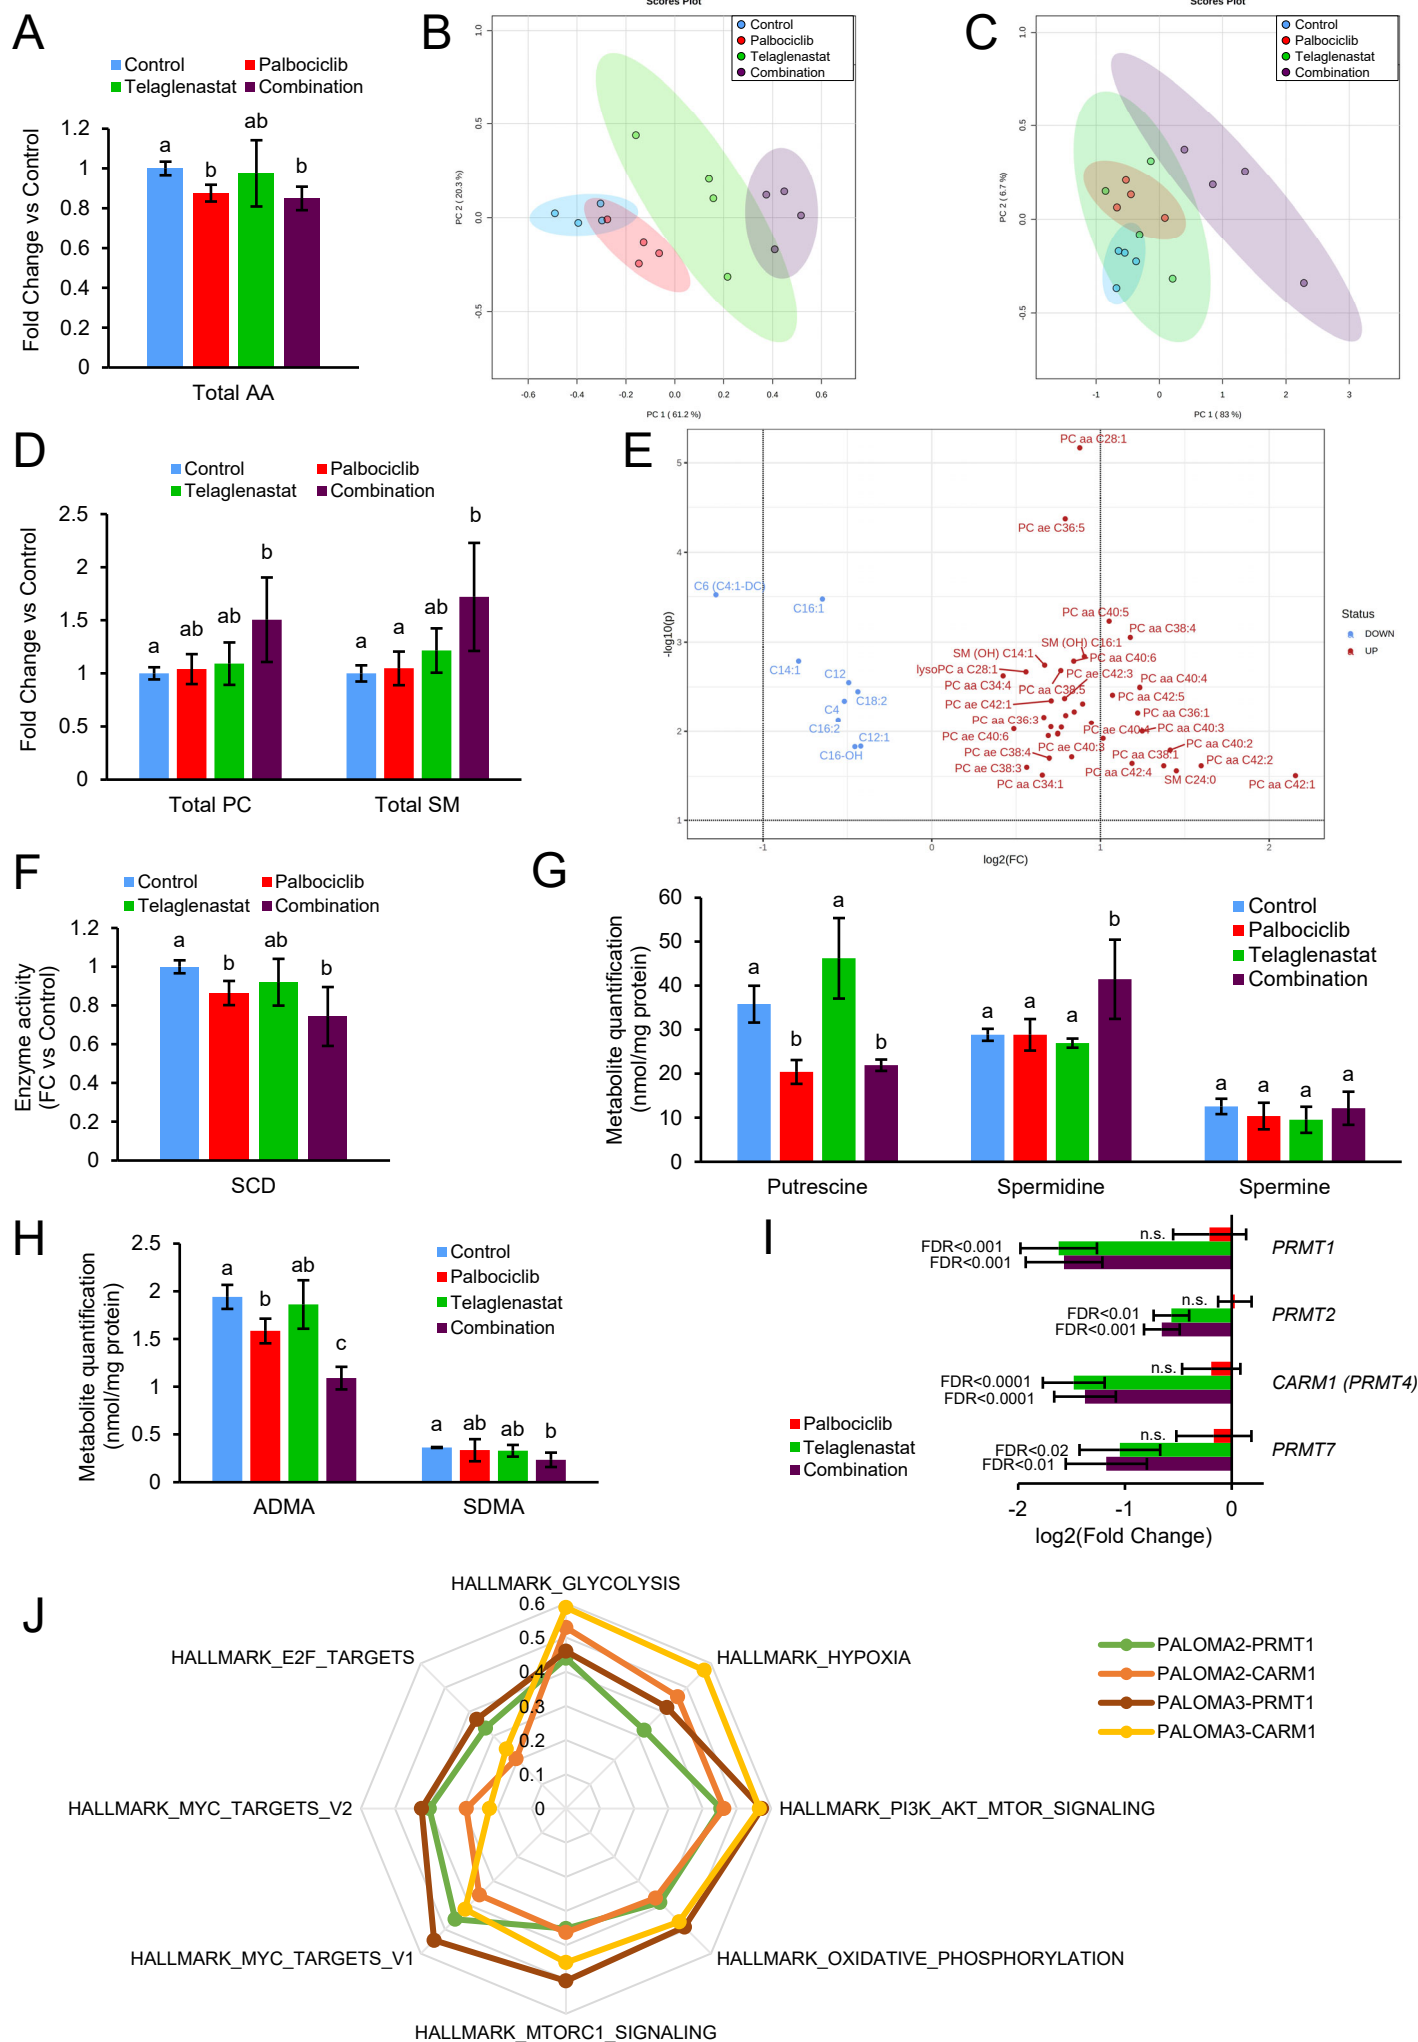

# Supplementary Figure 6

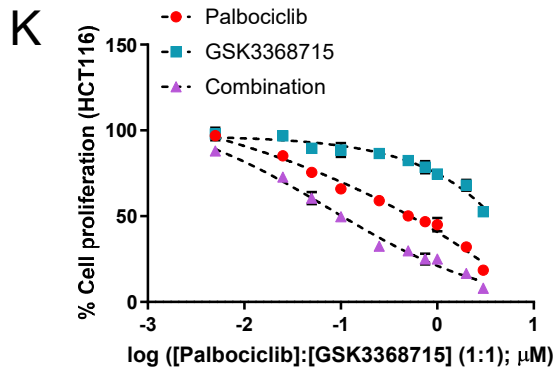

| [Palbociclib]<br>$\mu\text{M}$ | [GSK3368715]<br>$\mu\text{M}$ | Viability | SD  | CI Value     |
|--------------------------------|-------------------------------|-----------|-----|--------------|
| 0.005                          | 0.005                         | 88.1      | 2.0 | <b>0.244</b> |
| 0.025                          | 0.025                         | 72.8      | 1.6 | <b>0.256</b> |
| 0.05                           | 0.05                          | 60.6      | 3.6 | <b>0.219</b> |
| 0.1                            | 0.1                           | 49.7      | 1.9 | <b>0.223</b> |
| 0.25                           | 0.25                          | 32.6      | 1.0 | <b>0.188</b> |
| 0.5                            | 0.5                           | 29.8      | 0.7 | <b>0.308</b> |
| 0.75                           | 0.75                          | 25.0      | 3.2 | <b>0.320</b> |
| 1                              | 1                             | 25.1      | 1.1 | <b>0.430</b> |
| 2                              | 2                             | 16.7      | 1.2 | <b>0.395</b> |
| 3                              | 3                             | 8.1       | 0.8 | <b>0.169</b> |

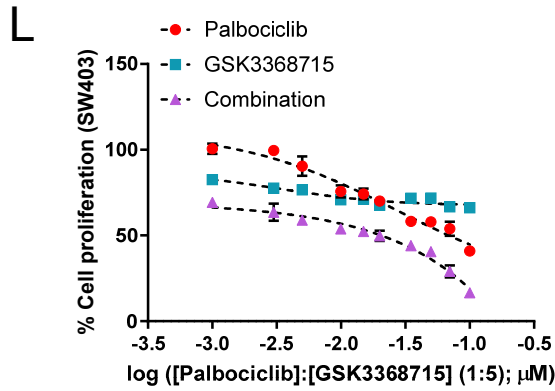

| [Palbociclib]<br>$\mu\text{M}$ | [GSK3368715]<br>$\mu\text{M}$ | Viability | SD  | CI Value     |
|--------------------------------|-------------------------------|-----------|-----|--------------|
| 0.001                          | 0.005                         | 69.3      | 2.8 | <b>0.092</b> |
| 0.003                          | 0.015                         | 63.6      | 5.0 | <b>0.139</b> |
| 0.005                          | 0.025                         | 58.9      | 1.9 | <b>0.148</b> |
| 0.01                           | 0.05                          | 53.8      | 1.3 | <b>0.193</b> |
| 0.015                          | 0.075                         | 52.3      | 2.3 | <b>0.257</b> |
| 0.02                           | 0.1                           | 49.8      | 3.0 | <b>0.282</b> |
| 0.035                          | 0.175                         | 44.0      | 2.4 | <b>0.315</b> |
| 0.05                           | 0.25                          | 40.6      | 2.7 | <b>0.344</b> |
| 0.07                           | 0.35                          | 29.0      | 3.5 | <b>0.182</b> |
| 0.1                            | 0.5                           | 16.5      | 2.2 | <b>0.066</b> |

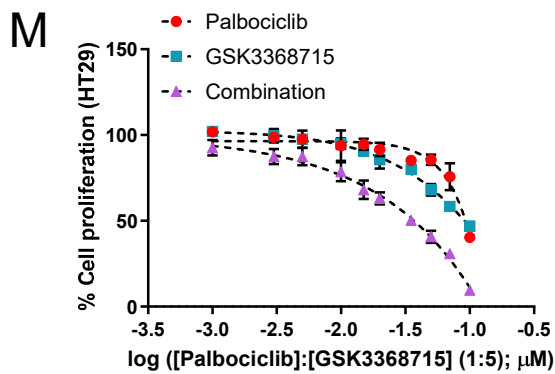

| [Palbociclib]<br>$\mu\text{M}$ | [GSK3368715]<br>$\mu\text{M}$ | Viability | SD  | CI Value     |
|--------------------------------|-------------------------------|-----------|-----|--------------|
| 0.001                          | 0.005                         | 92.6      | 4.6 | <b>0.124</b> |
| 0.003                          | 0.015                         | 87.4      | 4.4 | <b>0.228</b> |
| 0.005                          | 0.025                         | 87.4      | 5.0 | <b>0.382</b> |
| 0.01                           | 0.05                          | 78.5      | 5.6 | <b>0.455</b> |
| 0.015                          | 0.075                         | 68.1      | 5.4 | <b>0.446</b> |
| 0.02                           | 0.1                           | 63.0      | 3.5 | <b>0.499</b> |
| 0.035                          | 0.175                         | 50.3      | 2.4 | <b>0.586</b> |
| 0.05                           | 0.25                          | 40.7      | 3.5 | <b>0.627</b> |
| 0.07                           | 0.35                          | 30.8      | 2.7 | <b>0.637</b> |
| 0.1                            | 0.5                           | 9.5       | 0.6 | <b>0.321</b> |

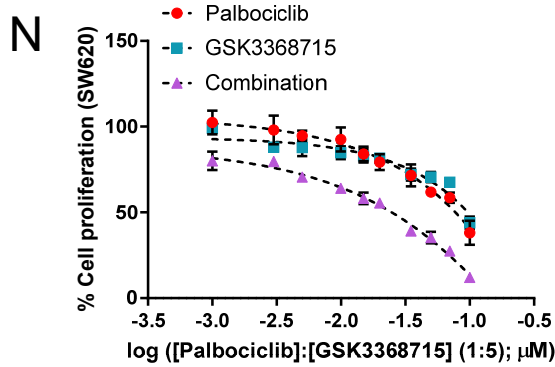

| [Palbociclib]<br>$\mu\text{M}$ | [GSK3368715]<br>$\mu\text{M}$ | Viability | SD  | CI Value     |
|--------------------------------|-------------------------------|-----------|-----|--------------|
| 0.001                          | 0.005                         | 80.0      | 5.4 | <b>0.110</b> |
| 0.003                          | 0.015                         | 79.7      | 2.8 | <b>0.321</b> |
| 0.005                          | 0.025                         | 70.6      | 2.2 | <b>0.273</b> |
| 0.01                           | 0.05                          | 64.1      | 2.4 | <b>0.370</b> |
| 0.015                          | 0.075                         | 58.2      | 3.4 | <b>0.408</b> |
| 0.02                           | 0.1                           | 55.4      | 1.7 | <b>0.473</b> |
| 0.035                          | 0.175                         | 39.2      | 1.1 | <b>0.387</b> |
| 0.05                           | 0.25                          | 35.3      | 3.4 | <b>0.460</b> |
| 0.07                           | 0.35                          | 27.4      | 1.2 | <b>0.434</b> |
| 0.1                            | 0.5                           | 12.0      | 1.6 | <b>0.223</b> |

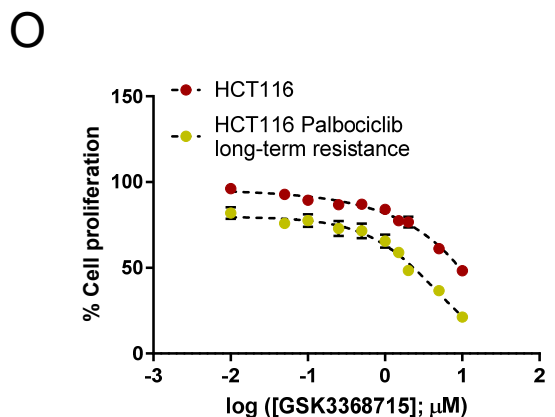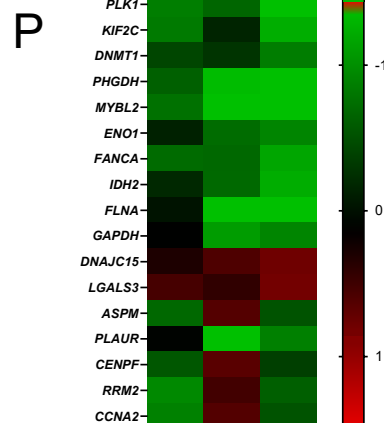

# Supplementary Figure 7

A

## Characterization of the metabolic adaptation to drug-induced stress

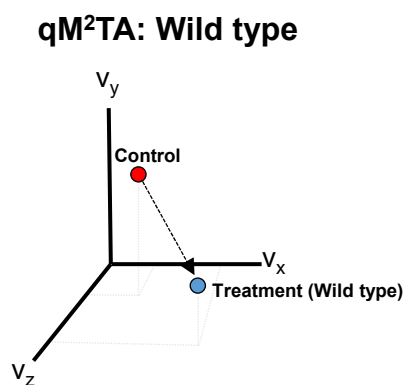

B

## Identification of potential targets

*Good target*

**qM<sup>2</sup>TA: Gene KD**

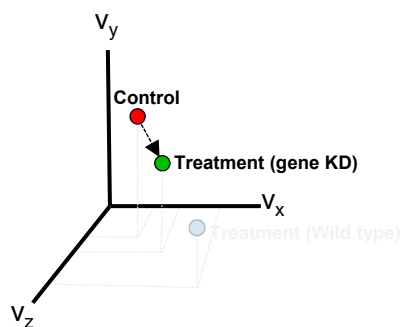

*Bad target*

**qM<sup>2</sup>TA: Gene KD**

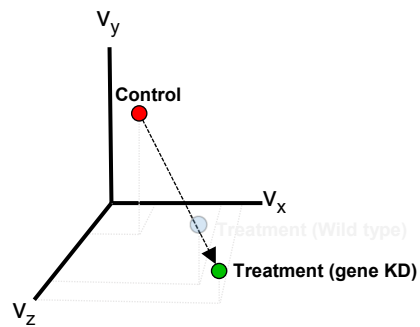

**MOMA: Gene KD**

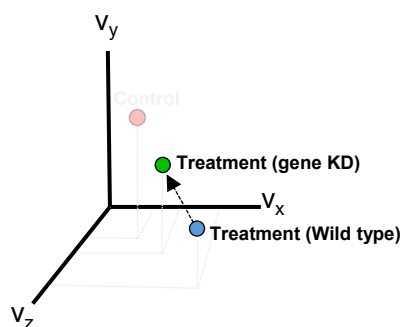

**MOMA: Gene KD**

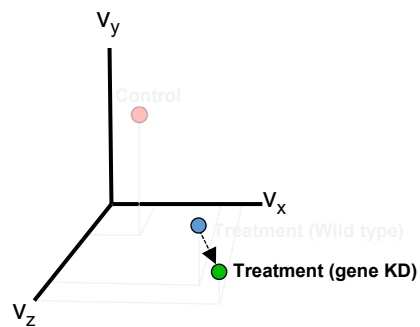

# Supplementary Figure 8

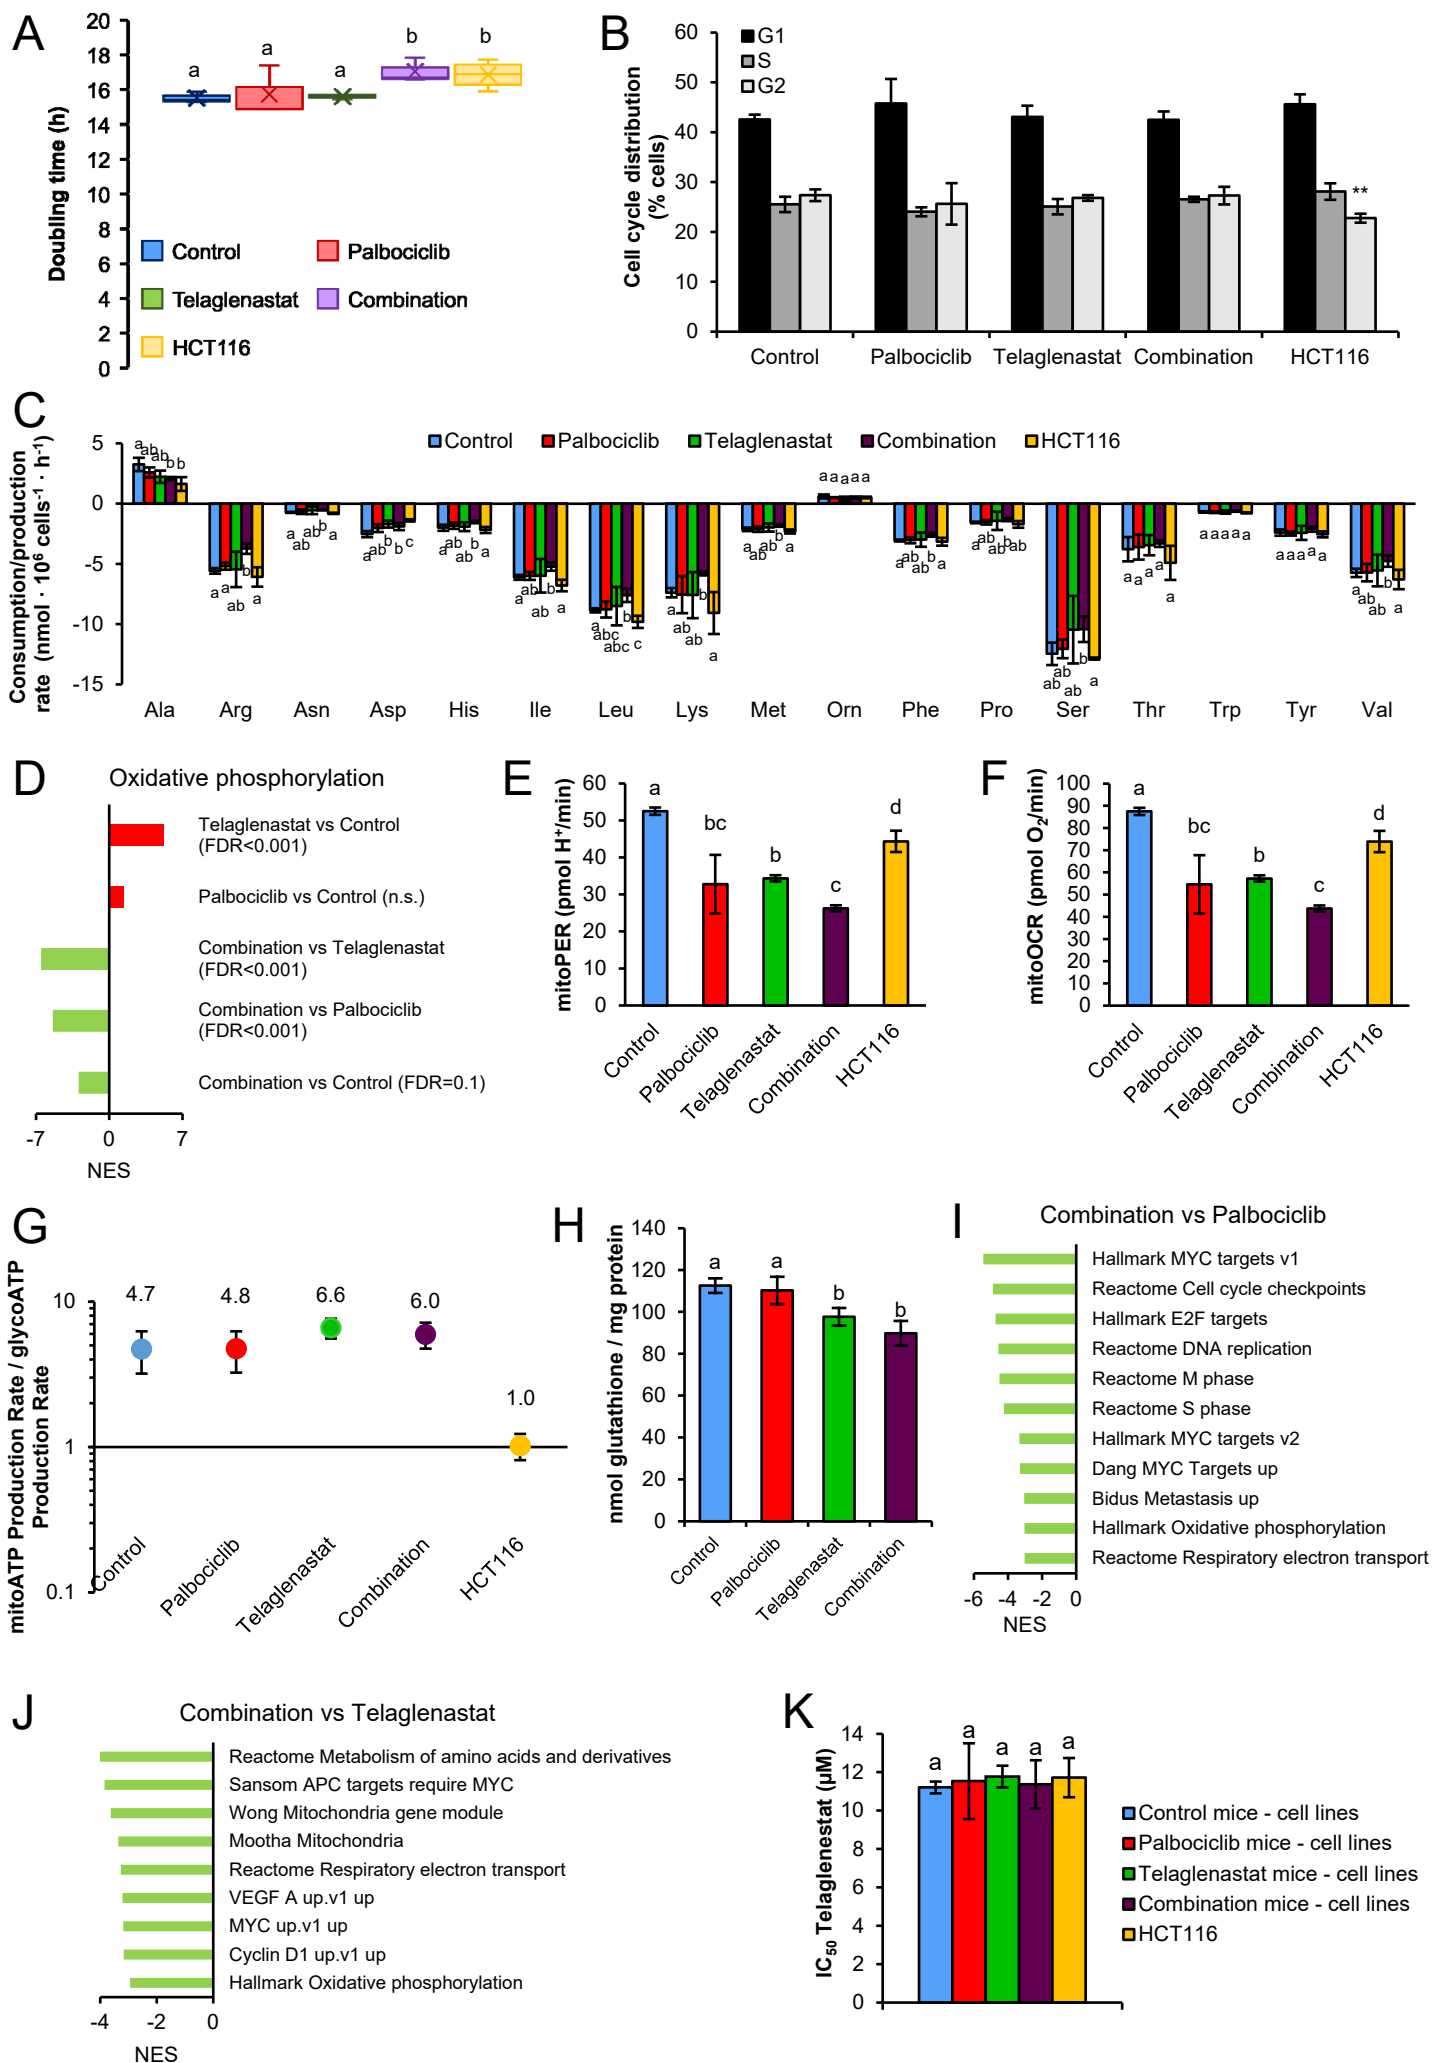

**Supplement:** Supplementary file 1 — Supplementary Figures

# Supplementary material for: Glutaminase as a metabolic target of choice to counter acquired resistance to Palbociclib by colorectal cancer cells
**Source:** Oncogene. 2025 Jul 22;44(36):3386–406. doi: 10.1038/s41388-025-03495-w
**Supplement:** Supplementary file 2 — Supplementary Figure and Table Legends

**Supplementary Figure 1 (related to Figure 1).**

A. Left, the chemical structure of Palbociclib (PD0332991). Right, the chemical structure of Telaglenastat (CB-839).

B. Synergistic antiproliferative effect of Palbociclib and Telaglenastat combined treatment. HCT116 cells were treated for 96 hours at the indicated concentrations (µM) of inhibitors. The combination index (CI) results obtained with CompuSyn software (ComboSyn, Inc., Paramus, NJ, USA) revealed a strong synergy (CI<0.3) in the antiproliferative effects of Palbociclib and Telaglenastat at each dose combination tested.

C. Representative IncuCyte live-cell images in phase-contrast of HCT116 cells treated with Palbociclib (2 µM), Telaglenastat (5 µM), or their combination at 24, 48, 72, and 96 hours. Cell confluence was monitored every 3 hours. Scale bar = 400 μm.

D. Spheroid formation assay. Left, scan (top) and phase-contrast microscope (60x, bottom) images of HCT116 spheroids grown on anchorage-independent conditions and treated for 10 days with Palbociclib (2 µM), the glutaminase inhibitors BPTES (10 µM) and Telaglenastat (5 µM), or their combination. Right, quantification of total spheroid volume. Spheroids were scored by image acquisition, followed by spheroid area and volume quantification with ImageJ. Results are represented as the percentage of total spheroid volume relative to untreated cells (mean ± SD of n=4).

E. Colony-formation assay. Left, images of HCT116 cells cultured in the absence or presence of 2 µM Palbociclib, 5 µM Telaglenastat, or their combination for 10 days. Right, quantification of the total number of colonies scored by image acquisition with ImageJ.

F-H. Cell proliferation assay. SW403 (F), HT29 (G), and SW620 (H) cells were treated with constant-ratio increasing concentrations of Palbociclib, Telaglenastat, or their combination for 96 hours, and cell quantification was assessed by Hoechst 33342 staining. Results are shown as the percentage of proliferation relative to untreated cells (mean ± SD for n=6). Top, concentration-response curves generated by data fitting with a four-parameter equation, and associated combination index (CI) values table. Bottom, dose-response cell proliferation matrix, and dose-response synergy matrix. The CI values obtained with CompuSyn software depicted a synergistic antiproliferative effect (CI<0.9) at each dose combination tested.

I. Schematic outline of the experimental procedure for the determination of the extracellular metabolic fluxes for HCT116 cells at 96 and 192 hours of treatment with Palbociclib, Telaglenastat, or their combination.

J. Quantification of intracellular metabolites related to the mitochondrial metabolism after 96 hour-treatment with 2 µM Palbociclib assessed by HPLC-MS. Results are shown as the percentage of total content relative to control cells (mean ± SD for n=3). Significance was determined by two-tailed independent sample Student’s t-tests. Statistically significant differences between treated and control cells are indicated as *P* < 0.05 (*), *P* < 0.01 (**), and *P* < 0.001 (***).

K. Box and whiskers plot of doubling time of HCT116, MCF-7, SK-BR-3, and MDA-MB-231 cells treated with Palbociclib, Telaglenastat, or their combination in the presence or absence of dimethyl α-KG (DM-αKG). Shown values are the mean ± SD of three independent experiments with four replicates each. Statistically significant differences between conditions are indicated with different letters.

L. Cell proliferation curves for MCF-7, SK-BR-3, and MDA-MB-231 cells treated with Palbociclib, Telaglenastat, or their combination, in the presence or absence of dimethyl α-KG (DM-αKG) for 96 hours. Confluence was monitored in the Olympus CM30 Incubation Monitoring System (Evident Corporation). Results are shown as mean ± SD with n=6. Statistically significant differences between conditions are indicated with different letters.

M, N. Cell proliferation assay with Palbociclib (M) or the glutaminase inhibitors Telaglenastat, BPTES, DON, Compound 968, Glutaminase-IN-1 (GLS-IN-1) (N) in parental HCT116 cells and HCT116 cells with long-term Palbociclib resistance, which were established by routinely culturing HCT116 cells in the presence of Palbociclib for four months. Cells were treated with constant-ratio increasing concentrations of Palbociclib or each glutaminase inhibitor for 96 hours and cell quantification was assessed by Hoechst 33342 staining. Results are shown as the percentage of proliferation relative to untreated cells (mean ± SD for n=6).

**Supplementary Figure 2 (related to Figure 2).**

A. Schematic outline of the experimental procedure for testing the combined therapy *in vivo*: NOD-SCID mice were injected subcutaneously with HCT116 cells (1 × 10^6^ cells/mouse) (Day 0). After seven days of tumor expansion, the mice were randomized into four groups and treated daily for 23 days with vehicle (Control), Palbociclib (PD0332991), Telaglenastat (CB-839), or their combination (PD0332991+CB-839) (n=12 per group). Tumor volume was measured with a Vernier caliper at the indicated days (orange circles). On Day 31, mice were euthanized, and tumors were extracted.

B. Mean mouse weights for each treatment group were measured every 2-3 days (n=12 per group). Data are presented as mean ± SD. Yellow shadow delimits the growth curve range of male NOD.CB17-Prkdcscid/scid/Rj mice (data from Janvier Labs).

C. Final body weight of individual mice at the end of the treatments (n=12 per group). Data are represented in a box and whiskers plot, with the whiskers representing the minimum and maximum values, all data points shown, and the median indicated.

D. Percentage change in mouse weights from the start of the experiment normalized to the weight of Day 0. Data are shown as mean ± SD.

E. Percentage change in individual mice weights at the end of the treatments (n=12 per group). Data are represented as mean ± SD.

F. Representative bioluminescence imaging of mice with luciferase-expressing HCT116 subcutaneous colorectal cancer xenografts after D-luciferin injection. Tumor progression and treatment effects were monitored by 2D bioluminescence imaging (BLI) of average radiance (photons (p)/s/cm^2^/steradian (sr)).

G. Representative histopathology images of Hematoxylin and Eosin (H & E) stained human colon carcinoma xenografts generated from HCT116 cells; magnification x500, scale bar = 20 μm. Circles indicate mitotic figures.

H-J. Pearson linear correlation between %CD31 and %KI67 positive cells (G), mitotic count and %KI67 positive cells (H), and mitotic count and %CD31 positive cells (I).

Data information: Significance was determined by ANOVA and Tukey’s multiple comparisons test with α=0.05. Statistically significant differences between conditions are indicated with different letters.

**Supplementary Figure 3 (related to Figure 3).**

A. Volcano plots illustrating the differential gene expression between Palbociclib, Telaglenastat, or the combined treatment and control tumors. The x-axis corresponds to the magnitude of change (log2 of the fold change), and the y-axis is the statistical significance (-log10 of the false discovery rate adjusted P-value (FDR)). Genes with FDR < 0.05 were considered statistically significant.

B. Volcano plots depicting the metabolic genes differentially expressed between Palbociclib, Telaglenastat, or the combined treatment and control tumors. Metabolic genes are defined as genes that are associated with reactions or transport processes in the Recon3D genome-scale reconstruction of human metabolism.

C. Top-ranked biological processes affected by Palbociclib, Telaglenastat, or the combined treatments obtained by the transcriptome profiling of HCT116 tumors. The number of differentially expressed (FDR < 0.05) genes assigned to each process is reported next to the bars.

D. Volcano plots portraying the metabolic genes differentially expressed between Palbociclib or Telaglenastat and the combined treatment.

**Supplementary Figure 4 (related to Figure 3). Volcano plots of over-representation analysis (ORA) results.** Volcano plots representing the -log10 of FDR against enrichment ratio or NES for all the categories in the search database. Significant categories are near the upper corners. The size and color intensity of the dots are proportional to the number of overlapping genes between the gene set of the category and the differentially expressed genes of each treatment.

A. Downregulated gene sets in tumors treated with Palbociclib.

B. Upregulated gene sets in tumors treated with Palbociclib.

C. Upregulated gene sets in tumors treated with Telaglenastat.

D. Downregulated gene sets in tumors treated with Telaglenastat.

E. Downregulated gene sets in tumors treated with the combination of Palbociclib and Telaglenastat.

F. Upregulated gene sets in tumors treated with the combination of Palbociclib and Telaglenastat.

**Supplementary Figure 5 (related to Figure 3). Transcriptomic analysis of Palbociclib, Telaglenastat, and their combination treatments *in vivo*.**

A. Over-representation analysis (ORA) of downregulated (green) or upregulated (red) gene sets in tumors treated with Palbociclib for 23 days (FDR < 0.05).

B-G. Genes related to glycolysis (B), pentose phosphate pathway (PPP) (C), tricarboxylic acid (TCA) cycle (D), oxidative phosphorylation (OXPHOS) (E), fatty acid (FA) metabolism (F), and cellular senescence (G) that are differentially expressed (*p* adjusted < 0.05) in HCT116 tumors treated with the combination of Palbociclib and Telaglenastat compared to control tumors.

**Supplementary Figure 6 (related to Figure 4). Tumor metabolic profiling.** The metabolic quantification of tumors treated with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat was determined by tandem mass spectrometry coupled to liquid chromatography (LC/MS/MS) or flow injection analysis (FIA/MS/MS).

A. Quantification of total amino acids (AA) in tumors treated with Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat relative to control tumors.

B. Principal component analysis of the amino acid metabolic profiling of the tumors treated with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat.

C. Principal component analysis of the lipidomic profiling of the tumors treated with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat.

D. Quantification of total phosphatidylcholines (PC) and sphingomyelins (SM) in tumors treated with Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat relative to control tumors.

E. Volcano plot (-log10(P-value) vs log2(FC)) of the significant (P-value < 0.05) changes in lipid metabolites between tumors treated with the combination of Palbociclib and Telaglenastat and control tumors. For phosphatidylcholines (PC), the total number of carbon atoms and double bonds of the diacyl (aa) or acyl–alkyl (ae) groups is represented by Cx:y, where x indicates the number of carbons and y the number of double bonds. The same notation is used for describing the length and the number of double bonds in the acyl chain of acylcarnitines (C), lysophosphatidylcholines (lysoPC), sphingomyelins (SM) and hydroxylated sphingomyelins (SM (OH)).

F. Estimation of stearoyl CoA-desaturase (SCD) enzyme activity relative to the control condition.

G. Quantification of putrescine, spermidine, and spermine in tumors treated with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat.

H. Quantification asymmetric dimethylarginine (ADMA) and symmetric dimethylarginine (SDMA) in tumors treated with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat.

I. Protein arginine methyltransferases (PRMTs) genes differentially expressed (*p* adjusted < 0.05) in tumors treated with Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat compared to control tumors.

J. Pearson’s correlation between the enrichment of hallmark gene sets associated with Palbociclib resistance and the gene expression of *PRMT1* and *CARM1* in PALOMA-2/3 clinical trials.

K-N. Cell proliferation assay for the combination of Palbociclib and the PRMT type I inhibitor GSK3368715. HCT116 (K), SW403 (L), HT29 (M), and SW620 (N) cells were treated with constant-ratio increasing concentrations of Palbociclib, GSK3368715, or their combination for 96 hours, and cell quantification was assessed by Hoechst 33342 staining. Results are shown as the percentage of proliferation relative to untreated cells (mean ± SD for n=6). Left, concentration-response curves generated by data fitting with a four-parameter equation. Right, associated combination index (CI) values tables. The CI values obtained with CompuSyn software depicted a synergistic antiproliferative effect (CI<0.7) at each dose combination tested.

O. Cell proliferation assay with the PRMT type I inhibitor GSK3368715 in parental HCT116 cells and HCT116 cells with long-term Palbociclib resistance, which were established by routinely culturing HCT116 cells in the presence of Palbociclib for four months. Cells were treated with constant-ratio increasing concentrations of GSK3368715 for 96 hours and cell quantification was assessed by Hoechst 33342 staining. Results are shown as the percentage of proliferation relative to untreated cells (mean ± SD for n=6).

P. Heatmap of the expression of genes associated with Palbociclib resistance, as identified in the PEARL clinical trial, in tumors treated with Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat. Only the genes that are differentially expressed (p adjusted < 0.05) in HCT116 tumors treated with the combination of Palbociclib and Telaglenastat compared to control tumors are shown.

Data information: Significance was determined by one-way ANOVA and Tukey’s multiple comparisons test with α=0.05. Statistically significant differences between conditions are indicated with different letters (except where stated otherwise). Shown values are mean ± SD for n=4.

**Supplementary Figure 7 (related to Figure 5). Quadratic Metabolic transformation Algorithm (qM^2^TA).**

A. qM^2^TA applied to the characterization of the metabolic adaptation to drug-induced stress. qM^2^TA is used to simulate the flux changes associated with adaptation to drug-induced stress starting from the control. A hypothetical transition is shown in a 3D space for the flux through the reactions (v_x_, v_y_, v_z_).

B. Identification of potential targets. Targets are evaluated by simulating the capacity of gene knockdowns (KD) to inhibit the metabolic transformation (qM^2^TA: Gene KD) and reverting the drug-adapted metabolic state (MOMA: Gene KD). A good target would be one that partially impedes the metabolic transformation from control to drug-induced stress while also allowing to partially revert the drug-induced stress metabolic state to the control state.

**Supplementary Figure 8 (related to Figure 6). Characterization of cell lines derived from HCT116 xenografts.** Twelve cell lines were obtained from HCT116 tumors from mice that had been treated daily with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat for 23 days (three cell lines per condition). All cell lines were grown in the absence of chemotherapeutics.

A. Cell doubling time of cell lines derived from tumors that had been treated with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat, and parental HCT116 cells.

B. Cell cycle distribution in cell lines derived from tumors that had been treated with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat, and parental HCT116 cells determined by flow cytometry. Statistically significant differences between treated and control cells are indicated as P < 0.05 (*), P < 0.01 (**), and P < 0.001 (***).

C. Amino acid consumption and production rates measured by tandem mass spectrometry coupled to liquid chromatography (LC/MS/MS) after 24 hours of incubation with fresh media and normalized to cell number.

D. Normalized enrichment scores for the oxidative phosphorylation gene set between the cell lines derived from tumors.

E. Mitochondria-derived acidification (mitoPER) assessed with a Seahorse analyzer. Data are normalized to cell number and shown as the mean of three independent cell lines for each condition ± SD with n=5.

F. Mitochondrial oxygen consumption rate (mitoOCR) measured with a Seahorse analyzer. Data are normalized to cell number and shown as the mean of three independent cell lines for each condition ± SD with n=5.

G. Representation of the metabolic index (or ATP rate index) as the ratio of the mitochondrial ATP (mitoATP) production rate to the glycolytic ATP (glycoATP) production rate as a quantitative metric of the cellular metabolic phenotype.

H. Total glutathione quantification normalized to protein content for the cell lines derived from tumors that had been treated with vehicle, Palbociclib, Telaglenastat, or the combination of Palbociclib and Telaglenastat.

I-J. Gene set enrichment analysis (GSEA) of cells obtained from tumors subjected to the combined therapy compared with cells derived from tumors treated with Palbociclib (I) or Telaglenastat (J) alone.

K. IC_50_ values for Telaglenastat in cell lines derived from residual tumors from mice that had been treated with vehicle, Palbociclib, Telaglenastat, and the combination of Palbociclib and Telaglenastat *in vivo*. Bars represent the mean of the IC_50_ values of three independent cell lines for each condition ± SD with n=6.

Data information: Ala, alanine; Arg, arginine; Asn, asparagine; Asp, aspartate; Cit, citrulline; Gln, glutamine; Glu, glutamate; Gly, glycine; His, histidine; Ile, isoleucine; Leu, leucine; Lys, lysine; Met, methionine; Orn, ornithine; Phe, phenylalanine; Pro, proline; Ser, serine; Thr, threonine; Trp, tryptophan; Tyr, tyrosine; Val, valine. Shown values are the mean of three independent cell lines for each condition ± SD for n=3 (except otherwise indicated). Significance was determined by one-way ANOVA and Tukey’s multiple comparisons test with α=0.05. Statistically significant differences between conditions are represented with different letters.

**Supplementary Table 1. Summary statistics of the RNA-sequencing differential gene expression analysis performed *in vivo* and *ex vivo*.** The analysis was performed with the DESeq2 package for R and P-values were adjusted for multiple testing using the FDR method. Metabolic genes, defined as genes that are associated with reactions or transport processes in the Recon3D genome-scale reconstruction of human metabolism, are indicated.

**Supplementary Table 2. Correlation between the expression of *PRMT1* and *CARM1* genes and the gene sets enrichment in PI3K/AKT/mTOR signaling, OXPHOS, MYC signaling, mTOR signaling, hypoxia, glycolysis, and E2F signaling pathways in the PALOMA 2/3 clinical trials.** Gene enrichment was computed with the ssGSEA2 package for R, and Pearson correlation was evaluated with the cor.test function. The resulting P-values were adjusted for all tested pairs using the FDR method.

**Supplementary Table 3. Correlation between the expression of *PRMT1* and *CARM1* genes and genes associated with Palbociclib resistance or sensitivity in the PALOMA 2/3 clinical trials.** Pearson Correlation was evaluated with the cor.test function from R. The resulting P-values were adjusted for all tested pairs using the FDR method. Palbociclib resistance genes were identified in PALOMA-2/3 trials comparative biomarker analyses (57, 58).

**Supplementary Table 4. Reaction and pathway flux values computed with the quadratic metabolic transformation algorithm.** Simulated flux values in xenograft tumors for individual reactions and pathways and their variation in response to Palbociclib, Telaglenastat, or their combination are provided. Flux values were obtained by integrating transcriptomics and metabolomics with the quadratic metabolic transformation algorithm and have arbitrary units.

**Supplementary Table 5. Gene target scores computed with the quadratic metabolic transformation algorithm.** Gene target scores represent the predicted capacity of a gene knockdown to revert the metabolic adaptation to Palbociclib or Telaglenastat. Any gene with a positive score is a putative target. Genes that are significantly downregulated (adjusted P-value<0.05; Supplementary Table 1) at the gene expression level by the reciprocal treatment are also indicated.

**Supplementary Table 6. The synergistic antiproliferative effect of Palbociclib** **and Telaglenastat** **combined treatment is conserved *ex vivo*.** Cells obtained from tumors from mice that have been administered with Palbociclib and Telaglenastat combination were treated for 96 hours at the indicated concentrations (µM) of Palbociclib and Telaglenastat in a constant ratio (1:10). The combination index (CI) results obtained with CompuSyn software revealed a synergy (CI<1) in the antiproliferative effects of Palbociclib and Telaglenastat at each dose combination tested.

# Supplementary material for: Glutaminase as a metabolic target of choice to counter acquired resistance to Palbociclib by colorectal cancer cells
**Source:** Oncogene. 2025 Jul 22;44(36):3386–406. doi: 10.1038/s41388-025-03495-w
**Supplement:** Supplementary file 8 — Supplementary Table 6

**Supplementary Table 6. The synergistic antiproliferative effect of Palbociclib and Telaglenastat combined treatment is conserved *ex vivo*.** Cells obtained from tumors from mice that have been administered with Palbociclib and Telaglenastat combination were treated for 96 h at the indicated concentrations ( $\mu\text{M}$ ) of Palbociclib and Telaglenastat in a constant ratio (1:10). The combination index (CI) results obtained with CompuSyn software revealed a synergy ( $\text{CI}<1$ ) in the antiproliferative effects of Palbociclib and Telaglenastat at each dose combination tested.

Combination Index (CI) equation of Chou and Talalay and CompuSyn software

| CI value  | Agonistic effect                 |
|-----------|----------------------------------|
| <0.10     | Very strong synergism            |
| 0.10–0.30 | Strong synergism                 |
| 0.30–0.70 | Synergism                        |
| 0.70–0.90 | Moderate to slight synergism     |
| 0.90–1.10 | Nearly additive                  |
| 1.10–1.45 | Slight to moderate antagonism    |
| 1.45–3.30 | Antagonism                       |
| >3.30     | Strong to very strong antagonism |

|                                |                                  | Cell line 1 derived from tumor 1 treated with Combination |     |              | Cell line 2 derived from tumor 2 treated with Combination |     |              | Cell line 3 derived from tumor 3 treated with Combination |     |              |
|--------------------------------|----------------------------------|-----------------------------------------------------------|-----|--------------|-----------------------------------------------------------|-----|--------------|-----------------------------------------------------------|-----|--------------|
| [Palbociclib]<br>$\mu\text{M}$ | [Telaglenastat]<br>$\mu\text{M}$ | Viability                                                 | SD  | CI Value     | Viability                                                 | SD  | CI Value     | Viability                                                 | SD  | CI Value     |
| 0.04                           | 0.4                              | 80.9                                                      | 1.5 | <b>0.450</b> | 76.8                                                      | 1.0 | <b>0.615</b> | 78.6                                                      | 1.9 | <b>0.662</b> |
| 0.08                           | 0.8                              | 71.0                                                      | 2.3 | <b>0.398</b> | 64.7                                                      | 5.6 | <b>0.386</b> | 67.0                                                      | 2.7 | <b>0.400</b> |
| 0.15                           | 1.5                              | 59.7                                                      | 3.3 | <b>0.367</b> | 55.6                                                      | 2.0 | <b>0.379</b> | 57.2                                                      | 1.3 | <b>0.350</b> |
| 0.3                            | 3                                | 52.2                                                      | 2.0 | <b>0.486</b> | 48.9                                                      | 5.2 | <b>0.514</b> | 48.9                                                      | 4.8 | <b>0.404</b> |
| 0.5                            | 5                                | 50.7                                                      | 5.4 | <b>0.749</b> | 47.9                                                      | 3.0 | <b>0.813</b> | 48.1                                                      | 1.1 | <b>0.641</b> |
| 0.65                           | 6.5                              | 49.0                                                      | 2.4 | <b>0.891</b> | 43.9                                                      | 2.5 | <b>0.869</b> | 43.5                                                      | 0.8 | <b>0.632</b> |
| 0.8                            | 8                                | 42.8                                                      | 1.5 | <b>0.797</b> | 41.0                                                      | 5.0 | <b>0.940</b> | 41.8                                                      | 3.3 | <b>0.704</b> |
| 0.9                            | 9                                | 37.9                                                      | 3.5 | <b>0.698</b> | 35.0                                                      | 2.6 | <b>0.834</b> | 37.7                                                      | 3.6 | <b>0.627</b> |
| 1.1                            | 11                               | 27.0                                                      | 1.6 | <b>0.476</b> | 26.3                                                      | 1.8 | <b>0.764</b> | 17.7                                                      | 1.0 | <b>0.238</b> |
| 1.4                            | 14                               | 13.5                                                      | 2.1 | <b>0.245</b> | 11.1                                                      | 2.4 | <b>0.616</b> | 8.6                                                       | 1.7 | <b>0.140</b> |

How the deposited data were processed for this re-analysis (not part of the article)

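The data are RNA-seq libraries of HCT116 colorectal carcinoma cells, 16 from xenografts of mice treated with vehicle (Control, 3 tumors), Palbociclib (5), Telaglenastat (4) or the combination (4), and 12 from cell cultures derived from such tumors, 3 for each treatment. Conditions and replicate numbers were taken from the sample labels and checked against the paper, and all 28 libraries were used. The cultures have no record of which tumor each came from, so they were treated as separate libraries and not paired with tumors.

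The authors purified poly(A) RNA of an RNA integrity number above 8, prepared strand-specific libraries with uracil in the second strand, sequenced 60-base single-end reads, aligned them to the Ensembl genome and counted reads per gene with STAR. The deposited values are these counts, whole numbers per gene and library without normalization. For the paper's own results, the authors used DESeq2 for genes, GSEA on MSigDB sets and over-representation analysis with WebGestalt. The genome build, the annotation release and whether the counting used strand are not stated in the paper's text, so overlapping and antisense genes and genes with pseudogenes are described as uncertain where they are named.

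Of 58278 genes counted, 22232 had no count in any library. Gene IDs were matched to GENCODE release 29 on GRCh38, which gave 57940 matches (55109 with the same ID version), and genes without a match held 0.0287% of the counts. This annotation supplied coordinates, gene types, overlaps, gene lengths and, with the genome sequence, GC content. Its release was chosen by the matching IDs and need not be the one the authors used. No count of a library or gene was changed.

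Tumors and cultures were fitted separately with edgeR 4.0.16 in R 4.3.3, each as 4 group means. Genes were kept by filterByExpr with a minimum count of 10, which left 14848 in tumors and 13985 in cultures. Library sizes were scaled by TMM, dispersions and quasi-likelihood fits were made by edgeR's defaults (glmQLFit), and the 5 comparisons were Palbociclib, Telaglenastat and the combination against Control and the combination against each drug. They were tested by edgeR's glmQLFTest with Benjamini-Hochberg adjustment over the genes tested in each comparison and a threshold of 0.05, which is the adjusted p meant in this text. Standard errors were derived from edgeR's log2 fold change and F statistic. CPM values are on the scaled library sizes, and log2 CPM values used a prior count of 2.

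Gene lists were tested by camera in edgeR and limma 3.58.1 with a preset inter-gene correlation of 0.01, adjusted over the 90 tests of 18 lists in 5 comparisons, separately in tumors and cultures, and their value is the median log2 fold change of the list. The lists were the S and G2/M phase lists shipped with Seurat, short lists written from general knowledge for MYC targets, DNA replication, base excision repair, hypoxia, epithelial-mesenchymal transition, angiogenesis, protein export and stroma markers (26 genes), and KEGG pathways for oxidative phosphorylation, glycolysis, pentose phosphate pathway, TCA cycle, fatty acid metabolism, biosynthesis of amino acids, purine metabolism and pyrimidine metabolism, limited to genes in Supplementary Table 5. They are not the MSigDB sets of the paper, which were not used here, so their values are not those of the paper's sets. The metabolic genes were those scored for Palbociclib in Supplementary Table 5, of which 1077 were tested, and 774 were in KEGG pathways. Resistance genes were those of Supplementary Table 3. Overlaps of a list with the calls were tested by a two-sided Fisher's exact test. The lists were written before the counts were at hand, and which list results to report in the passages was settled after the values had been seen, with 18 lists computed in every comparison.

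Genes named are those that the paper names in its text or in figures of its RNA-seq data, and for each comparison up to 3 with the largest rise and 3 with the largest fall among protein-coding or unclassified genes that passed the threshold, had a mean of at least 1 log2 CPM and had every library of one group above every library of the other. Some genes that meet this rule are not reported here.

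Alternatives to this processing were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors within edgeR, no filter on low counts (at least 1 count), a filter of at least 10 counts in every library, fits of the compared groups only, one fit of all 28 libraries, protein-coding genes only, the replicate number as a block, a correction for GC content and gene length, both of these together, leaving out each library in turn, and for gene lists fry, camera with an estimated correlation and fgsea 1.28.0 with 10000 permutations at first. The correction fitted, in each library, a natural spline trend of the deviation of a gene's log2 expression from its mean on GC content and log length, by robust regression (rlm in MASS 7.3.60.0.1), over genes with a mean count of at least 20, and used it as an offset. Genes without a GC value in the reference (48 of those tested in tumors) received no correction. After its first values had been seen, the correction was changed so that scaling factors are computed from the corrected counts, and the first form is kept as an added alternative. The comparison of the combination with the sum of both drugs was also added after other results had been seen.

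Each treatment's change was compared between tumors and cultures as an interaction in one fit of all 28 libraries with 8 groups. Each number of genes or lists was set against the numbers from other splits of the same libraries, all of them or at most 100 drawn with a fixed seed, and single values against exact permutations of the libraries. Correlations between comparisons that share Control tumors were set against simulations of unchanged groups (negative binomial counts). A library was singled out by Dixon's ratio of gap to range at the 95% level in groups of 4 or 5.

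The computation was tested on simulated counts with the means and library sizes of these libraries and 200 genes changed. In tumors 72.5% of them were recovered among 14551 genes, with 5.84% of the calls false, and in cultures 66.0% among 13696 genes with 3.65% false. DESeq2 recovered 77.5% with 10.4% false. Simulated groups without changes gave 0 calls in tumors and 1 in cultures. A list of 54 moved genes was recovered in full. For the difference between tumors and cultures 55.0% of changed genes were recovered, and for the sum of both drugs 64.0%. With a simulated trend on GC content, 7604 genes were called with 97.8% false, and 147 with 2.72% false after the correction.

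Reads counted per library ranged from 6273834 to 13815675. At the smallest of these, a gene at 1 CPM has about 6 counts, so counting error is large near the filter, and a gene with 0 counts in a library can still be present at up to about 3 expected counts. Only the part of Supplementary Table 1 that was at hand and the Palbociclib sheet of Supplementary Table 5 were compared with the counts, with the genes marked in the Telaglenastat sheet. The trial cohorts, the proteomic, metabolomic and drug screening data and the MSigDB signatures were not analysed here.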

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

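The tests against GC content and gene length in this part, and the regroupings of libraries for gene sets, were chosen after the results were seen, and the tests of a mislabelled sample and the regroupings of libraries for genes before.

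A library was singled out when its value lay far from the other libraries of its group, by the ratio of the gap to the group's range (Dixon's 95% critical value). Of 244 such tests, 26 met it, where chance gives about 1 in 20 tests. Palbociclib tumor 2 accounted for 11 of them. Its GC slope was 0.0990 where the other Palbociclib tumors had 0.316 to 0.3605. Its 10 most abundant genes took 13.7% of the counts (9.13 to 10.2% in the others), and mitochondrially encoded genes 13.6% (8.28 to 9.58%). The mean log2 expression of a list relative to the tumors' average was 0.14 for the pentose phosphate pathway (0.414 to 0.496 in the others), 0.031 for biosynthesis of amino acids (0.334 to 0.398) and 0.0077 for the epithelial-mesenchymal transition (0.329 to 0.391). PRMT1 was at 91.5 CPM (156 to 181), CARM1 at 45.7 CPM (66.7 to 69.6), PRMT6 at 13.4 CPM (6.95 to 8.78), ASS1 at 72.6 CPM (100 to 109) and ZNF358 at 2.23 CPM (9.35 to 12.1). Of the 8 gene and list measures among these, 1 still lay apart after the correction for GC content and gene length, which makes a bias of this kind in the library a candidate explanation for the others. A mislabelled sample is argued against by the correlation across genes of the corrected profile with the means of each treatment, which was 0.408 with the other Palbociclib tumors and -0.159, -0.386 and 0.161 with the Control, Telaglenastat and combination tumors. The share of mitochondrial and of abundant transcripts was not tested further in this tumor, and no biological explanation was tested.

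Telaglenastat tumor 2 had a lower share of its counts in the 10 most abundant genes (7.82%, against 9.54 to 9.80% in the other Telaglenastat tumors) and in mitochondrially encoded genes (6.23%, against 8.91 to 9.07%). Its PRMT9 was at 19.5 CPM (15.6 to 16.2), its SLC16A4 at 1.95 CPM (1.22 to 1.34) and its ISY1-RAB43 at 0.139 CPM, where the others had 0. The pentose phosphate pathway mean of Telaglenastat tumor 1 was -0.32 (-0.502 to -0.471). Telaglenastat tumor 3 had PRMT7 at 2.13 CPM (7.25 to 7.74) and PAOX at 0.607 CPM (0 in the others), and Telaglenastat tumor 4 ASRGL1 at 15.6 CPM (13.2 to 13.5) and ASL at 5.21 CPM (2.23 to 2.74). In combination tumor 1, ASRGL1 was at 8.26 CPM (9.37 to 9.55), RRAS2 at 81.5 CPM (67.8 to 69.0), ZNF358 at 2.06 CPM (0.448 to 0.595) and NEDD8-MDP1 at 0 CPM (1.14 to 1.34). NME1-NME2 was at 158 CPM in Palbociclib tumor 1 (63.4 to 85.3). The values of PAOX and ISY1-RAB43 in Telaglenastat tumors and of NEDD8-MDP1 in combination tumors rest on fewer than 10 counts per library. ASL, ASRGL1, ISY1-RAB43, NEDD8-MDP1, NME1-NME2, PAOX, PRMT7 and ZNF358 overlap another gene on the same strand, so their counts depend on how shared reads were assigned. These 15 values are near the 1 in 20 that chance gives over all tests. No technical or biological explanation was tested for them.

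The change with treatment was compared between tumors and cultures in one fit of all 28 libraries, over 15466 genes. At an adjusted p under 0.05 (edgeR's quasi-likelihood test of the difference), 215 genes changed differently with Palbociclib, 5278 with Telaglenastat and 450 with the combination. With DESeq2's size factors in place of TMM the numbers were 244, 5030 and 281. With the replicate number as a block (replicate block) they were 94, 4874 and 244. Of the genes that changed differently without these alternatives, 63.7% with Palbociclib, 9.49% with Telaglenastat and 50% with the combination stayed past the threshold in the same direction after the correction for GC content and gene length. Such a bias is argued against as the source of most of the Palbociclib number and may account for most of the Telaglenastat number. For the combination the share is too near 1 in 2 to decide, and the number higher went from 327 to 184 and the number lower from 123 to 256, so a bias and a difference in response cannot be told apart. The groups were also regrouped by drawing treated and control libraries at random within tumors and within cultures, with groups of the real sizes, in fits of the compared groups alone. There the real groups gave 456, 3889 and 1864 genes for Palbociclib, Telaglenastat and the combination, and 1, 1 and 2 of 60 groupings, counting the real one, reached as many. The largest other number was 215, 1964 and 3055. Tumors and cultures differ in tissue, in host cells and in the time since the last dose. These biological differences stay open and were not tested.

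Among 18 gene lists, 3, 9 and 8 changed differently in tumors than in cultures with Palbociclib, Telaglenastat and the combination (camera, Benjamini-Hochberg adjustment over the 54 tests). The values are medians of the log2 difference between the change in tumors and in cultures, with the p of a permutation test on the list's mean, which regrouped libraries within tumors and within cultures. How many libraries show a difference between 2 changes is not defined, so the permutation p stands in its place. With Palbociclib they were S phase (-0.70, adjusted p = 9.88e-32, permutation p = 0.00446), G2/M phase (-0.80, adjusted p = 1.78e-56, permutation p = 0.00536) and DNA replication (-0.23, adjusted p = 1.25e-06, permutation p = 0.0429). With Telaglenastat they were oxidative phosphorylation (-0.21, adjusted p = 0.00319, permutation p = 0.0129), glycolysis (-0.21, adjusted p = 0.00377, permutation p = 0.00571), pentose phosphate pathway (-0.75, adjusted p = 0.00087, permutation p = 0.0257), biosynthesis of amino acids (-0.75, adjusted p = 5.34e-05, permutation p = 0.0243), S phase (0.54, adjusted p = 7.91e-05, permutation p = 0.191), G2/M phase (0.47, adjusted p = 0.00215, permutation p = 0.381), hypoxia (-0.21, adjusted p = 0.0167, permutation p = 0.00143), epithelial-mesenchymal transition (-1.45, adjusted p = 0.00432, permutation p = 0.0143) and stroma markers (-1.65, adjusted p = 0.041, permutation p = 0.02). With the combination they were oxidative phosphorylation (0.13, adjusted p = 0.0293, permutation p = 0.88), glycolysis (-0.095, adjusted p = 0.0287, permutation p = 0.0386), pentose phosphate pathway (-0.39, adjusted p = 0.0102, permutation p = 0.127), biosynthesis of amino acids (-0.47, adjusted p = 4.28e-06, permutation p = 0.08), S phase (-0.38, adjusted p = 9.83e-06, permutation p = 0.0957), G2/M phase (-0.61, adjusted p = 8.63e-22, permutation p = 0.0514), DNA replication (-0.20, adjusted p = 0.0101, permutation p = 0.139) and protein export (0.39, adjusted p = 1.25e-06, permutation p = 0.0371). After adjustment over the 54 permutation tests none passed 0.05, the smallest being 0.0771, while 3, 7 and 2 of these lists had an unadjusted p under 0.05. With the correction for GC content and gene length, 3 of 3, 9 of 9 and 7 of 7 lists stayed past the threshold in the same direction, which argues against such a bias as their whole source. The list left out of the last count, oxidative phosphorylation with the combination, changed to -0.0186 with the correction, so a bias may account for it. As many lists passed camera in 40, 9 and 8 of 60 groupings for the 3 treatments, counting the real one, so the number of lists is no more than regrouped libraries give. For single lists, the tissue, the host cells and the time since the last dose stay open as biological explanations and were not tested.

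The paper's text does not discuss noncoding genes and pseudogenes, and its Supplementary Table 1 was at hand only in part. Of these genes, 2031 were tested in the tumors. At an adjusted p under 0.05 against Control tumors, 38 of them differed with Palbociclib, 365 with Telaglenastat and 375 with the combination, of which 12, 197 and 165 were lower. These are 1.87%, 18.0% and 18.5% of those tested, against 6.89%, 56.8% and 49.0% of protein-coding genes. Of these calls, 86.8%, 27.4% and 46.1% stayed past the threshold in the same direction after the correction for GC content and gene length, so a bias on GC content may account for most of the Telaglenastat calls and is argued against as the source of most of the Palbociclib calls. For the combination the share is too near 1 in 2 to decide, and a bias and a response to the treatment cannot be told apart. Overlap with another gene on the same or the opposite strand was as common among the called genes (68.4%, 74.5% and 76.3%) as among the others (75.5%, 75.6% and 75.2%). The treatments themselves stay open as a biological explanation for the Palbociclib and combination calls.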

How the results depend on the processing

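Each result was recomputed under alternatives to the processing, one choice at a time except where a pair is named. There were 117 results that answer a comparison, which are numbers of genes, odds ratios, gene lists and the PRMT genes, and 73 single genes named among many. Numbers of genes were compared by a ratio of 1.5, and values with a test by their direction and their side of the threshold. For each change below, the cause was not tested, except where the alternative itself tests other genes or fewer libraries. The KEGG list of metabolic genes left all 5 numbers it applies to within 1.5 times. DESeq2, the fit of 28 libraries and the first form of the correction were run for genes and not for gene lists.

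With DESeq2's size factors in place of TMM, 112 results that answer a comparison and 73 single genes kept their direction and their side of the threshold. Then in vivo against ex vivo, Combination vs Control (281) moved by over 1.5 times. Also PRMT9 in vivo, Telaglenastat vs Control (0.41) newly passed the threshold. Here oxidative phosphorylation in vivo, Combination vs Control (0.058), fatty acid metabolism in vivo, Combination vs Control (0.032) and pyrimidine metabolism in vivo, Palbociclib vs Control (0.0031) reversed.

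With no filter on low counts, 89 results that answer a comparison and 70 single genes kept their direction and their side of the threshold. Next genes higher in vivo, Palbociclib vs Control (614), genes lower ex vivo, Palbociclib vs Control (110) and genes higher ex vivo, Palbociclib vs Control (24) moved by over 1.5 times. Here genes lower ex vivo, Telaglenastat vs Control (33), genes higher ex vivo, Telaglenastat vs Control (87) and genes lower ex vivo, Combination vs Control (128) changed by over 1.5 times. Then genes higher ex vivo, Combination vs Control (47), genes lower ex vivo, Combination vs Palbociclib (18) and genes higher ex vivo, Combination vs Palbociclib (24) moved by over 1.5 times. Also genes lower ex vivo, Combination vs Telaglenastat (698) and genes higher ex vivo, Combination vs Telaglenastat (54) changed by over 1.5 times. PRMT5 in vivo, Telaglenastat vs Control (-0.16) no longer passed the threshold. Next S phase in vivo, Telaglenastat vs Control (0.28), G2/M phase in vivo, Telaglenastat vs Control (0.32) and protein export in vivo, Telaglenastat vs Control (0.17) newly passed the threshold. Here S phase in vivo, Combination vs Palbociclib (0.20), fatty acid metabolism in vivo, Palbociclib vs Control (-0.014) and base excision repair in vivo, Telaglenastat vs Control (-0.36) came past the threshold. Then pyrimidine metabolism in vivo, Combination vs Control (-0.25) newly passed the threshold. Also oxidative phosphorylation in vivo, Telaglenastat vs Control (0.013), TCA cycle in vivo, Telaglenastat vs Control (0.0047) and oxidative phosphorylation in vivo, Combination vs Control (0.042) reversed. Here fatty acid metabolism in vivo, Combination vs Control (0.016), pyrimidine metabolism in vivo, Palbociclib vs Control (0.0030) and CDK6 in vivo, Telaglenastat vs Control (0.0027) also reversed. Of the single genes, 0 others lost the threshold and 2 came past it.

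With a filter of at least 10 counts in every library, 109 results that answer a comparison and 47 single genes kept their direction and their side of the threshold. Here genes lower ex vivo, Combination vs Control (0, with 777 at an unadjusted p under 0.05) moved by over 1.5 times. Then epithelial-mesenchymal transition in vivo, Palbociclib vs Control (-0.0051), purine metabolism in vivo, Combination vs Control (0.0055) and Palbociclib targets lower in Telaglenastat vs Control, odds ratio (0.955) reversed. Also MYC in vivo, Combination vs Control (-0.019) also reversed. Among the single genes, 1 other lost the threshold and 1 came past it.

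With a fit of the 2 compared groups only, 109 results that answer a comparison and 72 single genes kept their direction and their side of the threshold. Next genes higher ex vivo, Combination vs Control (2) and genes lower ex vivo, Combination vs Palbociclib (2) moved by over 1.5 times. Here oxidative phosphorylation in vivo, Combination vs Control (0.036) and fatty acid metabolism in vivo, Combination vs Control (0.0073) reversed.

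With tumors and cultures in one fit of 28 libraries, 47 results that answer a comparison and 64 single genes kept their direction and their side of the threshold. Then genes lower in vivo, Palbociclib vs Control (348), genes higher in vivo, Palbociclib vs Control (165) and genes higher in vivo, Combination vs Telaglenastat (699) moved by over 1.5 times. Also genes lower ex vivo, Telaglenastat vs Control (2), genes higher ex vivo, Telaglenastat vs Control (7) and genes lower ex vivo, Combination vs Control (0, with 1995 at an unadjusted p under 0.05) changed by over 1.5 times. Genes lower ex vivo, Combination vs Telaglenastat (279), genes higher ex vivo, Combination vs Telaglenastat (56) and metabolic genes, Palbociclib vs Control (49) moved by over 1.5 times. Next metabolic genes, Combination vs Telaglenastat (135) changed by over 1.5 times. Here PRMT5 in vivo, Telaglenastat vs Control (-0.10) and PRMT5 in vivo, Combination vs Control (-0.22) no longer passed the threshold. Then PRMT9 in vivo, Telaglenastat vs Control (0.48) newly passed the threshold. Also CDK6 in vivo, Telaglenastat vs Control (0.057) reversed. Among the single genes, 7 others lost the threshold and 1 came past it.

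With protein-coding genes only, 110 results that answer a comparison and 72 single genes kept their direction and their side of the threshold. Next oxidative phosphorylation in vivo, Telaglenastat vs Control (-0.042) no longer passed the threshold. Here PRMT9 in vivo, Telaglenastat vs Control (0.39) newly passed the threshold. Then oxidative phosphorylation in vivo, Combination vs Control (0.0067) reversed. Of the single genes, 0 others lost the threshold and 1 came past it.

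With DESeq2 in place of edgeR, 53 results that answer a comparison and 71 single genes kept their direction and their side of the threshold. Genes higher in vivo, Palbociclib vs Control (575), genes lower ex vivo, Telaglenastat vs Control (2) and genes higher ex vivo, Telaglenastat vs Control (11) moved by over 1.5 times. Next genes lower ex vivo, Combination vs Control (2), genes lower ex vivo, Combination vs Palbociclib (3) and genes lower ex vivo, Combination vs Telaglenastat (86) changed by over 1.5 times. Here genes higher ex vivo, Combination vs Telaglenastat (13) moved by over 1.5 times. Among the single genes, 1 other lost the threshold and 1 came past it.

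With the replicate number as a block (replicate block), 107 results that answer a comparison and 66 single genes kept their direction and their side of the threshold. Also genes lower ex vivo, Combination vs Control (0, with 725 at an unadjusted p under 0.05), in vivo against ex vivo, Palbociclib vs Control (94) and in vivo against ex vivo, Combination vs Control (244) moved by over 1.5 times. Here non-additive, Combination against the sum of both drugs (6) changed by over 1.5 times. Next angiogenesis in vivo, Palbociclib vs Control (0.043) and TCA cycle in vivo, Palbociclib vs Control (-0.094) no longer passed the threshold. Here S phase in vivo, Telaglenastat vs Control (0.26) and protein export in vivo, Telaglenastat vs Control (0.15) newly passed the threshold. Then oxidative phosphorylation in vivo, Combination vs Control (0.017), PRMT2 in vivo, Palbociclib vs Control (-0.038) and CDK6 in vivo, Telaglenastat vs Control (0.0071) reversed. Of the single genes, 4 others lost the threshold and 2 came past it. The numbers do not appear to pair the libraries, since the deviations of same-numbered libraries from their group means correlated above 0.1 in 0 of 21 pairs of tumors and 3 of 18 pairs of cultures.

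With the correction for GC content and gene length, 81 results that answer a comparison and 51 single genes kept their direction and their side of the threshold. Genes higher in vivo, Palbociclib vs Control (571), genes lower in vivo, Telaglenastat vs Control (1278) and genes higher in vivo, Telaglenastat vs Control (944) moved by over 1.5 times. Next genes lower in vivo, Combination vs Control (2066), genes lower in vivo, Combination vs Palbociclib (1266) and genes higher in vivo, Combination vs Palbociclib (1044) changed by over 1.5 times. Here genes lower ex vivo, Combination vs Palbociclib (1), metabolic genes, Telaglenastat vs Control (216) and metabolic genes, Combination vs Control (380) moved by over 1.5 times. Then metabolic genes, Combination vs Palbociclib (235), Palbociclib targets lower in Telaglenastat tumors (56) and FA figure, genes lower in Combination tumors (3) changed by over 1.5 times. Also in vivo against ex vivo, Telaglenastat vs Control (747) moved by over 1.5 times. Here angiogenesis in vivo, Palbociclib vs Control (0.038), MYC targets in vivo, Combination vs Control (-0.071) and MYC targets in vivo, Combination vs Palbociclib (-0.070) no longer passed the threshold. Next protein export in vivo, Combination vs Palbociclib (0.045), oxidative phosphorylation ex vivo, Telaglenastat vs Control (0.089) and MYC targets ex vivo, Combination vs Telaglenastat (-0.046) lost the threshold. Here biosynthesis of amino acids ex vivo, Combination vs Telaglenastat (-0.062), CARM1 in vivo, Telaglenastat vs Control (-0.27) and PRMT7 in vivo, Telaglenastat vs Control (-0.25) no longer passed the threshold. Then PRMT7 in vivo, Combination vs Control (-0.53), PRMT3 in vivo, Telaglenastat vs Control (0.061) and PRMT3 in vivo, Combination vs Control (0.11) lost the threshold. Also TCA cycle in vivo, Telaglenastat vs Control (-0.14) newly passed the threshold. G2/M phase in vivo, Telaglenastat vs Control (-0.026), DNA replication in vivo, Telaglenastat vs Control (-0.039) and fatty acid metabolism in vivo, Telaglenastat vs Control (-0.029) reversed. Next protein export in vivo, Telaglenastat vs Control (-0.0069), S phase in vivo, Combination vs Palbociclib (-0.023) and G2/M phase in vivo, Combination vs Palbociclib (-0.073) also reversed. Here MYC targets in vivo, Combination vs Telaglenastat (-0.0042), oxidative phosphorylation ex vivo, Palbociclib vs Control (-0.025) and PRMT5 in vivo, Telaglenastat vs Control (0.042) reversed. Then PRMT9 in vivo, Combination vs Control (-0.065), MYC in vivo, Telaglenastat vs Control (0.050) and SRM in vivo, Combination vs Control (0.22) also reversed. Also PAOX in vivo, Combination vs Control (0.22) and ASS1 in vivo, Combination vs Control (0.24) reversed. Among the single genes, 15 others lost the threshold and 3 came past it.

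With the replicate block together with this correction, 73 results that answer a comparison and 48 single genes kept their direction and their side of the threshold. Next genes lower in vivo, Telaglenastat vs Control (1174), genes higher in vivo, Telaglenastat vs Control (845) and genes lower in vivo, Combination vs Control (1900) moved by over 1.5 times. Here genes higher in vivo, Combination vs Control (1742), genes lower in vivo, Combination vs Palbociclib (1033) and genes higher in vivo, Combination vs Palbociclib (836) changed by over 1.5 times. Then metabolic genes, Telaglenastat vs Control (202), metabolic genes, Combination vs Control (351) and metabolic genes, Combination vs Palbociclib (193) moved by over 1.5 times. Also Palbociclib targets lower in Telaglenastat tumors (55) and FA figure, genes lower in Combination tumors (3) changed by over 1.5 times. Here angiogenesis in vivo, Palbociclib vs Control (0.043), MYC targets in vivo, Combination vs Control (-0.069) and MYC targets in vivo, Combination vs Palbociclib (-0.057) no longer passed the threshold. Next protein export in vivo, Combination vs Palbociclib (0.052), oxidative phosphorylation ex vivo, Telaglenastat vs Control (0.076) and MYC targets ex vivo, Combination vs Telaglenastat (-0.031) lost the threshold. Here biosynthesis of amino acids ex vivo, Combination vs Telaglenastat (-0.043), TCA cycle in vivo, Palbociclib vs Control (-0.084) and CARM1 in vivo, Telaglenastat vs Control (-0.25) no longer passed the threshold. Then PRMT7 in vivo, Telaglenastat vs Control (-0.27), PRMT7 in vivo, Combination vs Control (-0.52) and PRMT3 in vivo, Telaglenastat vs Control (0.096) lost the threshold. Also PRMT3 in vivo, Combination vs Control (0.14) and PRMT5 in vivo, Combination vs Control (-0.15) no longer passed the threshold. TCA cycle in vivo, Telaglenastat vs Control (-0.13) and Palbociclib targets lower in Telaglenastat vs Control, odds ratio (1.52) newly passed the threshold. Next G2/M phase in vivo, Telaglenastat vs Control (-0.0091), DNA replication in vivo, Telaglenastat vs Control (-0.023) and fatty acid metabolism in vivo, Telaglenastat vs Control (-0.028) reversed. Here protein export in vivo, Telaglenastat vs Control (-0.0053), S phase in vivo, Combination vs Palbociclib (-0.041) and G2/M phase in vivo, Combination vs Palbociclib (-0.11) also reversed. Then MYC targets in vivo, Combination vs Telaglenastat (-0.0060), oxidative phosphorylation ex vivo, Palbociclib vs Control (-0.023) and fatty acid metabolism in vivo, Palbociclib vs Control (0.012) reversed. Also PRMT2 in vivo, Palbociclib vs Control (-0.042), PRMT5 in vivo, Telaglenastat vs Control (0.042) and PRMT9 in vivo, Telaglenastat vs Control (-0.0041) also reversed. PRMT9 in vivo, Combination vs Control (-0.12), MYC in vivo, Telaglenastat vs Control (0.071) and SRM in vivo, Combination vs Control (0.23) reversed. Next PAOX in vivo, Combination vs Control (0.42) and ASS1 in vivo, Combination vs Control (0.26) also reversed. Of the single genes, 17 others lost the threshold and 4 came past it.

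With the first form of the correction, which was added after the data had been seen, 35 results that answer a comparison and 56 single genes kept their direction and their side of the threshold. Then genes higher in vivo, Palbociclib vs Control (817), genes lower in vivo, Telaglenastat vs Control (1062) and genes higher in vivo, Telaglenastat vs Control (1007) moved by over 1.5 times. Also genes lower in vivo, Combination vs Control (1262), genes lower in vivo, Combination vs Palbociclib (930) and genes higher in vivo, Combination vs Palbociclib (1300) changed by over 1.5 times. Genes lower in vivo, Combination vs Telaglenastat (644), genes lower ex vivo, Combination vs Palbociclib (1) and metabolic genes, Telaglenastat vs Control (210) moved by over 1.5 times. Next metabolic genes, Combination vs Control (378), metabolic genes, Combination vs Palbociclib (213) and Palbociclib targets lower in Telaglenastat tumors (53) changed by over 1.5 times. Here glycolysis figure, genes lower in Combination tumors (9), TCA figure, genes lower in Combination tumors (8) and OXPHOS figure, genes lower in Combination tumors (18) moved by over 1.5 times. Then FA figure, genes lower in Combination tumors (3) changed by over 1.5 times. Also CARM1 in vivo, Telaglenastat vs Control (-0.23), CARM1 in vivo, Combination vs Control (-0.28) and PRMT7 in vivo, Telaglenastat vs Control (-0.21) no longer passed the threshold. PRMT7 in vivo, Combination vs Control (-0.41), PRMT3 in vivo, Telaglenastat vs Control (0.097) and PRMT3 in vivo, Combination vs Control (0.23) lost the threshold. Next PRMT5 in vivo, Combination vs Control (-0.034) no longer passed the threshold. Here Palbociclib targets lower in Telaglenastat vs Control, odds ratio (1.52) newly passed the threshold. Then PRMT5 in vivo, Telaglenastat vs Control (0.078), MYC in vivo, Telaglenastat vs Control (0.089) and SRM in vivo, Combination vs Control (0.34) reversed. Also PAOX in vivo, Combination vs Control (0.35) and ASS1 in vivo, Combination vs Control (0.36) also reversed. Among the single genes, 9 others lost the threshold and 4 came past it.

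With fry in place of camera, which changes the test and not the median, 35 of the gene lists kept their side of the threshold. Next oxidative phosphorylation ex vivo, Telaglenastat vs Control (0.22), oxidative phosphorylation ex vivo, Combination vs Control (-0.085) and oxidative phosphorylation ex vivo, Combination vs Palbociclib (-0.12) no longer passed the threshold. Here oxidative phosphorylation ex vivo, Combination vs Telaglenastat (-0.31), S phase ex vivo, Combination vs Palbociclib (-0.18) and G2/M phase ex vivo, Combination vs Palbociclib (-0.11) lost the threshold. Then MYC targets ex vivo, Combination vs Palbociclib (-0.16), MYC targets ex vivo, Combination vs Telaglenastat (-0.33) and biosynthesis of amino acids ex vivo, Combination vs Telaglenastat (-0.25) no longer passed the threshold. Also DNA replication in vivo, Telaglenastat vs Control (0.049), TCA cycle in vivo, Telaglenastat vs Control (-0.049) and protein export in vivo, Telaglenastat vs Control (0.12) newly passed the threshold. Here fatty acid metabolism in vivo, Combination vs Control (-0.029), pyrimidine metabolism in vivo, Palbociclib vs Control (-0.014) and fatty acid metabolism in vivo, Palbociclib vs Control (-0.029) came past the threshold. Next base excision repair in vivo, Telaglenastat vs Control (-0.41), purine metabolism in vivo, Combination vs Control (-0.12) and pyrimidine metabolism in vivo, Combination vs Control (-0.30) newly passed the threshold. Fry called DNA replication lower.

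With an estimated inter-gene correlation, which changes the test and not the median, 25 of the gene lists kept their side of the threshold. Here base excision repair in vivo, Palbociclib vs Control (-0.071), angiogenesis in vivo, Palbociclib vs Control (0.043) and oxidative phosphorylation in vivo, Telaglenastat vs Control (-0.061) no longer passed the threshold. Then glycolysis in vivo, Telaglenastat vs Control (-0.30), pentose phosphate pathway in vivo, Telaglenastat vs Control (-0.77) and biosynthesis of amino acids in vivo, Telaglenastat vs Control (-0.60) lost the threshold. Also S phase in vivo, Combination vs Control (-0.49), G2/M phase in vivo, Combination vs Control (-0.67) and MYC targets in vivo, Combination vs Control (-0.40) no longer passed the threshold. DNA replication in vivo, Combination vs Control (-0.47), base excision repair in vivo, Combination vs Control (-0.48) and glycolysis in vivo, Combination vs Control (-0.24) lost the threshold. Next pentose phosphate pathway in vivo, Combination vs Control (-0.58), TCA cycle in vivo, Combination vs Control (-0.15) and protein export in vivo, Combination vs Control (0.35) no longer passed the threshold. Here MYC targets in vivo, Combination vs Palbociclib (-0.37), protein export in vivo, Combination vs Palbociclib (0.31) and protein export in vivo, Combination vs Telaglenastat (0.15) lost the threshold. Then oxidative phosphorylation ex vivo, Telaglenastat vs Control (0.22), oxidative phosphorylation ex vivo, Combination vs Control (-0.085) and oxidative phosphorylation ex vivo, Combination vs Palbociclib (-0.12) no longer passed the threshold. Also oxidative phosphorylation ex vivo, Combination vs Telaglenastat (-0.31), S phase ex vivo, Combination vs Palbociclib (-0.18) and G2/M phase ex vivo, Combination vs Palbociclib (-0.11) lost the threshold. MYC targets ex vivo, Combination vs Palbociclib (-0.16), MYC targets ex vivo, Combination vs Telaglenastat (-0.33) and biosynthesis of amino acids ex vivo, Combination vs Telaglenastat (-0.25) no longer passed the threshold. Next TCA cycle in vivo, Palbociclib vs Control (-0.090) lost the threshold.

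With fgsea in place of camera, which changes the test and not the median, 50 of the gene lists kept their side of the threshold. Here epithelial-mesenchymal transition in vivo, Palbociclib vs Control (0.013), pyrimidine metabolism in vivo, Palbociclib vs Control (-0.014) and fatty acid metabolism in vivo, Palbociclib vs Control (-0.029) newly passed the threshold.

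Leaving out each library in turn kept 758 of the values that answer a comparison and 499 of those of single genes, while 39 values of single genes lost the threshold and 2 came past it. The ranges are given from the lowest to the highest value, with the library left out at each end in brackets, for results that changed. Angiogenesis in vivo, Palbociclib vs Control ranged from -0.0025 (Palbociclib 3) to 0.11 (Control 2) and biosynthesis of amino acids ex vivo, Combination vs Telaglenastat ranged from -0.41 (Telaglenastat 1) to -0.073 (Telaglenastat 2). CDK6 in vivo, Telaglenastat vs Control ranged from -0.34 (Control 1) to 0.53 (Control 2) and epithelial-mesenchymal transition in vivo, Palbociclib vs Control ranged from -0.026 (Palbociclib 1) to 0.15 (Control 2). Fatty acid metabolism in vivo, Combination vs Control ranged from -0.064 (Control 1) to 0.029 (Combination 3) and fatty acid metabolism in vivo, Palbociclib vs Control ranged from -0.067 (Palbociclib 2) to -0.0055 (Control 2). G2/M phase ex vivo, Combination vs Palbociclib ranged from -0.16 (Combination 2) to -0.052 (Combination 1) and G2/M phase in vivo, Combination vs Palbociclib ranged from -0.023 (Combination 1) to 0.22 (Combination 3). Genes higher ex vivo, Combination vs Telaglenastat ranged from 0 (Telaglenastat 2) to 325 (Telaglenastat 1) and genes higher ex vivo, Telaglenastat vs Control ranged from 0 (Control 1) to 1 (Telaglenastat 1). Genes higher in vivo, Palbociclib vs Control ranged from 189 (Control 2) to 490 (Palbociclib 2) and genes lower ex vivo, Combination vs Control stood at 0 in each of the 6 fits. Genes lower ex vivo, Combination vs Telaglenastat ranged from 0 (Telaglenastat 3) to 591 (Telaglenastat 1) and genes lower in vivo, Palbociclib vs Control ranged from 305 (Control 2) to 627 (Palbociclib 2). Hypoxia in vivo, Palbociclib vs Control ranged from -0.015 (Control 1) to 0.14 (Control 2) and metabolic genes, Palbociclib vs Control ranged from 47 (Control 2) to 117 (Palbociclib 2). MYC in vivo, Combination vs Control ranged from -0.079 (Combination 1) to 0.055 (Combination 3) and MYC targets ex vivo, Combination vs Telaglenastat ranged from -0.55 (Telaglenastat 1) to -0.074 (Telaglenastat 2). MYC targets in vivo, Palbociclib vs Control ranged from -0.046 (Palbociclib 5) to 0.046 (Palbociclib 2) and oxidative phosphorylation ex vivo, Combination vs Telaglenastat ranged from -0.46 (Telaglenastat 1) to -0.028 (Telaglenastat 3). Oxidative phosphorylation ex vivo, Telaglenastat vs Control ranged from -0.011 (Telaglenastat 3) to 0.37 (Telaglenastat 1) and oxidative phosphorylation in vivo, Combination vs Control ranged from -0.044 (Control 1) to 0.027 (Combination 4). Palbociclib targets lower in Telaglenastat vs Control, odds ratio ranged from 0.997 (Telaglenastat 1) to 1.10 (Control 1) and PRMT2 in vivo, Palbociclib vs Control ranged from -0.028 (Palbociclib 4) to 0.088 (Palbociclib 2). PRMT6 in vivo, Palbociclib vs Control ranged from -0.11 (Palbociclib 2) to 0.14 (Palbociclib 4) and PRMT9 in vivo, Combination vs Control ranged from -0.013 (Combination 4) to 0.24 (Control 3). Protein export in vivo, Telaglenastat vs Control ranged from 0.079 (Telaglenastat 3) to 0.20 (Telaglenastat 2) and pyrimidine metabolism in vivo, Palbociclib vs Control ranged from -0.047 (Control 1) to 0.0015 (Palbociclib 4). S phase in vivo, Combination vs Palbociclib ranged from 0.13 (Combination 1) to 0.22 (Palbociclib 1) and S phase in vivo, Telaglenastat vs Control ranged from 0.22 (Telaglenastat 4) to 0.25 (Telaglenastat 3). TCA cycle in vivo, Palbociclib vs Control ranged from -0.11 (Palbociclib 2) to -0.067 (Palbociclib 5).

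The depth of 6273834 to 13815675 counts per library limits genes near the filter, and 3 Control tumors limit the Palbociclib numbers, which moved most when a Control tumor was left out. In the cultures, 3 libraries per group limit every comparison.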

Differences from the paper's values

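The paper gives 184 genes lower and 84 higher in Palbociclib than in Control tumors, where the counts gave 535 and 379. The alternatives gave between 348 and 642 genes lower and between 165 and 614 higher, and with each tumor left out in turn between 305 and 627 lower and between 189 and 490 higher. In all of these, none of the alternatives set before the data were examined closed the gap for either number. The first form of the correction for GC content and gene length, which was changed after its values had been seen, gave 393 lower and 817 higher. In combination tumors the paper gives 2527 genes lower, where the counts gave 3998. Some alternatives set before the data were examined came within 1.5 times of the paper's number. These were DESeq2's size factors in place of TMM (3656), no filter on low counts (3621) and at least 10 counts in every library (3505). A fit of the 2 compared groups (3722) was another. DESeq2 (3590) and all 28 libraries in one fit (3067) came within 1.5 times too, while protein-coding genes only (3862) and the replicate block alone (3924) did not. The correction for GC content and gene length (2066) and the same correction with the replicate number as a block (1900) also came within 1.5 times. This form of the correction was settled after its first values had been seen, and the first form gave 1262, which did not come within 1.5 times. The paper's numbers of differentially expressed metabolic genes are 28 for Palbociclib against Control tumors and 87 for the combination against Telaglenastat tumors. The counts gave 98 and 245 over the genes scored in Supplementary Table 5, which is not the paper's full list. The alternatives gave between 49 and 144 and between 135 and 265, and with each tumor left out in turn between 47 and 117 and between 181 and 241. In all of these, none of the alternatives set before the data were examined closed the gap for either number.

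For 579 tested genes in the part of Supplementary Table 1 at hand, the paper's log2 fold changes correlated with those computed here at a Pearson correlation between 0.943 and 0.977 over the 5 comparisons in the tumors. The paper's calls among these genes were 19 for Palbociclib against Control tumors, where the counts gave 53 and DESeq2 72. The paper's median standard error was 0.200 and the median here 0.125, or 0.139 with DESeq2.

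Several sets that the paper reports as changed did not pass the threshold here, most of them with a median in the paper's direction. The paper reports cell cycle, DNA replication and protein secretion sets as higher with Telaglenastat. The lists used here did not pass the threshold by camera for S phase in vivo, Telaglenastat vs Control (0.23, adjusted p 0.0705, over the alternatives 0.00148 to 0.741), G2/M phase in vivo, Telaglenastat vs Control (0.27, adjusted p 0.167, over the alternatives 0.0263 to 0.866), DNA replication in vivo, Telaglenastat vs Control (0.049, adjusted p 0.409, over the alternatives 0.00337 to 0.835) or protein export in vivo, Telaglenastat vs Control (0.12, adjusted p 0.0773, over the alternatives 0.00399 to 0.836). Settings that called them were no filter on low counts and the replicate block for the S phase and protein export lists, no filter on low counts for the G2/M phase list, and fry for the protein export list. Fry also called the DNA replication list, as lower, opposite to the paper's direction. The mean of this list was lower in all 4 Telaglenastat tumors (by -0.30). Neither result compares the list with other genes, and the hypoxia and purine metabolism means were lower in all 4 tumors too. A fall of DNA replication genes in particular is therefore not shown. For DNA repair, base excision repair in vivo, Telaglenastat vs Control (-0.41, adjusted p 0.103, over the alternatives 2.61e-05 to 0.464) did not pass by camera, and fry and no filter on low counts called it lower. With the correction for GC content and gene length the protein export median was -0.0069. The S phase call also appeared without Telaglenastat tumor 3, and the protein export call without Control tumor 2 or Telaglenastat tumor 2.

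With Palbociclib, the paper reports lower MYC, pyrimidine and fatty acid sets and higher hypoxia and epithelial-mesenchymal transition sets, none of which passed here. These were MYC targets in vivo, Palbociclib vs Control (-0.018, adjusted p 0.321, over the alternatives 0.0938 to 0.857), pyrimidine metabolism in vivo, Palbociclib vs Control (-0.014, adjusted p 0.123, over the alternatives 0.0247 to 0.464), fatty acid metabolism in vivo, Palbociclib vs Control (-0.029, adjusted p 0.0772, over the alternatives 0.0147 to 0.483), hypoxia in vivo, Palbociclib vs Control (0.045, adjusted p 0.29, over the alternatives 0.0308 to 0.862) and epithelial-mesenchymal transition in vivo, Palbociclib vs Control (0.013, adjusted p 0.114, over the alternatives 0.00836 to 0.68). Pyrimidine metabolism was called by fry and fgsea, fatty acid metabolism by fry, fgsea, no filter on low counts and the fit without Control tumor 1, hypoxia in the fit without Control tumor 2, and the epithelial-mesenchymal transition by fgsea and in the fits without Control tumor 2 or Palbociclib tumor 2.

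With the combination, the paper describes genes of oxidative phosphorylation and fatty acid metabolism as lower. By camera, oxidative phosphorylation in vivo, Combination vs Control (-0.0038, adjusted p 0.985, over the alternatives 0.0618 to 0.994) and fatty acid metabolism in vivo, Combination vs Control (-0.029, adjusted p 0.985, over the alternatives 0.0444 to 0.994) did not pass, while fry called the latter lower and the means of both lists were lower in all 4 combination tumors (-0.17 and -0.23). Neither fry nor these means compare a list with other genes. The 97 nuclear-encoded genes of oxidative phosphorylation had a median of -0.068, and its mitochondrially encoded genes rose. Against single drugs it describes cell cycle, MYC and metastasis sets as lower. Here S phase in vivo, Combination vs Palbociclib (0.17, adjusted p 0.105, over the alternatives 0.00479 to 0.806), G2/M phase in vivo, Combination vs Palbociclib (0.11, adjusted p 0.474, over the alternatives 0.0133 to 0.951) and MYC targets in vivo, Combination vs Telaglenastat (0.059, adjusted p 0.548, over the alternatives 0.317 to 0.892) did not pass. The replicate block with GC and length correction called G2/M phase lower than with Palbociclib (-0.11). No setting called the S phase list lower than with Palbociclib, or the MYC targets lower than with Telaglenastat. The epithelial-mesenchymal transition list, used here for metastasis, was higher with the combination than with Telaglenastat in tumors (0.60, adjusted p = 1.46e-10), where 7 of its genes are stroma markers and a difference in host cells is not excluded, and than with Palbociclib in cultures (0.34, adjusted p = 0.00766), the latter with 1 of 3 combination cultures above every Palbociclib culture.

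The paper counts 112 targets against Palbociclib adaptation, many of them top-scoring, as lower with Telaglenastat. The number here was 125, within 1.5 times of the paper's. Its text gives no odds ratio for these targets and reports over-representation only for those against Telaglenastat adaptation. Palbociclib targets lower in Telaglenastat vs Control, odds ratio, was 1.04 here (two-sided Fisher's exact test, p = 0.784). The odds ratio passed with the replicate block with GC and length correction (1.52, Fisher's exact test, p = 0.0319). It also passed with the first form of that correction (1.52, Fisher's exact test, p = 0.0291), which was changed after its values had been seen. Over all alternatives p ranged from 0.0291 to 1.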

Other observations

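Chosen before the results were seen were the tests of library size, of host cells by the median of the marker list, of the skew toward lower genes by the number of calls, of the oxidative phosphorylation genes, of control libraries shared by Telaglenastat and the combination and the regroupings of libraries within tumors or within cultures, and all other tests, including the regroupings for lists off the sum of both drugs, in this part were chosen after the result was seen.

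Other groupings of the same tumors gave fewer differentially expressed genes than the real ones. In fits of the 2 compared groups alone, the real grouping gave 728 genes for Palbociclib, 7767 for Telaglenastat and 6755 for the combination against Control tumors, and 6682 and 2698 for the combination against Palbociclib and Telaglenastat tumors. Counting the real one, 1 of 56, 1 of 35, 1 of 35, 1 of 100 and 1 of 35 groupings reached as many. The largest other grouping gave 6034 genes in the comparison of the combination with Palbociclib and 1707 in that of Telaglenastat with Control tumors. For metabolic genes the numbers of groupings were 1, 1, 1, 1 and 1. They were 1 of 35 for the resistance genes lower with the combination and 1 of 35 for the Palbociclib targets lower with Telaglenastat. Other groupings gave at most 1 gene for the combination against Control tumors, too few for the resistance genes to reach the real result. The number of targets, at most 0 in other groupings, is not compared with other genes. Neither result therefore tells whether its list was enriched beyond the number of calls. The number of gene lists past camera's threshold was reached more often, in 28 of 56, 6 of 35, 7 of 35, 34 of 100 and 4 of 35 groupings, so these numbers are within what regrouped tumors give.

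In the cultures, 3 against 3 libraries make 10 groupings, so a share under 0.1 cannot be reached. As many genes were reached in 10 of 10 groupings for Palbociclib, 10 for Telaglenastat and 1 for the combination against Control cultures, and in 2 and 10 for the combination against Palbociclib and Telaglenastat cultures, counting the real one. Where the number is 10 the real groups gave 0 genes, which every grouping reaches, so these 3 comparisons decide nothing. The real groups gave 3 genes for the combination against Control cultures and 2 against Palbociclib cultures, in fits of the 2 compared groups. As many gene lists were reached in 5, 8, 1, 1 and 3 of the 10 groupings, in the same order. In the other comparisons the real groups and other groupings of the cultures cannot be told apart at this number of libraries, although in simulated data of the same size 66.0% of 200 changed genes were recovered.

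Log2 fold changes in Telaglenastat tumors followed the GC content of genes, with a Spearman correlation across 10107 genes of -0.832, where genes are not independent replicates. For the combination it was -0.660 and for Palbociclib 0.156, and in the cultures -0.697 for Palbociclib, 0.216 for Telaglenastat and -0.591 for the combination. After removal of the trend, 17.7% of the genes called with Telaglenastat and 40.7% of those called with the combination stayed past the threshold in the same direction. A bias on GC content or gene length may thus account for most calls of both. The total number of calls of both after the correction was 43.6% of that before it, which does not measure their skew toward lower genes. Of the Telaglenastat calls 55.8% were lower without the correction, 57.5% with it and 51.3% with its first form, which was changed after its values had been seen. For the combination these were 60.5%, 52.1% and 30.0%. The share depends on how the correction is centred, so a bias and a response to the treatment cannot be told apart as the source of the skew over all calls. Among calls of at least 2-fold, the share lower went from 95.9% to 60.2% with Telaglenastat and from 88.4% to 52.3% with the combination (54.5% and 34.5% with the first form), so a bias may account for most of the skew among these larger changes. In simulated data, a trend of this kind together with 200 changed genes gave 7604 calls of which 97.8% were false, and 147 calls with 2.72% false after the correction. A difference in library size is argued against, because 98.2% as many genes were called after every library had been thinned to 6273834 counts. Regulation through the coding sequence alone, such as through codons, is argued against by the correlation of -0.578 over 530 noncoding genes. At a fixed GC content of the coding sequence, the correlation with that of the 3′ UTR was -0.522, and at a fixed 3′ UTR that with the coding sequence was -0.477. Whether the trend arose in the tumors or during library preparation or sequencing cannot be told apart, because it is confounded with the treatment. The slope did vary by 0.453 between 3 cultures of 1 treatment. If the trend is a response to the drugs, the correction would remove part of the response, so corrected and uncorrected values are both given.

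The oxidative phosphorylation genes had a median log2 fold change of -0.0972 in Telaglenastat tumors after the correction for GC content and gene length and stayed past the threshold, which argues against such a bias as the whole source of their fall. The treatment stays open as a biological explanation, which may be offered as a hypothesis only. In combination tumors the list did not pass the threshold with or without the correction.

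A list of stroma markers (fibroblast, endothelial and leukocyte genes) was used to look for reads of mouse host cells, and 11 of its 26 genes had enough counts to be tested. Of these, 7 also belong to the list for the epithelial-mesenchymal transition, and 5 were at 1 CPM or more in the cultures. COL1A1 was at 119, 118, 25.6 and 61.8 CPM in Control, Palbociclib, Telaglenastat and combination tumors and at 4.10 CPM in the cultures. For SPARC these values were 78.8, 77.4, 20.9, 56.5 and 11.9 CPM, and for CD68 11.0, 18.1, 2.20, 3.67 and 0.532 CPM. With Palbociclib the list had a median log2 fold change of -0.020, but its genes went both ways. The largest log2 fold change among COL1A1, COL1A2, COL3A1 and SPARC was -0.020, which argues against fibroblasts as the source of the genes that rose with Palbociclib. LYZ went from 3.58 CPM in Control to 6.88 CPM in Palbociclib tumors, CD74 from 3.17 to 5.95 CPM and CSF1R from 3.80 to 2.03 CPM, and neither these genes nor CD68 passed the threshold. Host leukocytes therefore cannot be told apart from a response of the tumor cells as a source of these genes. With Telaglenastat the median was -1.02 (adjusted p = 0.00106), lower in all 4 tumors, and -0.70 after the correction for GC content and gene length, so such a bias is argued against as its whole source. A smaller share of host cells in Telaglenastat tumors is a candidate explanation that was not tested further.

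All 3 treatments were compared with the same Control tumors, which by itself makes their fold changes correlate. In 100 simulations without any effect, the Pearson correlation across 9888 genes lay between 0.529 and 0.581 for Telaglenastat and the combination, where the tumors gave 0.852. For Palbociclib and Telaglenastat the tumors gave -0.0104 and the simulations 0.563 to 0.614. Both values lie outside the range that shared controls alone give, which argues against them as the only source. With the correction for GC content and gene length the values were 0.676 and 0.167, the first still above its simulated range. For Palbociclib and the combination the tumors gave 0.371 and 0.644 with the correction, against 0.559 to 0.618. A response shared by both treatments with Telaglenastat may remain as an explanation and was not tested separately.

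Mitochondrially encoded genes took 6.96% ± 0.227 (SD, n = 3) of the counts in Control tumors, 9.88% ± 2.19 (SD, n = 5) in Palbociclib tumors, 8.28% ± 1.37 (SD, n = 4) in Telaglenastat tumors and 14.0% ± 0.662 (SD, n = 4) in combination tumors. All 4 combination tumors lay above every Control tumor (exact permutation test, p = 0.0286, adjusted p = 0.0893 over 10 comparisons), and so did all 5 Palbociclib tumors (p = 0.0357, adjusted p = 0.0893), with 8 of 13 genes past the threshold. The median log2 fold change of these genes with the combination was 0.889 after the correction for GC content and gene length, which argues against such a bias as the whole source. A difference in RNA quality or tissue damage between tumors could raise the share as well, and the mean share differed by 7.04 percentage points between the groups. The libraries were made from RNA with an integrity number above 8, but no value for each tumor is given. Such a difference therefore cannot be told apart from a biological explanation. In the cultures, no comparison of this share passed an unadjusted p of 0.05 (smallest p possible 0.1).

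The combination was also compared with the sum of the effects of both drugs on the log2 scale, a contrast chosen after other results had been seen. Of 14848 genes, 3 were lower and 7 higher than the sum at an adjusted p under 0.05 (edgeR's quasi-likelihood test). Counting the real one, 1 of 60 groupings of the tumors gave as many, and the largest other number was 1. With the correction for GC content and gene length 7 genes passed. Among the gene lists, oxidative phosphorylation lay off the sum by a median of 0.15 (adjusted p = 3.33e-05), the epithelial-mesenchymal transition by 0.52 (adjusted p = 3.92e-12) and the stroma markers by 0.58 (adjusted p = 9.58e-09). With the correction the medians were 0.063, 0.52 and 0.44 and stayed past the threshold, which argues against a bias on GC content or gene length as their whole source. As many lists passed in 45 of 60 groupings, counting the real one, so their number is within what regrouped tumors give. How many of the tumors show each difference is not defined for a sum of effects, and a biological interaction of the drugs stays open.

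Some genes past the threshold had 3 counts or fewer in every tumor of 1 group and a mean of at least 50 counts in the other, 5 with Telaglenastat and 4 with the combination against Control tumors. Of the latter, 3 or 75% overlap another gene on the same strand, against 34.4% of the other tested genes (Fisher's exact test, p = 0.121). Reads assigned to an overlapping gene could explain such a loss, but the genes are too few to decide, so this cannot be told apart from a loss of the transcript.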
